# Circular RNAs exhibit exceptional stability in the aging brain and serve as reliable age and experience indicators

**DOI:** 10.1016/j.celrep.2025.115485

**Published:** 2025-04-02

**Authors:** Ken Kirio, Ines Lucia Patop, Ane Martin Anduaga, Jenna Harris, Nagarjuna Pamudurti, The Nandar Su, Claire Martel, Sebastian Kadener

## Abstract

Circular RNAs (circRNAs) increase in the brain with age across various animal systems. To elucidate the reasons behind this phenomenon, we profile circRNAs from fly heads at six time points throughout their lifespan. Our results reveal a linear increase in circRNA levels with age, independent of changes in mRNA levels, overall transcription, intron retention, or host gene splicing, demonstrating that the age-related accumulation is due to high stability rather than increased biogenesis. This remarkable stability suggests that circRNAs can serve as markers of environmental experience. Indeed, flies exposed to a 10-day regimen at 29°C exhibit higher levels of specific circRNAs even 6 weeks after returning to standard conditions, indicating that circRNAs can reveal past environmental stimuli. Moreover, half-life measurements show circRNA stability exceeding 20 days, with some displaying virtually no degradation. These findings underscore the remarkable stability of circRNAs *in vivo* and their potential as markers for stress and life experiences.

## In brief

Kirio et al. demonstrate that circRNAs steadily accumulate in the aging fly brain due to their exceptional stability. Temperature exposure (29°C) further elevates select circRNAs, which remain high weeks later, underscoring their potential as markers of both age and past experiences.

## INTRODUCTION

Circular RNAs (circRNAs) are a large class of stable RNAs produced through the circularization of specific exons.^1–8^ They are generated by the spliceosome via “backsplicing” in which the 3′ end of an exon is covalently linked to the 5′ end of the same or an upstream exon.^1,9,10^ CircRNA biogenesis depend on *cis*-elements, such as inverted complementary sequences in the flanking introns^11–13^ and *trans-*acting factors such as the splicing factors MBL, QUAKING, NOVA2, and others.^9,14–16^ As circRNAs are generated co-transcriptionally and in competition with linear splicing, their production can regulate gene expression in *cis*.^9,17^ Furthermore, recent studies have identified *trans* functions for specific circRNAs; for example CDR1as regulates miR-7^5,6,18^ and some circRNAs sequester or transport proteins, regulate ribosomal RNA (rRNA) biogenesis, or play roles in development.^9,19–23^ CircRNAs also mediate responses to viral infections.^24–27^ Additionally, research from various groups, including ours, has shown that some circRNAs can produce proteins.^28–31^

CircRNAs are highly enriched in the brain, with some also enriched in synapses and regulated by neuronal activity.^32–35^ Since circRNA levels inversely correlate with cell replication rates,^36^ the high levels of these molecules in neural tissues likely reflect their post-mitotic status. Furthermore, the prevalence of alternative splicing in neurons may contribute to the extensive diversity of circRNAs in the brain.^37,38^ CircRNAs exhibit evolutionary conservation; for example, 80% of mouse circRNAs with moderate-to-high expression levels in the brain are also present in the human brain.^33^ Indeed, several circRNAs regulate synaptic function and behavior. For instance, knockout (KO) of CDR1as in mice results in behavioral defects,^39^ knockdown (KD) of circMbl in *Drosophila* leads to locomotor activity abnormalities,^17^ circSLC45A4 is essential for progenitor state maintenance in the mouse brain,^40^ and KO of circTulp4 leads to severe defects in neuronal transmission in mice.^41^ Recent studies suggest functions of circRNAs in aging. For example, circSfl and circ-crh-1 control lifespan and aging in *Drosophila*^42^ and *Caenorhabditis elegans*,^43^ respectively, and several circRNAs regulate senescence in mammalian cell culture.^22,44^ Additionally, circRNAs are dysregulated in various diseases, including cancer, amyotrophic lateral sclerosis (ALS), and Alzheimer and Parkinson’s disease.^19,45–47^ Despite these insights, the functions of thousands of circRNAs remain to be elucidated.^48^

CircRNAs evade degradation by canonical mRNA-turnover pathways,^49^ and studies in cell culture have demonstrated their high stability, with half-lives ranging from 12 to 16 h to several days.^9,50–52^ However, no studies determining the stability of circRNAs have been performed *in vivo.* In addition, research across multiple systems has shown that overall circRNA levels increase with age in the brains of mice, worms, and flies,^35,53–55^ as well as in specific human brain regions.^45^ However, it remains unknown whether this age-dependent increase results from low degradation rates and/or an increase in the biosynthesis of circRNAs. Understanding this process might have significant implications for aging, as some evidence suggests that the circRNA age-dependent accumulation can be toxic. For example, knocking out a circRNA that dramatically increases with age (*crh-1* circRNAs) extends lifespan in *C. elegans*^43^ and provides protection in animal models of Alzheimer’s disease.^56^ As previously mentioned, circRNAs exhibit extreme stability. This stability along with their cell-specific expression and dysregulation in disease prompted the use of circRNAs as disease biomarkers.^7,8,49^ Additionally, the documented regulation of circRNAs by certain stresses led us to propose that circRNAs could serve as life experience markers (or “flight recorders”^49^). However, this hypothesis has not yet been tested.

In this study, we profiled circRNAs in the heads of male and female flies at six time points across their lifespan. We found a linear, age-dependent increase in global circRNA levels, making circRNAs superior age markers compared with linear mRNAs. Individual circRNAs also accumulate with age at different rates, and this does not stem from changes in transcription, splicing, or precursor production, indicating that high circRNA stability drives their accumulation. Exposing flies to low (18°C) or high (29°C) temperatures for 10 days induced specific subsets of circRNAs, which remained elevated even after return to standard conditions for several weeks. Furthermore, half-life measurements show very low degradation in fly neural tissue, with some circRNAs likely not degraded at all. Thus, the age-dependent accumulation of circRNAs in neurons reflects their intrinsic stability, allowing them to serve as stress/life experience markers.

## RESULTS

### Overall circRNA levels increase continuously with age in fly heads

Previous work showed that circRNAs increase with age in neuronal tissues in flies, worms, mice, and some human brain regions.^35,45,53,54^ However, these experiments utilized in most cases limited time points and/or suboptimal sequencing depth and length, which compromised comprehensive detection of circRNAs. To address this limitation, we conducted RNA sequencing (RNA-seq) on fly head samples collected at 10-day intervals across a span from newly eclosed (denoted as 0 for simplicity) to 50 days of age. 

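CantonS flies, a wild-type laboratory strain, were sampled at days 0, 10, 20, 30, 40 and 50, where day 0 stands for mated flies 2 to 3 days after eclosion. Total RNA of pooled heads was depleted of ribosomal RNA and made into directional libraries, so each library holds the mRNAs of brain, eye, fat body and muscle together with circRNAs, which have no poly(A) tail. The authors aligned the reads to the dm6 genome with STAR and counted linear reads per gene with featureCounts. They found circRNAs with find_circ2 in the reads that did not align, as back-splice junction reads, which join the end of an exon to the start of the same or an earlier exon. Both kinds of counts were divided by one DESeq2 size factor per library. The values of the deposited table, called normalized reads here, are therefore linear and back-splice reads on one scale. The table lists 7582 circRNAs and 16240 linear genes in 33 libraries. Differences between each age and day 0 were tested per sex with limma on log2(value + 1), and a difference was called at an adjusted p under 0.05 with a log2 fold change beyond 0.5 either way. On this scale the fold changes of circRNAs with few reads are understated. Linear genes were tested when their mean was at least 10 normalized reads, which left 12685 genes.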

We carried out separate experiments for male and female flies, with three samples collected for most age groups. 

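The 33 libraries comprised 18 of females, with 3 at every age, and 15 of males, with 3 at days 0, 30 and 40 and 2 at days 10, 20 and 50. Female replicates 1 and 2 of day 50 carried identical back-splice reads in all 4330 circRNAs detected in either of them, whereas their linear reads differed. Every other pair of libraries of the same sex and age shared identical reads in at most 6.63% of their circRNAs. These columns were averaged and counted as 1 sample for circRNAs, which left 32 samples. In male replicate 1 of day 20, genes rich in GC were higher by 0.81 on the log2 scale, relative to genes poor in GC, than in the other male library of that age. It held 6.39% of its circRNA reads in circMbl, the most abundant circRNA of fly heads, against 18.2% in its partner. With only 2 libraries, that difference alone cannot tell which of them deviates. Relative to the females of day 20, the same difference was 0.76 in replicate 1 and -0.058 in its partner. Male replicate 1 of day 40 showed a smaller difference of the same kind (0.32, with 14.6% of circRNA reads in circMbl). In the other libraries, apart from the partner at day 20, the difference from their group lay between -0.16 and 0.14. Both libraries were kept.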

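The recovered linear reads per library ranged from 28848182 to 94953552, with a median of 57226092. The lowest value belonged to female replicate 2 of day 0, whose other replicates had 79509579 and 84879303 reads, and among males the range was 42051904 to 76495599. Back-splice reads are far fewer: they ranged from 22475 in that same female library to 249768 in a male library of day 50, with a median of 134570. In males this number lay between 58598 and 67738 per library at day 0 and between 188401 and 249768 at day 50, and in females of day 50 it lay between 153997 and 156789. Whole reads were recovered from the step between values in 32 of the 33 libraries, within a tolerance of 0.01 reads. In the remaining one, male replicate 1 of day 20, the step was too close to 1 to tell.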

The RNA-seq libraries were sequenced using 150-base paired-end reads at a depth of at least 50–60 million reads *per* sample (resulting in >160 million aligned pair-end reads *per* time point *per* sex on average, Table S1). Following quality control and removal of two outlier samples, we identified nearly 29,000 circRNAs. A majority of these circRNAs are likely to be splicing artifacts or sequencing abnormalities, as over 60% of them do not span any annotated splice junction (Figure S1A) and are either present in only one sample or detected at very low levels. Subsequently, we applied stringent filters to exclude lowly expressed and low-confidence circRNAs, resulting in a refined list of 2,866 high-confidence circRNAs (Table S2). Most of these high-confidence circRNAs exhibit two annotated junctions, with 342 circRNAs displaying higher abundance compared with their host genes (Figures S1A, S1B, and Table S2). 

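The filter of the methods was applied to the 7582 circRNAs of the table: a span of at least 50 nucleotides, and a mean of at least 1 normalized read in every group of age and sex or at least 10 in some sample. It kept 2774 circRNAs, and 2921 when the length was left free. Of the 2774, 2602 had a single host gene and came from 1041 genes, 91 were ambiguous, 70 intergenic and 11 had no single host. The circRNA with the highest mean was circMbl at chromosome 2R, 17275410 to 17276063 (dm6), a circle of 654 nucleotides from muscleblind, which encodes a splicing factor. It was followed by circRNAs of btsz, a synaptotagmin-like protein, of scro, a homeobox factor of neurons, and of stw. Others among the 10 highest came from Wbp2, PlexA, dlg1 with 2 circRNAs, and an ambiguous position at 3L, 7662471 to 7663324.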

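Both ends of 2329 of the 2774 circRNAs (83.96%) lay at annotated exon ends of the annotation used here (BDGP6.54, the coordinates of dm6), 278 (10.0%) had 1 such end and 167 (6.02%) had none. Among all 7582 circRNAs of the table these shares were 67.1%, 13.3% and 19.6%. The back-splice reads of each circRNA were also set against the linear reads of its whole host gene. By this measure, which counts linear reads over the full transcript and so weighs the linear RNA more heavily than a comparison of junction reads does, 0 of 2594 circRNAs had a mean above that of the host.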

We then integrated the data into the linear mRNA counts, normalized them, and determined whether we observed changes with age (Figure S1C). After this data integration, the levels of linear and circRNAs cannot be directly compared: the quantification of circRNAs relies only on backsplicing RNA-seq reads, while the mRNA quantification uses all the reads within the transcript. We found that the total number of circRNA reads steadily increases as the fly ages in both males and females (Figures 1A and 1B). In contrast, total mRNA reads did not exhibit comparable changes with age, indicating that the age-dependent effect is specific to circRNAs. 

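Total circRNA reads of the 2774 circRNAs rose at every step in both sexes. In females they were 46371 ± 2444 normalized reads (SD, n = 3) at day 0, 73304 ± 2082 at day 10, 103410 ± 1499 at day 20, 121714 ± 1290 at day 30, 146968 ± 1268 at day 40 and 161972 ± 1824 (n = 2) at day 50, 3.49-fold the level of day 0. In males they went from 48446 ± 801 (n = 3) over 65844 ± 12613 (n = 2) at day 10 and 105627 ± 4365 (n = 2) at day 20 to 135002 ± 1907 at day 30, 155028 ± 7841 at day 40 and 172867 ± 1750 (n = 2) at day 50, a 3.57-fold rise. The slope was 2366.1 reads per day in females (standard error 64.2, R² 0.989, n = 17) and 2640.5 in males (standard error 118, R² 0.975, n = 15), each with a two-sided permutation p of 1e-05, the smallest that 100000 permutations can give. At day 50, 1660 circRNAs were higher than at day 0 in females and 101 lower, and in males 1622 were higher and 97 lower. At day 10 the counts were already 806 higher and 142 lower in females and 475 higher and 155 lower in males.

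**Figure D1:**
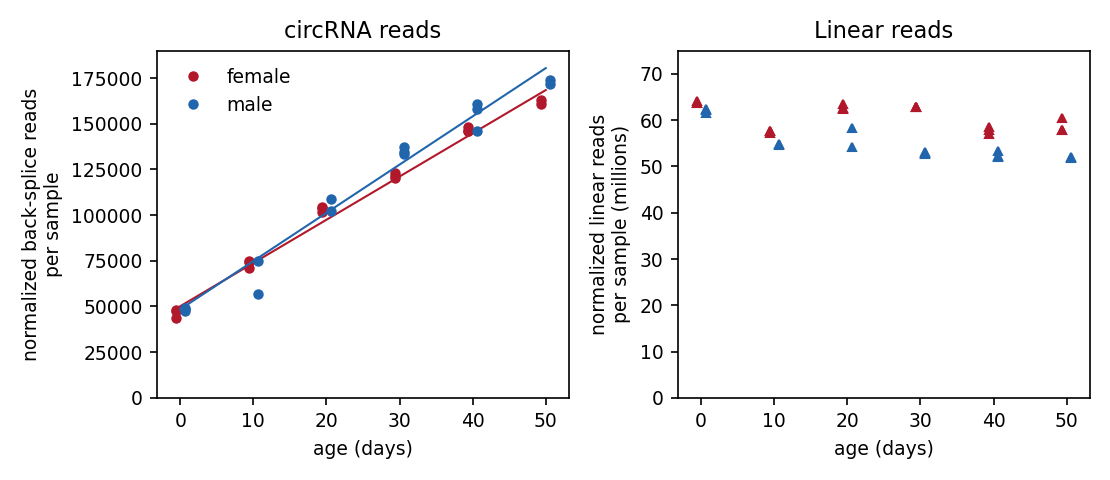
Total normalized reads per library against age in days, for circRNAs on the left with their regression lines and for linear RNAs on the right, with females in red and males in blue and 1 point per sample. The circRNA lines rise by 2366.1 reads per day in females and 2640.5 in males, and the linear totals fall from 63823244 to 58640605 in females and from 62039154 to 51941926 in males.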

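In females total linear reads went from 63823244 ± 339071 (SD, n = 3) at day 0 to 58640605 ± 1499182 (n = 3) at day 50, 0.919-fold, with a slope of -71230 reads per day (standard error 35359, R² 0.202, permutation p = 0.06, n = 18). In males they dropped to 51941926 ± 127264 (n = 2), 0.837-fold, with a slope of -188845 per day (R² 0.741, permutation p = 4e-05, n = 15). Single linear genes did change with age, in both directions: at day 50, 2668 of 12685 genes were higher and 3164 lower in females, and 2519 higher and 2859 lower in males. Scaling the linear genes to the total linear reads of each library shifted the log2 fold changes by 0.122 in females and 0.256 in males, and the share of called genes that were higher then went from 45.7% to 55.7% in females and from 46.8% to 67.6% in males.  From the contrast of both totals the paper concludes that the effect of age is specific to circRNAs.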

The age-dependent increase in circRNAs is evident for abundant circRNAs like cirScro, and circMbl (which hosts several circRNAs) even upon visual inspection of the RNA-seq data (Figures 1C and S1D, respectively). 

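The major circScro, at 3L from 24725824 to 24726292, spans 469 nucleotides of scro, the gene of a homeobox factor of neurons. In females it rose from 859 ± 58.7 normalized reads (SD, n = 3) at day 0 to 2932 ± 131 (n = 2) at day 50, a log2 fold change of 1.77 (standard error 0.31, adjusted p = 5.1e-05 from limma). In males it rose from 826 ± 49.7 (n = 3) to 3124 ± 22.9 (n = 2), a log2 fold change of 1.92 (adjusted p = 2.2e-05 from limma). All 5 circRNAs of scro together gave 949 reads at day 0 and 3159 at day 50 in females and 899 and 3378 in males, while the linear reads of scro changed by only 0.26 and 0.35 on the log2 scale and were not called. CircMbl, the circle of 654 nucleotides from muscleblind, rose from 5416 ± 489 (n = 3) to 32034 ± 828 (n = 2) in females and from 5746 ± 54.2 (n = 3) to 33812 ± 801 (n = 2) in males, log2 fold changes of 2.57 and 2.56 (standard error 0.27, adjusted p = 6.5e-08 and 7.6e-08). Of the 21 circRNAs of muscleblind in the set, 16 were higher at day 50 in females and 19 in males and 0 were lower in either sex by limma, and their sum rose 6.24-fold in females and 6.21-fold in males. The circle that runs from the same start to 17362097 rose most among its 5 highest, by 4.36 in females, from 73.5 to 1520 reads, and by 4.49 in males. Linear reads of muscleblind rose less, by 1.28 and 1.24 on the log2 scale, from 45523 to 110305 in females. Reads from inside a circle that do not cross its back-splice junction count as linear reads of the gene. How much of this rise they make up was not tested. Male replicate 1 of day 20, the library rich in GC, gave circScro 0.63% of its circRNA reads against 2.44% in its partner.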

The increase in circRNA predominantly stemmed from higher levels of existing circRNAs, as the diversity of circRNAs types only marginally increased with age (Figures 1D and S1E). 

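The number of circRNAs with any read rose from 1782 of 2774 at day 0 to 2548 at day 50 in females and from 1927 to 2584 in males, by 14.7 circRNAs per day in females (R² 0.629, permutation p = 2e-05) and 13.8 in males (R² 0.847, permutation p = 1e-05, the smallest possible). Much of the step fell early in life: females had 2188 at day 10, 2385 at day 20, 2429 at day 30 and 2536 at day 40, and males had 2077, 2379, 2478 and 2513. Drawing every library down to the same total of 28870657 reads left 1656 and 2497 circRNAs at the ends of the series in females and 1779 and 2525.5 in males. When each library was instead drawn down to 19747 circRNA reads, so that all had the same number of back-splice reads, the slope fell to 5.88 circRNAs per day in females (permutation p = 3e-05, from 1621 to 1971) and 3.76 in males (permutation p = 0.00028, from 1744 to 1907.5). The library with the fewest was the shallow female replicate 2 of day 0, with 1347. Among circRNAs that appeared with age, the circRNA of Ae2, an anion exchanger, at 3L from 9771655 to 9781218 had 0 reads in all 3 female libraries of day 0 and 211 ± 13.4 (n = 2) at day 50. That of ninaE, the main rhodopsin of the eye, at 3R from 19887072 to 19887951 had 0 in all day 0 libraries of both sexes and 67.4 in females and 257 in males at day 50.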

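The circRNAs were ranked by their level in each sample. In females at day 0, the top 25% by level held 87.7% ± 1.7 of circRNA reads (SD, n = 3) and the next 25% held 10.1%, and in males the top 25% held 87.2%. As few as 67.7 circRNAs on average made up 50% of all circRNA reads in females at day 0, and 66.3 in males. CircMbl, circBtsz and circScro, which had the highest means over all samples, held 16.2% ± 0.56 of reads in females at day 0 and 16.8% ± 0.25 in males, and 26.4% ± 0.11 and 26.8% at day 50. With the top 3 of each sample, chosen after the values were seen, the share rose by 4.14 percentage points in females and 4.55 in males. CircStw stood second at day 0 with 7.90% in females and 7.10% in males.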

Notably, a minority of circRNAs accounted for the majority of circRNA reads: the top 25% most expressed circRNAs are over 80% of all backsplicing reads and the top three circRNAs account for more than 20% (Figures S1F and S1G). The contribution of these highly expressed circRNAs to the overall read count remained constant with age (Figures S1E and S1F top), suggesting that the age-related increase in circRNA reads is a broad phenomenon (Figure 1E).

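The share of the top 25% was 86.6% at day 50 in females (exact permutation p = 0.5 against day 0) and 87.3% in males (exact permutation p = 0.7), and that of the next 25% in females was 8.62%. The change depends on the ranking: it was -1.16 percentage points in females and 0.15 in males with ranks in each sample, 3.42 and 3.83 with ranks over all samples, and 5.71 and 5.40 among detected circRNAs, the last chosen after the values were seen. Ranks over all samples favour circRNAs that are high at late ages. Among detected circRNAs, the top 25% holds more circRNAs at day 50 than at day 0, so both rankings favour a rise. Within the top 25%, single circRNAs moved in opposite directions. CircMbl rose from 11.7% of female circRNA reads at day 0 to 20.05% at day 30 and 19.8% at day 50, and from 11.9% to 19.6% in males. CircBtsz rose from 2.67% to 4.79% in females and from 3.27% to 5.42% in males. CircStw fell from 7.90% to 1.16% at day 30 and 0.92% at day 50 in females and from 7.10% to 0.94% in males. CircMbl, circBtsz and circScro together held 22.2% at day 10 and 26.7% at day 30 in females, and 21.0% and 27.6% in males (exact permutation p = 0.1 for day 50 against day 0 in each sex, the smallest that these group sizes allow). They had the highest means over all ages, and for circMbl, circStw and circBtsz the share rose by 3.25 points in females and 3.68 in males, also chosen after the values were seen. Fewer circRNAs, 54.5 in females and 49.0 in males, made up 50% of reads at day 50. Ranked in each sample and summed, the reads of the top 25%, the next 25% and the 25% after those rose 3.45-fold, 2.98-fold and 5.88-fold in females and 3.57-fold, 2.94-fold and 4.27-fold in males by day 50, and the lowest 25% was at 0 in every sample of day 0. The 5.88-fold rests on the shallow replicate 2 of day 0, which had 0 reads in that 25%, and was 3.92 without it, a test chosen after the values were seen.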

### circRNAs outperform mRNAs as age markers

We utilized linear and circular RNA gene expression data to assess how efficiently it could distinguish between ages using principal-component analysis (PCA). 

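Among the 12685 linear genes, the first principal component of all samples held 55.5% of the variance and the second 14.4%. Age explained 0.997 of the first by R² and sex 0.949 of the second (p = 1e-04 each, the smallest that 10000 permutations give). Sex explained 0.005 of the first (permutation p = 0.68). On the first component both sexes lay at -109 at day 0 and females lay at 6.48 and males at 6.74 at day 10. Among the largest falls was that of Acp1, a cuticle protein, which went from 87898 normalized reads at day 0 to 7.10 at day 50 in females, a log2 fold change of -13.51 (-13.13 in males). CG7214 fell by 13.11 and CG11458 had a log2 fold change of -13.26. Cuticle genes were the one list of 21 whose day 50 fall in females held by limma's camera test with an estimated correlation (median log2 fold change -4.63, 19 of 28 lower, also 19 adjusted over the list alone, adjusted p = 1.4e-05, and adjusted p = 0.034 with an estimated correlation).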

When analyzing mRNA gene expression data, PCA effectively separated samples by sex and distinguished newly eclosed flies from the aged ones. However, the distances diminished when comparing flies older than 10 days (Figure 2A, left). In contrast, PCA based solely on circRNA data robustly differentiated samples by age, indicating that circRNAs can serve as reliable age markers (Figure 2A, right). 

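After day 10 the first component of the linear genes moved by smaller steps: females went from 6.48 at day 10 over 25.4, 29.6 and 31.9 to 36.2 at day 50, and males from 6.74 over 17.7, 24.7 and 27.4 to 30.1. The third component, with 8.63% of the variance, also followed age (R² 0.974). Many genes had already changed by day 10, when 1971 were higher and 2324 lower than at day 0 in females and 2005 higher and 2087 lower in males. Muscle genes showed this early step: 23 of 26 were lower in females at day 10 with a median log2 fold change of -2.24, close to the -2.30 of day 50. Mhc, the muscle myosin heavy chain, went from 647190 normalized reads at day 0 to 88038 at day 50 in females (log2 fold change -2.88, and -2.67 in males), and TpnC47D, a troponin C, fell by 6.94 and 7.88. Subunits of the proteasome, which degrades proteins, were lower at day 10 in 32 of 32 genes in females (median -2.27).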

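Among the 2774 circRNAs, the first component held 45.2% of the variance, and age explained 0.981 of it and sex 0.004. Females lay on it at -76.2, -20.0, 6.19, 17.6, 31.9 and 39.3 from day 0 to day 50 and males at -67.8, -24.0, 12.7, 24.9, 36.0 and 43.0. The second component held 6.24%, of which sex explained 0.454 and age 0.562. Many of the abundant circRNAs rose along the series. That of Wbp2, a WW-domain binding protein, went from 236 to 2373 normalized reads in females (log2 fold change 3.34, and 3.24 in males), that of dlg1, a scaffold of synapses and cell junctions, at X from 11397825 to 11398822 from 154 to 2833 (4.20 and 4.16), and circBtsz from 1240 ± 77.2 (SD, n = 3) to 7754 ± 42.5 (n = 2), 2.65 and 2.56 (standard error 0.08, adjusted p = 4.6e-29 and 1.6e-28 from limma). From the order of the samples by age, the paper concludes that circRNAs can serve as age markers.

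**Figure D2:**
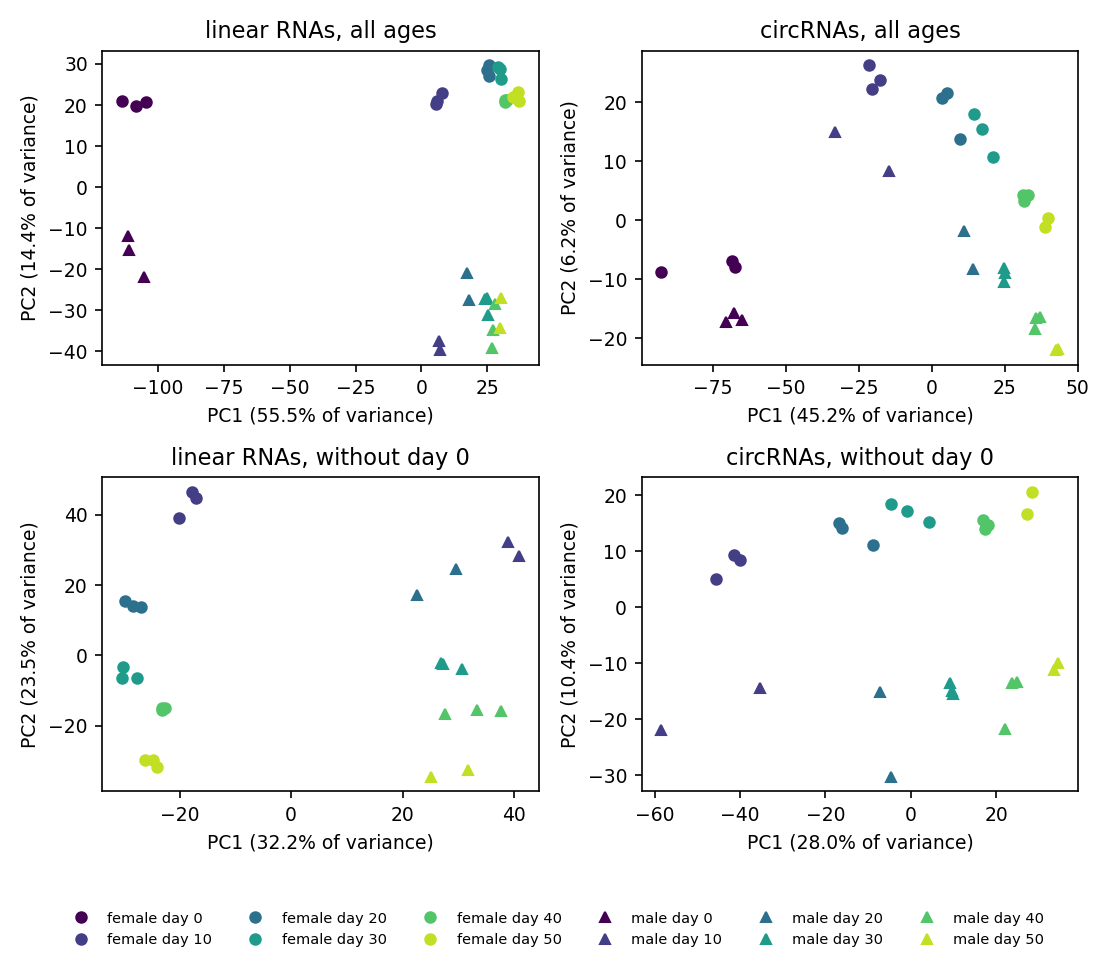
First and second principal components of linear genes and of circRNAs, for all ages and without day 0, with 1 point per sample, in the units of the components. Without day 0 the first component separates the sexes for linear genes (R² 0.971) and the ages for circRNAs (R² 0.959).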

When we performed the same analysis, excluding the first time point (“newborn” flies), sex-dependent differences predominated in mRNA expression data, overshadowing age-related differences (Figure 2B, left). Conversely, age remained the primary determinant in circRNA data (Figure 2B). 

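Without day 0, the first component of the linear genes held 32.2% of the variance and followed sex (R² 0.971, against 0.026 for age), with females between -29.4 and -18.4 and males between 26.1 and 40.0. Age moved to the second component (23.5% of the variance, R² 0.977), on which females went from 43.5 at day 10 to -30.3 at day 50 and males from 30.3 to -33.7. The paper handled the sexes in separate experiments, so differences between them may also be differences between experiments. At day 50 the change from day 0 differed between the sexes by limma in 761 linear genes. The change was higher in males than in females in 324 of them and lower in 437. TotM, a stress peptide of the fat body, rose from 20.6 to 28843 normalized reads in females, a log2 fold change of 10.43 against 5.85 in males. Diedel, a secreted immune factor, rose from 4.18 to 5695 (10.46 against 3.17). fit, a female fat body gene of feeding, rose from 173 to 17184 (6.71 against 2.67). Of the genes of yolk proteins, which females make in fat body and ovary, Yp2 rose by 1.81 in females, a call that did not hold without any 1 of the 6 libraries of days 0 and 50, and fell by 2.74 in males. Dro, drosocin, an antimicrobial peptide, rose more in males, from 115.4 to 54421 reads (9.05 against 4.56 in females). DptA, a diptericin, went from 95.7 to 66843 reads in males (9.70 against 6.62 in females), and its difference between the sexes was not called (adjusted p = 0.101 from limma). Male replicate 1 of day 10 carried 6054 reads of Yp1, a yolk gene, against 174 in its partner.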

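Without day 0, the first component of the circRNAs held 28.0% of the variance and still followed age (R² 0.959, against 0.034 for sex). Females went from -42.4 at day 10 over -13.9, -0.39 and 17.5 to 27.8 at day 50, and males from -46.9 over -5.80, 9.58 and 23.5 to 34.1. Sex took the second component (10.4%, R² 0.910). Across the 2774 circRNAs, which are not independent replicates, the day 50 changes of both sexes correlated with Pearson's r of 0.761 and Spearman's rho of 0.676, and 90.2% had the same sign. In both sexes 1332 circRNAs were higher, against 971 from independent lists, 70 were lower, against 3.53, and 0 of those called by limma went in opposite directions. No circRNA differed between the sexes in its change by limma, 182 did so at an unadjusted p under 0.05, and edgeR called 4 and DESeq2 1. For linear genes r was 0.922, with 2046 higher in both sexes, 2465 lower and 25 opposite.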

We further examined the profile of the linear and circular RNAs that significantly contribute to the age-dependent PCA component (PC1 for circRNAs and PC2 for mRNAs). 

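The 25 circRNAs that the paper's Table S3 lists for the first component include those of cpo, an RNA-binding protein, Rbfox1, a splicing factor, mGluR, a glutamate receptor, and Calx, a sodium-calcium exchanger, of ct, ps, Pde11, px and Stacl, and some with an ambiguous or intergenic position. All 25 had a rising slope in both sexes, and 25 were called higher at day 50 in females and 24 in males by limma, with median log2 fold changes of 3.17 and 3.19. The profiles of females and males over the 6 ages correlated with a median r of 0.989 and a lowest r of 0.719. Of the 25, 22 rose at each of the 5 steps in females and 19 in males, and 0 differed between the sexes in their change by limma. The circRNA of CG33217 at 3L from 23126200 to 23128370 rose from 11.1 to 233 reads in females (log2 fold change 4.34) and from 6.70 to 15.7 in males (1.25, adjusted p = 0.176 from limma, although called by edgeR with adjusted p = 0.0176). That of Stacl in Table S3, at 2R from 15452857 to 15456815, rose by 2.43 in females and 2.15 in males, and another circle of the gene, at 2R from 15456435 to 15457924 and not in Table S3, by 5.14 and 5.26. The list was drawn up by the authors on these samples, so its counts are not independent evidence. Of the 25 with the largest loadings found here, 25 had a rising slope in both sexes, 23 were called higher at day 50 in both by limma, 4 were in Table S3, 5 rose at each of the 5 steps in females and 2 in males, and the median r was 0.923 with a lowest r of 0.344.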

Notably, 24 of the top 25 circRNA contributors exhibited clear age-dependent increases and displayed similar patterns between male and female flies (see Figure 2C, right; Table S3). In contrast, mRNAs contributing to age differentiation in PCA showed variability across few time points and did not consistently exhibit similar behavior between sexes (Figure 2C, left), suggesting that mRNAs are less reliable as age markers compared with circRNAs. Together, these results demonstrate that age is the primary determinant of circRNA levels, establishing circRNAs as age markers. 

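The 25 linear genes with the largest loadings on the second component without day 0 went both ways: 22 had a rising and 3 a falling slope in both sexes, of which 21 were called higher and 3 lower at day 50 in both by limma, 6 moved the same way at all 5 steps in females and 4 in males, the median r between the sexes was 0.839 with a lowest r of 0.188, and 8 differed between the sexes in their change by limma. From day 10 on, the median r was 0.943, against 0.944 for the 25 circRNAs with the largest loadings found here. Among the large rises of day 50, DptB, another diptericin, rose by 5.83 in females and 8.66 in males, AttC, an attacin, by 5.06 and 7.77, and Amy-p, a gut amylase, by 6.57 and 8.07. Alp9 and Alp10, alkaline phosphatases, rose by 6.92 and 6.79 in females and 7.35 and 6.78 in males. Srg3 rose by 6.87 and 5.74 and the long RNA lncRNA:CR42646 by 6.82 and 7.98. Among the largest falls were Ccp84Ab, a larval cuticle protein (-12.33 and -8.84), CG12998 (-12.08 and -12.35), CG8736 (-11.42 and -10.74), CG13043 (-11.52 and -11.10), CG34217 (-10.47 and -11.60), CG34327 (-9.64 and -11.49), CG13065 (-11.12 and -10.22) and Fbp1, a receptor of the larval fat body (-10.91 and -10.66). From the variability of the linear contributors, the paper proposes that mRNAs are less reliable as age markers than circRNAs.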

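Antimicrobial peptide genes were higher at day 50 in 19 of 23 and lower in 0 in females (median log2 fold change 2.68), and higher in 19 and lower in 1 in males (4.05). Genes of immune recognition and signalling such as Rel, an NF-kB factor (1.00 and 1.52), were higher in 18 of 27 in females (1 lower) and 17 in males (2 lower). Detoxification genes were higher in 18 of 25 in females (1 lower) and 16 in males (1 lower), with GstD5, a glutathione transferase, up by 5.48 and 8.01 and GstD9 by 3.17 and 3.64. Of 84 genes of ribosomal proteins, 79 were higher in females (median 0.95) and 38 in males (median 0.48), and 0 lower by limma in either, with RpL23A up by 1.15 and 0.62. Muscle genes were lower in 23 of 26 in females (1 higher) and 22 in males (2 higher), with medians of -2.30 and -2.25, as in Mlc1, a myosin light chain (-3.99 and -3.77). Neuronal genes were lower in 28 of 35 in females and 24 in males and higher in 0, with medians of -0.88 and -0.76, among them ple, the tyrosine hydroxylase of dopamine neurons (-3.49 and -2.97), Gad1 of GABA neurons (-2.10 and -2.20) and futsch, a microtubule protein (-1.23 and -0.99), while elav, the pan-neuronal marker, changed by -0.22 and -0.10 and was not called. Genes of oxidative phosphorylation were lower in 40 of 42 in each sex (medians -0.98 and -1.08), with Cyt-c-p, cytochrome c, at -2.52 and -2.68, and genes of the proteasome in 32 of 32 in each sex (medians -1.94 and -2.10), with Rpn9 at -2.93 and -2.98. Glial genes were lower in 7 of 14 in each sex (1 higher in females, 2 in males), with Gat, a GABA transporter, at -2.36 and -2.26. Adjusted over the list alone, the counts of all 21 lists were unchanged except that 21 antimicrobial peptide genes and 9 fat body genes were higher in males.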

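By limma's camera test against all other genes, 7 lists were higher and 7 lower at day 50 in females and 4 higher and 6 lower in males. In females the adjusted p was 8.3e-06 for antimicrobial peptides (adjusted p = 0.176 with an estimated correlation), 4.0e-07 for detoxification (adjusted p = 0.061 with an estimated correlation), 2.6e-22 for ribosomal proteins (adjusted p = 0.163 with an estimated correlation), 3.9e-10 for neuronal genes (adjusted p = 0.061 with an estimated correlation), 3.9e-10 for muscle (adjusted p = 0.107 with an estimated correlation) 5.2e-17 for the proteasome (adjusted p = 0.130 with an estimated correlation) and 1.2e-11 for oxidative phosphorylation (adjusted p = 0.176 with an estimated correlation). Fat body genes were higher in 14 of 20 in females (4 lower, adjusted p = 0.0071, and adjusted p = 0.176 with an estimated correlation), with apolpp, the main lipoprotein, up by 3.27, and in 8 in males with 8 lower (adjusted p = 0.792). Genes of hemocytes, the blood cells, were higher in 8 of 15 in females (4 lower) and 9 in males (4 lower), with PPO1, a phenoloxidase, up by 2.45 and 1.86, and their call in females (adjusted p = 0.040) gave adjusted p = 0.485 with an estimated correlation and adjusted p = 0.0876 when scaled to total linear reads. Genes of eye pigments were lower in 5 of 9 in females and 6 in males (2 higher in each), with Pu, a GTP cyclohydrolase, at -3.35 and -3.27, and their adjusted p of 0.029 in females became adjusted p = 0.176 with an estimated correlation. Phototransduction genes went both ways, 6 of 27 higher and 11 lower in females (adjusted p = 0.358) and 5 and 11 in males (adjusted p = 0.259), with Arr2, an arrestin, up by 0.84 and 0.82 and eys, a protein of the rhabdomere space, at -1.84 and -1.69. Heat shock genes were lower in 14 of 20 and higher in 0 at day 10 in each sex by limma, with medians of -2.005 in females and -1.24 in males, and at day 50 were 2 higher and 10 lower in females (adjusted p = 0.314) and 4 higher and 2 lower in males (adjusted p = 0.228). In females, splicing factors (4 of 37 higher, 3 lower, adjusted p = 0.372), clock genes (4 of 12 higher, 1 lower, adjusted p = 0.303), genes of insulin signalling (2 of 13 higher, 2 lower, adjusted p = 0.419), olfactory genes (6 of 17 higher, 3 lower, adjusted p = 0.358) and genes of reproduction (4 of 7 higher, 0 lower, adjusted p = 0.182) were not called as lists, and in males these lists were not called either (adjusted p = 0.356, adjusted p = 0.412, adjusted p = 0.545, adjusted p = 0.918 and adjusted p = 0.148). In males the olfactory list had a median of -0.50 although camera's direction was up. The 5 genes listed to check the sex labels, roX1, roX2 and the yolk protein genes Yp1, Yp2 and Yp3, were all higher in females (median 2.81, adjusted p = 0.0066, and adjusted p = 0.176 with an estimated correlation) and 1 higher and 1 lower in males (adjusted p = 0.545). The estimated correlation kept 1 list in females, cuticle genes, and 0 in males. In males 4 of 28 cuticle genes were higher and 19 lower (median -4.30, adjusted p = 4.7e-05, and adjusted p = 0.057 with an estimated correlation). In males the calls of antimicrobial peptides (3.7e-08) ended as well, at adjusted p = 0.114 with an estimated correlation.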

To determine if some of the same circRNAs displaying age-dependent accumulation could be used as age markers in another common lab strain, we determined the age-dependent profile of four circRNAs in *w*^*1118*^ male flies. Briefly, we collected heads of flies of 3, 10, 20, and 30 days of age, extracted RNA, and performed qRT-PCR. As observed in our RNA-seq data from *CantonS* flies, the tested circRNAs also displayed a very strong age-dependent accumulation in the *w*^*1118*^ strain (Figure S2A). These data show that circRNAs can be used as age markers by qRT-PCR across different fly strains.

### circRNAs exhibit three distinct expression patterns during aging

We employed cluster analysis to determine the age-related expression patterns of specific circRNAs. To compare the profiles independently of individual circRNA expression levels, we normalized them to the first age time point (time 0, which is 2–3 days after eclosion). We identified five main clusters, with most circRNAs belonging to clusters that increase with age (clusters 1–3 in Figures 3A, S2B, and Table S4). Specifically, circRNAs in clusters 1, 2, and 3 show age-dependent accumulation, although at different rates. 

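The profiles of the 2774 circRNAs, as log2 fold changes of the group means against day 0, were grouped by k-means into 5 clusters per sex. In females 3 rising clusters held 401 (14.5%), 929 (33.5%) and 828 (29.8%) circRNAs, named the steepest, middle and slowest rise here by their level at day 50, a flat cluster held 496 (17.9%) and a falling cluster 120 (4.33%). In males the same kinds of cluster held 314 (11.3%), 861 (31.0%), 911 (32.8%), 547 (19.7%) and 141 (5.08%). Of the clusters of both sexes, 53.4% of circRNAs lay in the cluster of the same kind, with an adjusted Rand index of 0.171. Hosts from the list of neuronal genes gave 122 circRNAs, and in females 23, 52 and 35 of them lay in the rising clusters, 11 in the flat one and 1 in the falling one. Circles of muscle genes lay mostly elsewhere, with 0, 5 and 3 in the rising clusters, 5 in the flat and 6 in the falling one. Of those from the list of splicing factors, which are mostly circles of mbl, 12, 6 and 4 lay in the rising clusters and 0 in the others, while 16 of the 21 circles of mbl were called higher in females by limma. Because all fold changes share the day 0 samples, chance at day 0 enters every profile: when clusters of females were made with replicate 1 of day 0 alone, the steepest one rose by 3.72 on the log2 scale against that sample and by 3.04 against the other day 0 samples, and with the shallow replicate 2 by 4.62 and 2.57. In males the values were 3.89 and 2.90, 3.62 and 2.72, and 3.88 and 2.72 with replicates 1, 2 and 3.

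**Figure D3:**
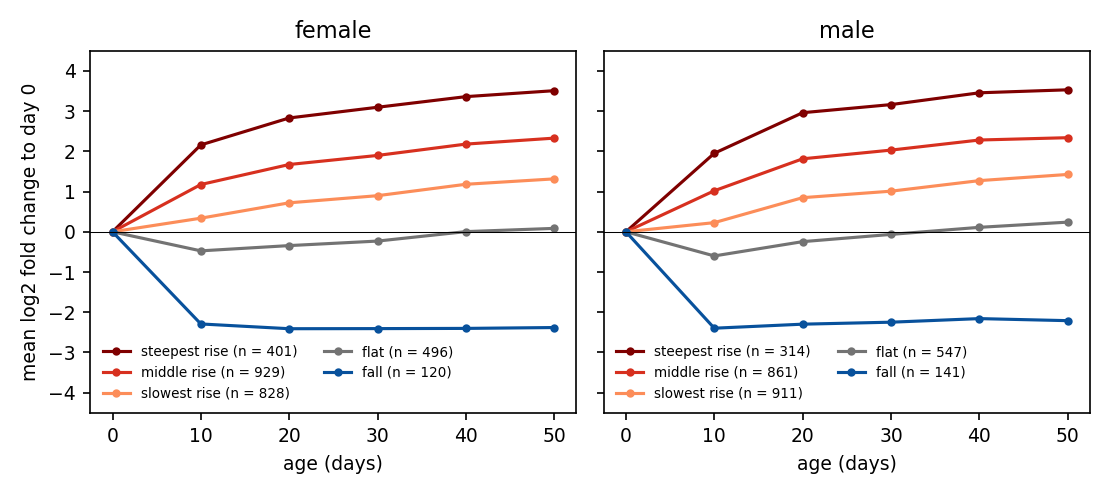
Mean log2 fold change of normalized reads against day 0, by age in days, for the 5 clusters of circRNAs in females and in males, with 1 line per cluster. At day 50 the steepest cluster lies at 3.51 in females and 3.53 in males and the falling cluster at -2.38 and -2.21.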

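At day 10 the steepest cluster of females had risen by a mean of 2.16 on the log2 scale, the middle one by 1.18 and the slowest by 0.34, and at day 50 they stood at 3.51, 2.33 and 1.32. In males the values were 1.95, 1.02 and 0.23 at day 10 and 3.53, 2.34 and 1.43 at day 50. In the steepest cluster, 392 of 401 circRNAs were called higher at day 50 by limma in females and 309 of 314 in males. Of the middle clusters 806 and 766 were called higher, and of the slowest 441 and 518. Among the largest rises in both sexes were those of Ae2, an anion exchanger (log2 fold change 7.73 in females and 7.43 in males), and ninaE, a rhodopsin (6.09 and 8.01). Others were in females those of DCX-EMAP, a microtubule protein of sensory cells, at 3L from 14903876 to 14904980 (6.59, and 5.03 in males), Kif3C, a kinesin (5.96 and 4.39), and par-1, a polarity kinase (5.82 and 4.33), and in males those of Gnmt, a methyltransferase of glycine (5.86, and 4.01 in females), and CG32809 at X from 1675667 to 1677317 (5.65 and 3.76).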

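The falling clusters, with 120 circRNAs in females and 141 in males, and the flat clusters, with 496 and 547, held the circRNAs outside the rising clusters. In the falling cluster 82 were called lower at day 50 in females and 86 in males and 0 higher by limma, and in the flat cluster 21 were higher and 19 lower in females and 29 and 11 in males. Among the largest falls were those of 2 circles of CG34377, an uncharacterized gene, at 3R from 22314660 to 22315799 (119 to 9.94 normalized reads in females and 135 to 11.0 in males, log2 fold changes of -3.46 and -3.50) and to 22318989 (-2.43 and -3.14). The circle of CG30377 at 2R from 7905443 to 7907444 went from 40.6 to 1.09 reads in females (-4.54, and -4.13 in males) and that of CG43759 at X from 18953526 to 18987257 from 83.2 to 13.2 (-2.59 and -2.80). CircStw, the most abundant of them, fell from 3658 ± 127 (SD, n = 3) to 1482 ± 90.6 (n = 2) in females and from 3442 ± 203 (n = 3) to 1633 ± 4.7 (n = 2) in males, by log2 fold changes of -1.30 and -1.07. Circles of the muscle genes bt, wupA, tn and Mhc were also in the falling cluster of both sexes.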

Clusters 4 and 5 contain circRNAs that do not increase with age: cluster 4 includes circRNAs that decrease with age, and cluster 5 circRNAs remain relatively constant as the fly ages (Figures 3A and S2B for females and males, respectively). 

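The mean of the falling cluster stood at a log2 fold change of -2.29 in females at day 10 and at -2.41, -2.41, -2.40 and -2.38 at days 20 to 50, and in males at -2.40 at day 10 and at -2.30, -2.25, -2.16 and -2.21 after it. Its share of all circRNA reads went from 15.4% at day 0 to 1.44% at day 50 in females and from 14.5% to 1.52% in males. Single members fell later, as the CG34377 circle from 22314660 to 22315799, which was at -0.80 in females and -0.96 in males at day 10. In the flat cluster the mean went the other way after a first drop, from -0.47 at day 10 to 0.08 at day 50 in females and from -0.60 to 0.24 in males. The circle of sona, a secreted metalloprotease, at 2R from 23785912 to 23786355 was among the members that fell (log2 fold changes of -2.12 in females and -1.91 in males at day 50).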

Interestingly, the drop in cirRNA levels in cluster 4 occurs after the first time point, suggesting a development rather than aging-related change.

To determine if the age-dependent circRNA expression patterns are due to changes in the expression of the host gene, we measured the mRNA levels produced by the genes hosting the circRNAs in each cluster. 

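For each circRNA with a single host in the table (2594 circRNAs), the linear reads of the host gene were compared between day 50 and day 0. Here and in the ratios to host, linear reads may include reads from inside circRNAs that do not cross the back-splice junction. The median log2 fold change of the hosts was -0.27, -0.35 and -0.37 in the steepest, middle and slowest rising clusters of females and -0.50 in the flat one, while the circRNAs themselves stood at 3.51, 2.33, 1.32 and 0.08. In males the medians of the hosts were -0.17, -0.23, -0.27 and -0.35. Of 1040 host genes, 73 were called higher and 435 lower at day 50 in females and 73 and 362 in males by limma, with medians of -0.38 and -0.29. The linear reads of dlg1, whose circRNA rose by 4.20, changed by 0.34 (not called), and those of PlexA, a semaphorin receptor, by 0.04. Hosts did change in single cases: linear reads of Ae2 fell by 0.63 in females while its circRNA rose by 7.73, those of brp, a protein of the active zone of synapses, fell by 0.87 and its circRNA rose by 4.99, and those of Gnmt rose by 4.46, beside 4.01 for its circRNA.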

Interestingly, the levels of the linear counterparts of circRNAs in clusters 1, 2, 3, and 5 remained relatively constant with age (Figures 3B and S2C). However, the linear counterparts of circRNAs in cluster 4 (which decrease with age) also decrease with age and with similar kinetics (Figures 3B and S2C), suggesting that the decrease on the levels of these circRNAs is transcriptional and that these circRNAs are short-lived, as their overall levels mirror the mRNA levels.

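Hosts of the falling cluster had a median log2 fold change of -1.28 at day 50 in females and -0.96 in males, and of -0.82 and -0.78 already at day 10. Linear reads of stw went from 31762 to 5881 in females, a log2 fold change of -2.43 (-2.20 in males), beside -1.30 and -1.07 for circStw. Those of sona fell by 3.17 and 3.59, of CG30377 by 2.12 and 2.17, of CG34377 by 1.28 and 0.99 and of CG43759 by 0.90 and 0.74. Across the circRNAs of this cluster, which are not independent replicates, the changes of circRNA and host correlated with a Spearman's rho of 0.357 in females and 0.275 in males, against 0.198 and 0.148 over all 2594. From the fall of both RNAs the paper proposes that the decrease is transcriptional and that these circRNAs are short-lived.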

As shown above, circRNAs in clusters 4 and 5 deviate from the age-dependent increase observed in most circRNAs. This deviation could be due to lower production or higher degradation rates of circRNAs on these clusters. 

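In females the flat cluster had a median level of 7.86 normalized reads per circRNA at day 0 and 8.94 at day 50. The steepest, middle and slowest rising clusters started at medians of 0.76, 1.79 and 4.30 and reached 21.2, 12.8 and 11.7. In males the flat cluster went from 6.70 to 8.71, and the rising ones from 0.93, 1.90 and 4.04 to 23.6, 13.9 and 12.6. The flat cluster was thus above the rising ones at day 0 and below them at day 50. Day 0 values enter every fold change, so the grouping itself favours this order. Chosen with replicate 1 of day 0 and measured against the other day 0 samples, the flat clusters rose by 0.49 in females and 0.60 in males, beside 0.04 and 0.19 against the chosen sample. Chosen with replicates 2 and 3 they rose by 0.687 and 0.673 in females and by 0.609 and 0.605 in males against the others. The share of the flat cluster in all circRNA reads went from 20.8% to 6.71% in females and from 21.7% to 7.77% in males.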

Interestingly, the steady-state levels of circRNAs in cluster 5 (invariant with age) are within the middle-high range (Figures 3B and S2C), suggesting that circRNAs in this cluster are expressed at moderate-high levels but have a higher turnover rate than those in clusters 1–3. 

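The falling cluster started from the highest medians of all, 11.5 normalized reads per circRNA in females and 11.2 in males at day 0, and ended at the lowest, 1.65 and 1.48 at day 50. Clusters set on fold changes against day 0 take up circRNAs whose day 0 reads were high by chance. When members were chosen with 1 day 0 sample and their fall was measured against the other day 0 samples, it was -2.17, -1.74 and -1.98 in females for replicates 1 to 3 as the chosen sample, beside -2.46, -2.47 and -2.19 against the chosen sample itself. In males it was -2.04, -2.01 and -1.92, against -2.29, -2.16 and -2.25.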

For circRNAs in cluster 4 (which decrease with age), their levels are medium-high at the first time point (Figures 3B and S2B), and show kinetics similar to their mRNA counterparts, indicating lower production levels as flies complete development and rapid degradation.

### circRNAs with different accumulation patterns display different tissue and cellular expression

Differences in the age-dependent patterns of individual circRNA clusters may result from their distinct cellular expression patterns. Fly heads contain several tissues, including the brain, the eye, the fat body, and muscles. CircRNAs that do not increase with age might be expressed outside the brain. To test this possibility, we generated and sequenced rRNA-depleted total RNA-seq libraries from fly heads and dissected brains. We quantified mRNAs and circRNAs and assigned a brain/head ratio to each RNA and determined the brain/head expression signal distribution. Interestingly, circRNAs are more enriched in the brain than mRNAs (compare top and bottom distributions in Figure S2D; see full results in Table S4). As expected, mRNAs encoding eye rhodopsins (Rh3-6) or fat body-specific proteins (Yp1, Yp2) have low brain/head ratios (∼0.1 or 0.25, respectively). In contrast, mRNAs encoding circadian proteins *tim, Clk*, or *vri* (expressed in the brain, eye, and fat body) show ratios between 0.25 and 0.5 and *elav* mRNA (expressed in brain and eye neurons) has a ratio of 1. mRNAs encoding brain-specific proteins (like the glial marker *repo* or the dopamine enzyme *Ddc*) display ratios higher than 1. Interestingly, most circRNAs have ratios >1 (see blue line, Figure S2D), indicating predominant brain expression or share expression between the brain and other head tissue (likely the eye).

Most circRNAs in the clusters that increase with age (1–3) are strongly enriched in the brain (see Figure 3C and Table S5). This observation strongly suggests that the overall age-dependent increase predominantly occurs in neurons, specifically in the eye and brain. Conversely, circRNAs in cluster 4, which decrease with age, exhibit enriched expression outside of the brain (Figure 3C). Notably, circRNAs in cluster 5, which remains constant with age, show an intermediate level of enrichment, with a significant proportion still being enriched in the brain (Figure 3C). This intermediate enrichment implies that several circRNAs within this cluster are specific to the brain and subject to dynamic regulation. These findings suggest that these circRNAs may experience higher degradation rates in neurons or may be expressed exclusively or additionally in glial cells within the brain.

To complement these data, and considering that linear and circRNAs are typically co-expressed in the same cell types,^33^ we employed the Cell Marker Enrichment tool (DRscDB) and available single-cell data from fly heads to identify the tissues and cell types expressing genes hosting circRNAs in each cluster (see Figure 3D and Table S6 for full results). We found that genes hosting circRNAs from clusters 1–3 are highly enriched in neuronal populations, such as neurons in the visual system, dopaminergic neurons, mushroom body neurons, antennal projection neurons, and photoreceptors. Genes hosting circRNAs from cluster 4, which decrease with age, predominantly express mRNAs that are highly enriched in different cell types in the fly head, notably muscle and pigment cells. Last, genes hosting circRNAs from cluster 5 are enriched in various neuronal types, similar to clusters 1–3, but also in glial cells. In sum, our data indicate that the majority of circRNAs increase with age in the fly brain, with the circRNAs decreasing in levels with age being expressed in non-neuronal cells and regulated developmentally. Overall, our results suggest that the global age-dependent increase is specific to the brain and is closely linked to the high stability of most circRNAs in neurons.

### Divergent genomic features define circRNA cluster behavior

To further characterize the distinct age-dependent expression profiles, we compared a broad set of genomic and host gene features across the five circRNA clusters (Figure S3A). In both males and females, the average expression level of the mRNA from the host gene (linear average expression) is significantly lower for circRNAs in cluster 4 relative to those in the other four clusters (females) or in three of them (males). In addition, in females the mean exon length differed among clusters, with exons in cluster 1 generally longer than those in cluster 2 and host genes in cluster 5 displaying significantly longer exons than those in clusters 2 and 3.

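Clusters were compared over circRNAs with a single host, 2594 of which had linear reads of the host. The median linear level of the host gene, as a mean over the 6 ages of the sex, was 8829 normalized reads for the falling cluster of females, against 16529, 14736 and 13438 for the steepest, middle and slowest rising clusters and 11734 for the flat one. The falling cluster was lower than each rising cluster (adjusted p = 0.00015 from 100000 permutations of the cluster labels) and lower than the flat one (adjusted p = 0.0025). In males it was 8417, against 18257, 15369, 15240 and 12757 (permutation adjusted p = 0.00015 for each rising cluster and 0.0020 for the flat one). Each p was adjusted over 160 comparisons. The 2594 circRNAs come from 1040 hosts, and those of the same host share its level. The permutations treat them as independent, so these p values and those of the other features below may be too small. Genes such as CG34377 and stw, whose linear reads fall with age, lower this mean themselves.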

We next focused on intrinsic circRNA features. In both sexes, circRNAs in cluster 3 consistently exhibited greater overall lengths (length circRNA) than those in clusters 1, 2, 4, and 5. 

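The genomic span of the 2602 circRNAs with a single host differed between clusters (n = 2602, Kruskal-Wallis p = 0.0064 in females and 0.0087 in males). Here this came from the falling cluster, whose members, such as the circles of Mhc and bt, had a median span of 1140 nucleotides in females and 1224 in males. The steepest, middle and slowest rising clusters and the flat one had medians of 1629, 1976.5, 1904.5 and 1916 in females and 1642, 1875.5, 1985.5 and 1869 in males. The falling cluster was shorter than each of them (permutation adjusted p = 0.028, 0.0044, 0.0094 and 0.0019 in females and 0.031, 0.0057, 0.0022 and 0.0025 in males), and the rising and flat clusters did not pass the test against each other (adjusted p of 0.19 or more). With a mean of at least 10 normalized reads per circRNA (n = 1161) the Kruskal-Wallis test gave p = 0.979 in females and 0.323 in males.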

In males, pairwise comparisons showed that cluster 3 circRNAs exceeded those in cluster 1, cluster 2, cluster 4, and cluster 5 (Figure S3A). 

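An alternative way to build the profiles, dividing each by its highest value, gave clusters of other shapes: a late rise, a steady rise, a flat and a falling one, and one called peaked here, whose mean profile was highest at day 40 in females (0.795 of the highest value, and 0.366 at day 50) and at day 20 in males (0.840), where 1 of 2 libraries follows GC content. In males the 739 circRNAs of the late rise had a median span of 3010.5 nucleotides, against 1667 for the steady rise, 1371 for the peaked, 1684.5 for the flat and 1286 for the falling cluster, and were longer than each of the others (permutation adjusted p = 3.2e-05 in each comparison). In females the 711 circRNAs of the late rise had a median of 2536.5, against 1669, 1909, 1674 and 1383.5 (permutation adjusted p = 3.2e-05 against the steady rise and the flat cluster, 0.0056 against the peaked and 0.00018 against the falling cluster). Each p was adjusted over 48 comparisons of both sexes.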

In females, similar differences emerged. 

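Exon structure could be read from the annotation for 2226 of the 2602 circRNAs (85.5%). In the clusters of log2 fold changes, the number of exons had a median of 3 in the rising and flat clusters and 2 in the falling one in both sexes (n = 2226, Kruskal-Wallis p = 0.021 in females and 0.0062 in males). Exonic length in the flat cluster was above that of the rising ones, with 945 nucleotides in females against 789, 809.5 and 868 in the steepest, middle and slowest rising clusters (permutation adjusted p = 0.0017, 0.00053 and 0.024), and 970 against 819, 782.5 and 856 in males, but passed no threshold against the falling one, with 830 in females and 906 in males (permutation adjusted p = 0.208 and 0.346). In the clusters from profiles divided by their highest value, the late rise had more exons than the steady rise (permutation adjusted p = 0.0056 in females and 0.00013 in males), the flat cluster (0.00079 and 0.00072) and the falling one (0.00041 and 9.0e-05), but not than the peaked one (0.072 and 0.470). Its exonic length was above that of the steady rise (0.0058 and 3.2e-05).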

In parallel, total exonic length and exon span (the number of exons incorporated) were markedly higher in cluster 3 circRNAs in both sexes. These data indicate that circRNAs exhibiting robust age-dependent accumulation (notably in cluster 3) tend to be structurally more complex.

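GC content of the genomic span had a median of 46.9% in the steepest cluster of females, 45.6% in the middle and 46.9% in the slowest rising one, 47.0% in the flat and 48.0% in the falling cluster. The middle cluster was lower than the steepest (permutation adjusted p = 0.030), flat (0.049) and falling ones (0.037). In males the medians were 47.0%, 46.2%, 46.3%, 46.6% and 48.4%, and the slowest rise was lower than the falling cluster (permutation adjusted p = 0.024). With profiles divided by their highest value, the late rise had the lowest GC in both sexes, 45.3% in females (permutation adjusted p = 0.020 against the steady rise, 0.00013 against the peaked, 0.0040 against the flat and 0.0056 against the falling cluster) and 44.2% in males.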

Analysis of complete circRNA GC content (circ gc) in females revealed that cluster 3 possessed lower GC percentages than clusters 1 and 2. In contrast, comparisons of the average exonic GC content within the circRNA (circRNA average exonic gc) in males demonstrated that circRNAs in clusters 1–4 showed significantly higher exonic GC percentages than those in cluster 5. 

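In males the GC content of the exons within the circRNA had medians of 55.9%, 55.2% and 54.6% in the steepest, middle and slowest rising clusters, 54.6% in the flat and 55.2% in the falling one, and the steepest cluster was higher than the slowest (permutation adjusted p = 0.021) and the flat one (0.016). In females the medians were 55.7%, 55.0%, 54.6%, 54.9% and 55.6%, and the steepest was higher than the slowest rise (permutation adjusted p = 0.0073).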

In females, significant differences appeared between clusters 1 and 3 and between clusters 2 and 3. Finally, we compared intronic features of the host gene. 

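The intron upstream of the circularized exons had a median of 3169 nucleotides in the steepest rising cluster of females, against 3328 in the middle, 4489.5 in the slowest, 4884 in the flat and 3824 in the falling cluster. The difference held against the slowest rise and the flat cluster (permutation adjusted p = 0.0017 each) and not against the middle (0.464) or the falling one (0.564). In males it was 2394, against 3600, 4416, 5088 and 3276 (permutation adjusted p = 0.0028, 0.00015, 0.00015 and 0.357). With profiles divided by their highest value, the shortest upstream introns were those of the peaked clusters, which differ in shape between the sexes, with medians of 2146 in females (highest at day 40) and 2178 in males (highest at day 20, where 1 of 2 libraries follows GC content), against 3423 and 3803.5 for the steady rise and 4873.5 and 4669 for the late rise.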

In both males and females, the length of the intron immediately upstream of the circularized exons (upstream intron length) was significantly shorter in cluster 1 compared with clusters 2, 3, and 5. In addition, downstream intron length in females varied among clusters, with cluster 1 circRNAs associated with shorter downstream introns than those in clusters 2 and 3.

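Downstream introns had a median of 1787 nucleotides in the steepest rising cluster of females, against 2213 in the middle (permutation adjusted p = 0.097), 2774 in the slowest (0.0016), 2705 in the flat (0.0022) and 2443 in the falling cluster (0.737). In males the values were 1572.5, against 2183.5, 2534, 3376 and 2443 (permutation adjusted p = 0.0073, 0.0008, 0.00015 and 0.436). In the clusters from profiles divided by their highest value, the peaked cluster had 1509 in females (highest at day 40) and 1448.5 in males (highest at day 20), against 2816.5 and 2921 for the late rise (permutation adjusted p = 3.2e-05 in each sex).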

Together, our comparative analysis reveals that circRNAs exhibiting strong age-dependent accumulation, particularly those in cluster 3, display a distinct genomic signature: they are longer, incorporate more exons, and possess lower overall GC content relative to several other clusters. In parallel, host gene features—including shorter flanking introns in cluster 1 and higher linear mRNA expression in clusters 1–3 compared with cluster 4—indicate that both local genomic architecture and transcriptional context influence circRNA biogenesis and stability. The convergence of most of these findings in both male and female samples support a role of intrinsic sequence and structural determinants in contributing to circRNA levels during aging.

### The age-dependent increase in circRNA levels does not result from a rise in overall transcription from the host gene

The changes in circRNA levels as the fly ages may be due to increased biosynthesis of circRNAs and/or their accumulation due to the very low degradation rate. As illustrated in Figure 3B, most circRNAs show increased levels with age, without a corresponding increase in the linear mRNAs from the circRNA-hosting genes. Moreover, normalizing the reads of each circRNA to its linear counterpart revealed a similar increase in circRNA reads, confirming that the age-dependent rise is specific to circRNAs (Figures 4A and S3B). 

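Single circRNAs showed this separation from their hosts. The circle of Kif3C, a kinesin, rose by 5.96 and 4.39 beside 1.09 and 1.21 for its linear reads, and that of par-1 by 5.82 and 4.33 beside -0.11 and -0.12. Linear reads of Calx, the sodium-calcium exchanger, fell by 0.63 and 0.56 and those of ct, a homeobox factor of sensory neurons, by 0.72 and 0.68, with male falls that were not called when scaled to total linear reads, while their circRNAs in Table S3 rose. The circle of PlexA, among the 10 most abundant, rose less, from 841 to 1567 reads in females (0.90, and 0.85 in males).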

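The median circRNA had 0.0147% ± 0.0128 (SD, n = 3) of the linear reads of its host in females at day 0 and 0.0424%, 0.0664%, 0.0773%, 0.0958% and 0.112% ± 0.00216 (n = 2) at days 10 to 50. The shallow female replicate 2 of day 0 had a median of 0, and the others had 0.0229% and 0.0213%. In males the median went from 0.0209% ± 0.00126 (n = 3) over 0.0354%, 0.0679%, 0.0779% and 0.0955% to 0.105% ± 0.0002 (n = 2). Tested per circRNA by limma, the ratio to the host was higher at day 50 than at day 0 in 1747 of 2594 circRNAs and lower in 36 in females, and higher in 1700 and lower in 38 in males. The change of the ratio differed between the sexes for 1 circRNA, that of Ptp99A, a receptor phosphatase of neurons, with 0 reads in females at day 0. The number was 0 to 4 without 1 library and 3 with a pseudocount of 5 or a mean of at least 10 reads.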

Importantly, we obtained similar results when normalizing the reads of each circRNA to its linear counterpart reads using either the total number of aligned reads to the mRNA (as in Figures 4A and S3B) or only the linear mRNA junction reads (the output of the circRNA detection and quantification pipeline, Figures 4B and S3C).

However, mRNA levels also are influence by degradation, which could offset age-dependent increases in transcription or circRNA production at the expense of the mRNAs. We then assessed the overall transcription levels of the genes hosting circRNAs, by measuring intronic signal. This measure, previously used by us and others as a surrogate for transcription,^57,58^ showed no changes in the total intronic signal of the genes hosting circRNAs as the fly ages (Figures 4C and S3D). This finding demonstrates that the global increase in these circRNAs is not due to higher overall transcription from the locus. This is also what we observe when we look at this relationship in clusters 1–3, which increase with age, and in cluster 5, which remains constant with age (see Figures 4D and S3E). However, the circRNAs in cluster 4, which decrease with age, display an age-dependent decrease accompanied by a reduction in the intronic signals of a fraction of the host genes, demonstrating that these circRNAs are less stable and that their decline is driven by changes in the global transcription of the entire gene (Figures 4D and S3E).

### Global age-dependent changes in circRNA levels are not attributable to splicing changes

The findings from previous sections indicate that circRNA production via backsplicing remains relatively constant. However, it remains plausible that circRNAs could increase their synthesis without affecting the levels of linear mRNAs from the same locus, even if overall transcription levels are unchanged. This could occur if age-related increases in circRNAs depend on circRNAs produced from unprocessed pre-mRNAs. To explore this possibility, we investigated whether global splicing changes occur with age. Our analysis revealed that as the flies age, they exhibit higher levels of alternative acceptors and donors, which likely indicate increased splicing errors or reduced degradation of improperly processed transcripts (Figures 5A and S4A). We also observed an increase in the inclusion or exclusion of alternative exons. Consistent with previous reports,^59,60^ we found a substantial increase in the number of retained introns as flies age (Figures 5A and S4A, lower right panels). This trend may reflect a decline in splicing efficiency with age and/or a decrease in the degradation rates of aberrant transcripts. Notably, introns flanking circularizable exons are less efficiently spliced,^9,51^ suggesting that the age-dependent circRNA upregulation could partly result from increased intron retention. However, this explanation seems unlikely since circRNA accumulation is evident even in young flies, whereas changes in splicing only appear after 30 days, with the most significant changes at 50 days (compare Figures 1A and 1B with Figures 5A and S4A). Additionally, circRNAs originating from genes with significant changes in alternative splicing and those with no significant splicing changes exhibit similar age-related accumulation profiles, indicating no direct connection between splicing changes and overall circRNA levels (Figures 5B and S4B). To further investigate this possibility, we examined whether the changes in intron retention (measured as changes in percentage of inclusion [PSI] for upstream or downstream introns) correlate with changes in circRNA levels as a fly ages. Despite increases in both intron retention and circRNA levels with age, we found no relationship between these processes, ruling out a causal link between intron retention changes and circRNA accumulation (*p* value > 0.05 for all correlations, Figures 5C and S4C). In summary, the data presented in previous sections and here indicate that the age-dependent increase in circRNAs is not due to increased circRNA production.

### A subset of circRNAs changes their levels with temperature

The results displayed above show that circRNAs are extremely stable. Consequently, we would expect that stimuli that alter circRNA levels to primarily increase these molecules. To test this hypothesis, we measured circRNA levels in the heads of newly eclosed flies and flies transferred to 18 or 29°C for 10 days, using flies kept at 25°C for 10 days as a control. We extracted RNA from the heads, generated and sequenced rRNA-depleted total RNA-seq libraries in triplicate, and quantified circular and linear RNAs (see gene expression data in Table S7). As expected, the total count of circRNAs increased by approximatively 40% between newly eclosed flies and those kept at 25°C for 10 days, consistent with our aging experiment (Figure S5A). Interestingly, temperature treatment slightly altered the overall number of backsplicing reads, with flies at 29°C displaying a higher number of backsplicing reads (Figure S5A). This effect on circRNA levels likely results from changes in biosynthesis due to decreased linear splicing efficiency at 29°C and alterations in RNA structure, as previously suggested,^9^ although it could also be a consequence of accelerated aging as temperature is known to alter the aging rate in *Drosophila* R.^61,62^ We identified over 1,600 differentially expressed mRNAs, with 839 upregulated and 812 downregulated (Figures 6A and S5B). Interestingly, most circRNAs were not affected by the temperature treatment; specifically, 139 circRNAs were upregulated and 46 downregulated in flies exposed to 29°C compared with those at 18°C (Figures 6B and S5B). The increase in circRNA levels is not due to accelerated aging, as only a subset of age-related circRNAs (cluster 1–3) are upregulated at 29°C, while others displayed the opposite trend (Figures 6C and 6D). Additionally, some circRNAs in cluster 5, which does not change with age, also showed increased or decreased levels at 29°C (Figures 6C and 6D). Comparing circRNA expression after a week at 29 or 18°C to pre-exposure levels revealed a general increase in circRNA levels, with only subsets of circRNAs in different clusters responding strongly to the 29° C treatment (Figure S5C). This indicates that temperature specifically increases the levels of a subset of circRNAs, distinct from the age-dependent increase.

To determine if differential circRNA expression at 29 vs. 18°C resulted from increased expression and/or degradation, we compared the levels of each differentially expressed circRNA to pretreatment levels. Only two of the 186 differentially expressed circRNAs (when comparing 29 vs. 18°C) were downregulated at one of the temperatures compared with the initial data point (Figures 6E and 6F). A few more circRNAs (four) were downregulated in both temperatures, while hundreds were upregulated (Figures S5B–S5C). These findings demonstrate that changes in circRNAs are due to increased levels at one temperature, highlighting their long stability and minimal degradation in the adult head. This contrasts with mRNAs, which exhibited both upregulated and downregulated genes at both temperatures (Figures S5B–S5D and S5E).

Interestingly, analysis of brain enrichment ratios confirmed that most circRNAs increased upon exposure to 29°C are brain-enriched (Figure S5F). Further cell enrichment analysis indicates that the genes hosting differentially expressed circRNAs are highly enriched in brain neurons, with some also highly expressed in the eye (Figure S5G). This enrichment suggests that these high-temperature-induced circRNAs are neuron-specific and highly stable.

### circRNAs display remarkably long half-lives in the fly brain and can be used as markers of environmental exposure

Our data demonstrate that circRNAs are highly stable, and we have identified a subset of brain-enriched circRNAs that are upregulated following treatment at 29°C. These results suggest that circRNAs can serve as biomarkers for an animal’s previous exposure to specific environmental cues. To test this hypothesis, we subjected newly eclosed flies to temperatures of 18, 25, or 29°C for 10 days, followed by a return to 25°C for 3 or 6 weeks (Figure 7A). We extracted RNA from the flies before and after the temperature treatment, and again 3 and 6 weeks post-treatment. We then measured the levels of a subset of temperature-induced circRNAs using RT-qPCR. We focused on circRNAs that accumulate with age in the brain, presuming these to be the most stable ones. To identify the best markers, we included circRNAs that were both highly expressed and those that, while less abundant, exhibited a strong response to the 29°C treatment. This approach led us to select 10 circRNAs. Consistent with our RNA-seq data, all tested circRNAs showed significant upregulation following the 29°C treatment when compared with flies treated at 18°C and 25°C (Figure S6A). Three weeks after returning flies to 25°C, we observed a significant and robust upregulation of 7 out of the 10 circRNAs in flies previously exposed to 29°C, compared with those exposed to 18°C (Figure 7B), although the fold change was somehow reduced, likely because of masking due to age-dependent increases in circRNA levels. Interestingly, this effect seems to be specific to 29°C exposure, as exposure to 25°C did not result in changes in any of the four tested circRNAs when compared with 18°C 3 weeks post-exposure (Figure S6B). Notably, 6 weeks post-treatment, six of these circRNAs still displayed significantly higher levels (Figure 7C). This finding demonstrates that analyzing the expression of specific circRNAs later in life can detect transient exposure to elevated temperatures shortly after birth.

The experiment described above can be used to estimate the half-life of temperature-induced circRNAs. Briefly, we utilized the RNA-seq data to model the age-dependent accumulation in flies after day 10 and employed the RNA-seq and RT-qPCR results to calculate the amount of circRNA synthesized during the temperature treatment. We then used fold changes from our qPCR measurements at 3 and 6 weeks after returning to 25°C to estimate the half-life of the quantified circRNAs. This approach revealed that most of these circRNAs have half-lives longer than 20 days *in vivo* (Figure S6C) with some (circSfl and circEph) potentially not degrading at all (Figures 7D and 7E).

## DISCUSSION

In this study, we used genomic approaches to investigate the stability of circRNAs *in vivo* and the reasons for their age-dependent increase. RNA-seq analysis of fly heads at various ages revealed a linear increase in circRNA levels, suggesting that circRNAs are superior age markers compared with mRNAs. We attribute this accumulation to the high stability of circRNAs in neural tissue—exceeding 40–50 days in an organism with a 50- to 60-day lifespan—which also enables them to serve as markers of stress or life experiences.

Our data demonstrate that circRNA biosynthesis does not significantly change with age: we observed no global shifts in mRNAs from circRNA-producing loci, no correlation between circRNA levels and transcriptional output (assessed by intronic reads^57,58^), and no link to splicing changes (e.g., intron retention). This contrasts with suggestions that circRNA increases could reflect RNA processing alterations during aging.^60^ While we cannot fully exclude minor production-rate changes, high circRNA stability remains essential to explain their accumulation. Future studies using pulse-chase labeling or chromatin/nuclear RNA measurements could refine these findings. It is also possible that circRNA stability itself might increase with age, though our data suggest circRNA levels plateau rather than accelerate. Moreover, circRNAs might track biological as well as chronological age, since circSfl is regulated by the insulin pathway; exploring long- or short-lived mutants could clarify this.

Interestingly, not all circRNAs increase with age. A subgroup of circRNAs decreases as flies age, mirroring effects on their linear counterparts and overall transcriptional output. These circRNAs are expressed outside the brain, likely in dividing cells and tissues, and appear to degrade rapidly in adulthood. Conversely, the other four clusters likely contain circRNAs expressed predominantly in neurons, with some circRNAs in cluster 5 expressed also in glial cells. While circRNAs in clusters 1–3 accumulate due to high stability, circRNAs in cluster 5 maintain constant levels with age, suggesting higher degradation rates. These differences may be due to expression in glia and/or dynamic degradation in response to stimuli like electrical activity, which has been shown to promote circRNA degradation in mammals,^32^ warranting further study.

We found that temperature treatment altered the expression of ∼180 circRNAs, mostly upregulated, consistent with prior reports of global circRNA increases at 29°C^9^; however, the sequencing depth was insufficient to identify specific circRNAs. Our deeper sequencing now attributes this mainly to a few highly abundant circRNAs. We hypothesize these changes arise from decreased linear splicing efficiency or alterations in RNA editing/structure.^8,9,33,51^ Interestingly, we predominantly observed increases in circRNA levels, identifying only six circRNAs that were downregulated following any of the treatments, in contrast to numerous mRNAs. One might argue that the increase in circRNA levels is due to accelerated aging at 29°C. However, this is unlikely, as there is little correlation between the circRNAs increased by temperature treatment and those that accumulate with age. Indeed, many circRNAs that exhibit dramatic age-dependent accumulation are not affected by temperature treatment. Indeed, it would be interesting to investigate whether any of these temperature-induced circRNAs play any role in cellular or physiological responses to adaptation to 29°C.

Additionally, our data reveal that circRNAs can indicate previous exposure to 29°C, even if this occurred 6 weeks prior. This is an exciting development and is linked to the extraordinary stability of these molecules. We estimate that these half-lives of some of these circRNAs position them as some of the most stable molecules in a living organism, surpassing even the stability of some of the most stable proteins. These half-lives exceed those of very stable RNAs and are significantly longer than previously suggested for circRNAs based on cell culture studies. It will be very interesting to determine how many circRNAs and for how long after flies are transferred to 25°C remain upregulated and can serve as markers of exposure to higher temperature. Furthermore, it would be interesting to examine whether other environmental conditions or stresses (such as lightening conditions, exposure to toxins, antibiotics, starvation, or desiccation) induce specific circRNAs patterns that persist over time. If this is the case, circRNAs could reveal the integrated transcriptome of a fly population and the types and durations of environmental stresses endured. This could be particularly relevant in the context of climate change, where insects and other animals face unpredictable acute and long-term exposure to unusual environmental and ecological conditions. Additionally, this new application of circRNAs as stress sensors could be expanded to mammals to reveal exposure to toxins and potentially uncover underlying diseases.

### Limitations of the study

We acknowledge that our study has several limitations. First, our approach relies on indirect estimates of circRNA half-lives rather than direct measurements (e.g., through pulse-chase labeling). Thus, we cannot entirely exclude the possibility that subtle, age-related changes in circRNA biogenesis also contribute to their accumulation. In addition, our temperature exposure experiments were conducted on bulk fly head samples, which limits our ability to resolve cell-type-specific responses.

## RESOURCE AVAILABILITY

### Lead contact

Further information and request of reagents should be addressed to Prof. Sebastian Kadener ().

### Materials availability

All unique/stable reagents generated in this study are available from the lead contact with a completed material transfer agreement.

### Data and code availability

- All next-generation sequencing data have been deposited at the GEO repository under the accession numbers GSE261524 and GSE261460 and are publicly available as of the date of publication.
- The custom code generated in this study has been deposited in Zenodo: https://doi.org/10.5281/zenodo.14976887.
- This study did not generate new unique reagents.
- Any additional information is available from the lead contact upon request.

## STAR★METHODS

### EXPERIMENTAL MODEL AND STUDY PARTICIPANT DETAILS

All the experiments were done utilizing CantonS (Stock 6366, Bloomington *Drosophila* Stock Center, Indiana, USA) or *w1118* (Stock 5905, Bloomington *Drosophila* Stock Center, Indiana, USA) as indicated. The sex and age of the utilized flies depends on the experiments and it is indicated below and in the figure legends and was 2–3days, 10, 20, 30, 40 and 50 days of age. The temperature treatment experiments were performed in 3-day old male flies. In all experiments we utilized fly heads except for calculating brain/head ratios.

### METHOD DETAILS

#### Sample collection and RNA extraction

##### Aging RNA-seq experiments

We collected age-matched CantonS (Bloomington *Drosophila* Stock Center, Indiana, USA) flies and allowed them to mate for three days before separating males and females for aging. We designated flies collected 2–3 days after eclosion flies as time 0 for simplicity. All flies were maintained at 25° C under a 12 h light and 12 h dark cycle. Samples were flash frozen in liquid nitrogen at 0, 10, 20, 30, 40, and 50 days old. Fly heads (∼100 per sample) were collected using brass sieves stored at −80C. We collected three biological replicas *per* condition.

##### qRT-PCR aging profiles from w1118 flies

We collected age-matched *w1118* (Bloomington *Drosophila* Stock Center, Indiana, USA) male flies and allowed them to mate with females before separating for aging. We designated flies collected 2–3 days after eclosion flies as time 0 for simplicity. All flies were maintained at 25°C under a 12-h light and 12-h dark cycle. Samples were flash frozen in liquid nitrogen at 0, 10, 20 and 30 days old. Fly heads (∼75 per sample) were collected using brass sieves stored at −80C. We collected three biological replicas *per* condition.

##### Exposure to temperatures and recovery experiments

We reared wild-type CantonS flies at 25°C in bottles and, after two days of mating, separated into vials containing ten males or ten females. Several vials were pooled together for a final number of ∼30 males or females *per* replica. A day was allowed for their recovery from the CO_2_ exposure before placing the flies at 18, 25, or 29°C for a ten-day period. After this period, we transferred the flies back to 25°C for three or six weeks for recovery. A pre-condition sample was collected right before placing the flies in their respective conditions, a post-condition following the ten days of exposure, and the recovery samples after the indicated times. Three to five biological replicas *per* condition were collected. RNA from the fly heads was extracted using TRIzol reagent (SIGMA) and treated with DNAseI (NEB) following the manufacturers’ protocols.

##### Generation of total RNA libraries

We extracted total RNA from fly heads or brains using TRIzol (SIGMA) reagent following the manufacturer’s instructions and treated it with DNAse I (NEB). We performed ribodepletions following a protocol based on.^65^ Briefly, 1 mg of RNA was denatured at 95 C with rRNA DNA oligos in 200mM NaCl, 100mM Tris-HCl pH 7.5, and 50 mM MgCl2 and ribodepleted using Hybridase thermostable RNaseH (Epicentre, H39500). Afterward, RNA was extracted using RNAClean XP (Beckman Coulter, A63987), DNAse treated using TurboDnase (Ambion, AM1907), and re-purified using the RNA Cleanup XP beads. We prepared total RNA libraries using the NEXTFLEX Rapid Directional RNA-Seq Kit 2.0 (PerkinElmer) as recommended by the manufacturer. Samples were sequenced by Novogene (Novogene Corporation Inc 8801 Folsom BLVD, Suite 290, Sacramento, CA) with HiSeq-4000.

##### Real-time RT-qPCR analysis

We synthesized cDNA from the extracted RNA using iScript and random primers (Bio-Rad) and diluted 1:40 before performing the quantitative real-time PCR using SYBR green (Bio-Rad) in a CFX384 C1000 Thermal Cycler (Bio-Rad). We used the following primers for amplifying each circRNA: circMbl (5′-AGGACACCGAATGCAAGTTC-3′ and 5′-AAACGCAGCTGTTAATTTTTG-3′), circAnk2 (5′-AACAG CAGCAGTCCCAGTCT-3′ and 5′-TCATCATCACCACCACCAAC-3′), circHaspin (5′-GAACTTTTCCAGGCAACAGG-3′ and 5′-TCT CCAAAAAGTTCCGGATG-3′), circSfl (ATGTCGATACGGGCGTGTTT and CCAGACTGTCCACTCGCAAT), circBrp (GAGCCGTGCGT TTGATATCA and TTTGTGGTTGTTGTCAGGCG), circCG32809 (ACCCCATGCACCAGAGTAAA and GAGAGCGAACGACCCCAT), circCG41099 (AGACGTCGTTTCTCTTTGCA and ACTTTGCACCGCCAAGATTT), circCG44153 (GTCGGGCGTTATGGAAAGAC and CTTGCACAGGGGTCCATGA), circEph (GATCGTCTCTGGATTGATTCT and ACGTACAGGAATTTTACCGCC), circCamKI (GGGGTC CTACACAGAAAAGGA and CCGCGTTCCATTTAGACATT), circScro (GAATCGTATCGCAAACTGGAA and GCGATGACATGCGTAAC AAT), circJupiter (CACCGAGAACCTCAAGATGA and TCTCTCTGTTGAATGGATGCA) and circDscam2 (TACGCCGCAAATTT CATGGA and CTTCGAACGGTTCACTGCAG). The PCR mixture was subjected to 95°C for 3 min, followed by 40 cycles of 95°C for 10 s, 55°C for 10 s, and 72°C for 30 s, followed by a melting curve analysis. We plotted fluorescence intensities against the number of cycles using an algorithm provided by the manufacturer (CFX Maestro Software, Bio-Rad). The results were normalized against 28S (5′-ATTCAGGTTCATCGGGCTTA-3′ and 5′-CCGTGAGGGAAAGTTGAAAA 3′) and/or tub (5′-TGCTCACGAAAAGCTCTCCT-3′ and 5′-CACACACGCACTATCAGCAA-3′) levels as indicated. For the life experience experiments data was plotted and analyzed using GraphPad Prism. two-way ANOVA followed by Tukey’s multiple comparisons tests were performed using GraphPad Prism version 10.1.2 for Windows (GraphPad Software, Boston, Massachusetts USA, www.graphpad.com). For the analysis of age-dependent circRNA patterns in w^1118^ flies we performed a linear regression of expression versus time.

#### Bioinformatic analysis

##### Linear RNA alignment and quantification

We aligned raw reads to the *Drosophila melanogaster* genome (dm6) using STAR.^63^ We quantified mapped reads using *featureCounts*.^66^ Using a custom R script along an intronic region reference, we extracted intronic reads from the *featureCounts* output. Two male samples from were considered outliers after PCA analysis (10 days replica 2 and 20 days replica 3) and were not utilized for any of the displayed analysis.

##### circRNA detection and quantification

We detected circRNAs by searching for head-to-tail splice junctions in unaligned reads using *find_circ2* as previously described.^6^ This analysis provided the number of annotated junctions and the circRNA/linear mRNA ratio for each sample which we used for Figure S1A. We normalized circRNA reads using size factors computed by DESeq2,^64^ along with all mapped reads. We filtered out circRNAs shorter than <50 nucleotides and removed rows that did not have an average of 1 read at every time point or at least one sample with ten reads. We calculated the fold change between each age and newly hatched flies (day 0) using a generalized linear model and a negative binomial distribution.

##### General circRNA characterization

To determine the changes of circRNA across age, we summed the normalized reads obtained from DESeq2 for each replicate. We calculated the regression equation, R^2^, and *p*-value using the *lm*() function in R.

##### Quantification of circRNA isoforms

We quantified the number of different circRNA isoforms by counting circRNAs with reads above 0 in the normalized read matrix obtained from DESeq2. We normalized the reads after filtering out circRNAs expressed at very low levels or likely artifacts.

##### Quantification of circRNA reads in quantiles with age

We assigned quantiles using the *quantile* function in R and then computed the total/average number of reads within them. We calculated quantiles separately for each replicate and then averaged them.

##### PCA analysis of mRNA and circRNA data

We performed PCA using the *prcomp*() function in R and plotted the data using the *fviz_pca_ind*() function from the *factoextra* package.

##### Clustering

We performed hierarchical clustering using foldchange values and consensus k-means clustering from 500 repetitions. We chose 5 clusters based on within-cluster sum of squares (WSS), cluster silhouette, and the similarity of clusters between sexes calculated by the Rand index. Although the WSS suggested 6 clusters for females and 5 for males, and the silhouette suggested 5 clusters for females and 6 for males, we selected 5 clusters due to the Rand index indicating the greatest increase in cluster similarity at this number.

##### Differential expression analysis

We used DESeq2 for normalization and differential expression analysis. We normalized circRNA and mRNA reads together. We identified significantly up- and down-regulated transcripts using the following parameters: log2FoldChange >0.5 or < − 0.5 and padj <0.05.

##### Computing circRNA/mRNA ratios

We calculated circRNA/mRNA ratios using two methods. First, in the “all reads” method, we determined the circRNA/host mRNA ratio by comparing circRNA reads to linear reads obtained from STAR. This was achieved by dividing circRNA reads by host gene reads after DESeq2 normalization. We identified the host gene of circRNAs using annotations assigned by find_circ. CircRNAs without identifiable host genes (classified as “intergenic”, “ambiguous,” or “no_single_host”) were excluded from this analysis. Our second method, referred to as “junction reads” in the text and figures, utilized a ratio calculated automatically by find_circ. This method involved dividing the circRNA reads by the linear reads of the host transcripts, using junction reads to quantify mRNA levels. If no linear RNA was detected, we assigned a value of 1 to the linear reads, resulting in a ratio equal to the number of circRNA reads.

##### Genomic feature extraction and analysis of circRNAs

We used the *Drosophila melanogaster* dm6 genome assembly was used for circRNA feature analysis. Ambiguous circRNAs, those from intergenic regions, those without single host genes, and circRNAs shorter than 20 nucleotides were removed during initial filtering. GC content was calculated for each circRNA using the BSgenome.Dmelanogaster.UCSC.dm6 package. Features from host genes were extracted using gene annotations from the dm6 GTF file to characterize the genomic context of each circRNA. The total number of exons, mean exon length, total exon length, and exon GC content were calculated for each host gene. Flanking introns were identified by analyzing the genomic coordinates relative to the circRNA boundaries, with strand orientation being taken into consideration. The lengths and GC content of these flanking introns were determined. Statistical differences between circRNA clusters were tested using Kruskal-Wallis tests. For features showing significant differences (*p* < 0.05), pairwise comparisons between clusters were performed using Dunn’s test. All analyses were conducted using R (version 4.1.0) with the following key packages: GenomicFeatures, Biostrings, rtracklayer, and tidyverse. A custom R script was developed to summarize pairwise comparisons of key genomic features associated with circRNA clusters. Visualizations were generated with ggplot2 (R version 4.1.0). In the heatmap, each tile represents the *Z* score for a pairwise comparison. Statistically significant comparisons were annotated with asterisks (*** for *p* < 0.001, ** for *p* < 0.01, and * for *p* < 0.05). To emphasize sex-specific differences, the plot was faceted by sex.

##### Brain/head ratio

To evaluate circRNA enrichment in the brain, we calculated the ratio between circRNA levels in brain and head tissues. We analyzed total RNA sequencing data from the heads and brains of a wild type strain (CS strain). We then calculated the ratio between the normalized reads for each circRNA in each tissue. For circRNAs with zero reads in head data, we assigned a value of one, resulting in a ratio equal to the number of normalized reads in the brain sample.

##### Cell enrichment analysis

For each cluster, we utilize *Drosophila* mRNA gene expression single-cell head data from the fly atlas^67^ and determined the enrichment and statistical significance using the Cell Marker Enrichment tool (DRscDB, https://www.flyrnai.org/tools/single_cell/web/enrichment). We included cell types identified as enriched and with corrected *p*-values <0.05 in the table. We summarized cell clusters belonging to similar neuron/tissue types in a single term and reported the average enrichment. For cell/tissue types with multiple enriched cell clusters, we indicated the number of cell cluster types in brackets.

##### Intronic reads quantification and analysis

We aligned reads with STAR-aligner^63^ to the Drosophila genome and transcriptome version dm6. We extracted rand counted intronic reads using the featureCounts function in R with an intronic region reference. We retained only signals from introns flanking circular RNAs with annotated junctions for further analysis. We incorporated these reads into the circular and linear reads and normalized them using DESeq2. We computed fold change between each age group and newly hatched flies (day 0) using a generalized linear model and a negative binomial distribution.

##### Identification of circRNAs differentially expressed by temperature treatment

For this analysis we filtered expressed circRNAs by requiring that each circRNA have at least one condition where all replicas had a count greater than 3. To identify differentially expressed (DE) circRNA post-treatment, we applied similar parameters than detailed above (log_2_FoldChange > 0.5 or < − 0.5 and padj < 0.05). Additionally, to identify DE circRNAs between the 18 and 29°C treatments, we required that these circRNAs also be differentially expressed when compared to the pre-treatment condition.

##### Alternative splicing analysis

We quantified the percentage of splicing inclusion (PSI) using Vast-Tools as previously described^68^. We then calculated Delta PSI from the mean of each condition. To determine splicing events that change between each age group and newly hatched flies (day 0), we selected events with a minimum of 15% difference in mean PSI and no overlap between replicas.

##### Half-life analysis

We calculated the fold change between 18°C and 29°C for circRNAs immediately following the temperature treatment (day 10) by averaging the fold change derived from differential expression analysis of RNA-seq data and RT-qPCR data. To model age-related changes in circRNA levels, we multiplied the fold change by the average reads of 10-day old male flies from the aging dataset. We then modeled the expected levels of circRNA as a simple exponential decay, assuming the additional circRNA produced during the temperature treatment would not affect circRNA levels for that gene further. We calculated expected circRNA levels for half-lives of 10, 20, 30, 40 and 50 days, as well as an infinite half-life (no decay). We then compared the expected fold change between 18°C and 29°C for 30-day old and 50-day old flies to experimental qPCR results at 3 weeks (aged 31 days) and 6 weeks (aged 52 days) after treatment.

### QUANTIFICATION AND STATISTICAL ANALYSIS

All the experiments and analysis were tested for statistical significance utilizing the tests, procedures and parameters indicated in the method section and figure legends. Significance was defined as corrected p < 0.05 for the tested as indicated. N = 3 or more refers to experimental replicates. All the experimental replicates are biological replicas.

## Supplementary Material

1

2

3

4

5

6

## Figures and Tables

**Figure 1.**
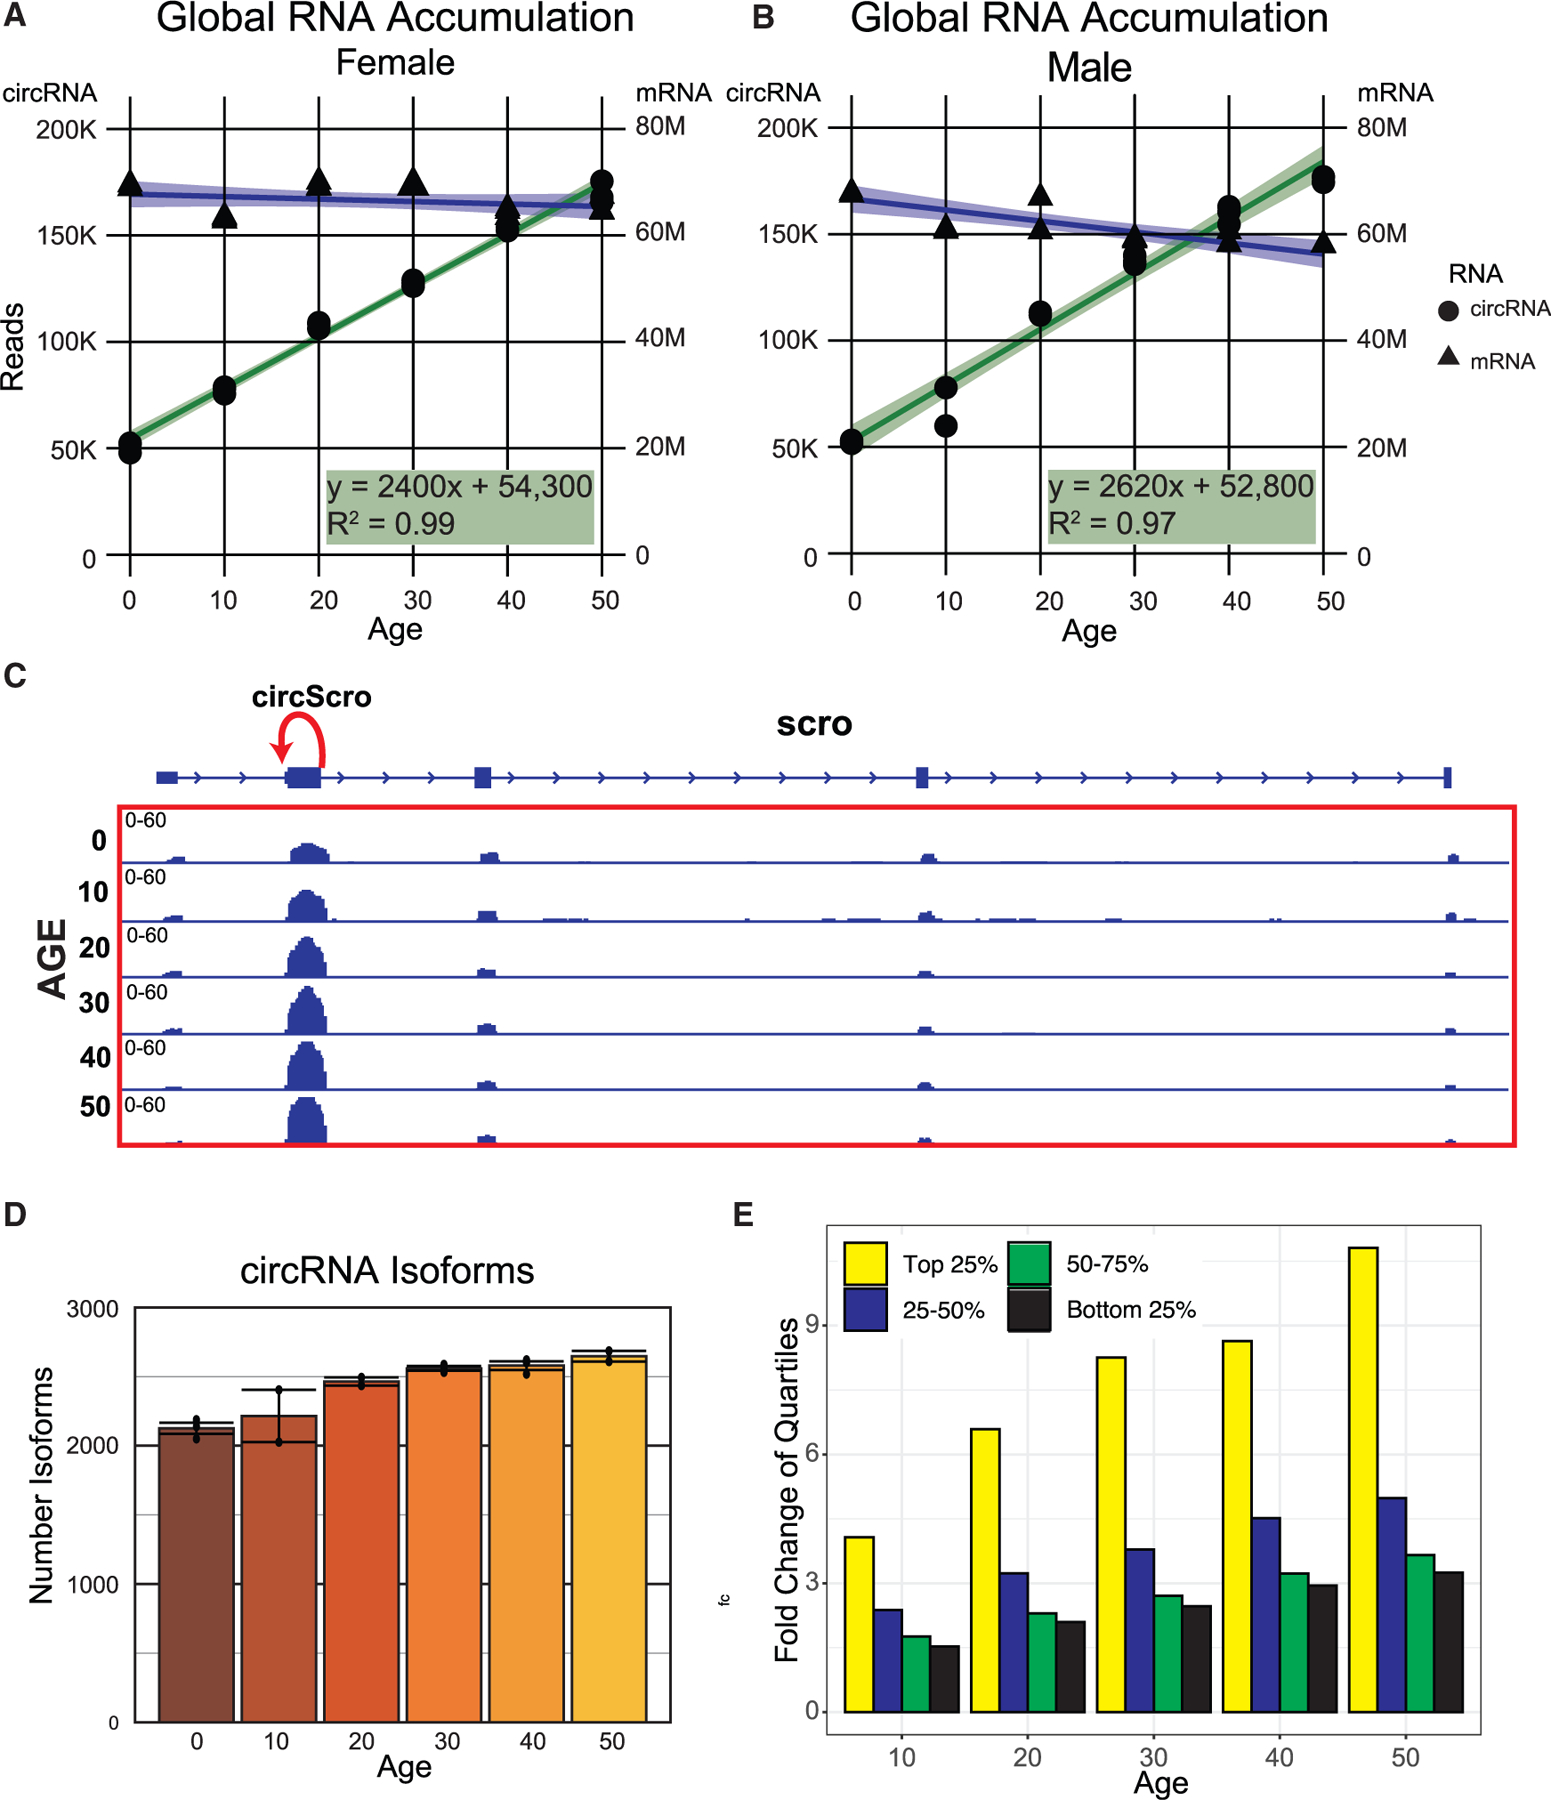
circRNAs increase linearly with age in *Drosophila* heads (A) Total number of DESeq2 normalized circRNA and linear reads at each time point across life in female flies, represented by green/circles and blue/triangles, respectively. The circRNA reads fit a linear regression with an R^2^ value of 0.99. (B) Similar to (A), but for male flies. The circRNA reads fit a linear regression with an R^2^ value of 0.97. (C) IGV snapshot in the *scro* gene showing the position of the major circScro isoform (red arrow) and the noticeable increase in the exon signal containing this circRNA as the fly ages. (D) Number of different circRNA isoforms in male flies as they age. Plotted are means ± SEM. (E) Fold change in expression levels (compared with the first time point) for backsplicing reads corresponding to circRNAs in each expression quartile in females.

**Figure 2.**
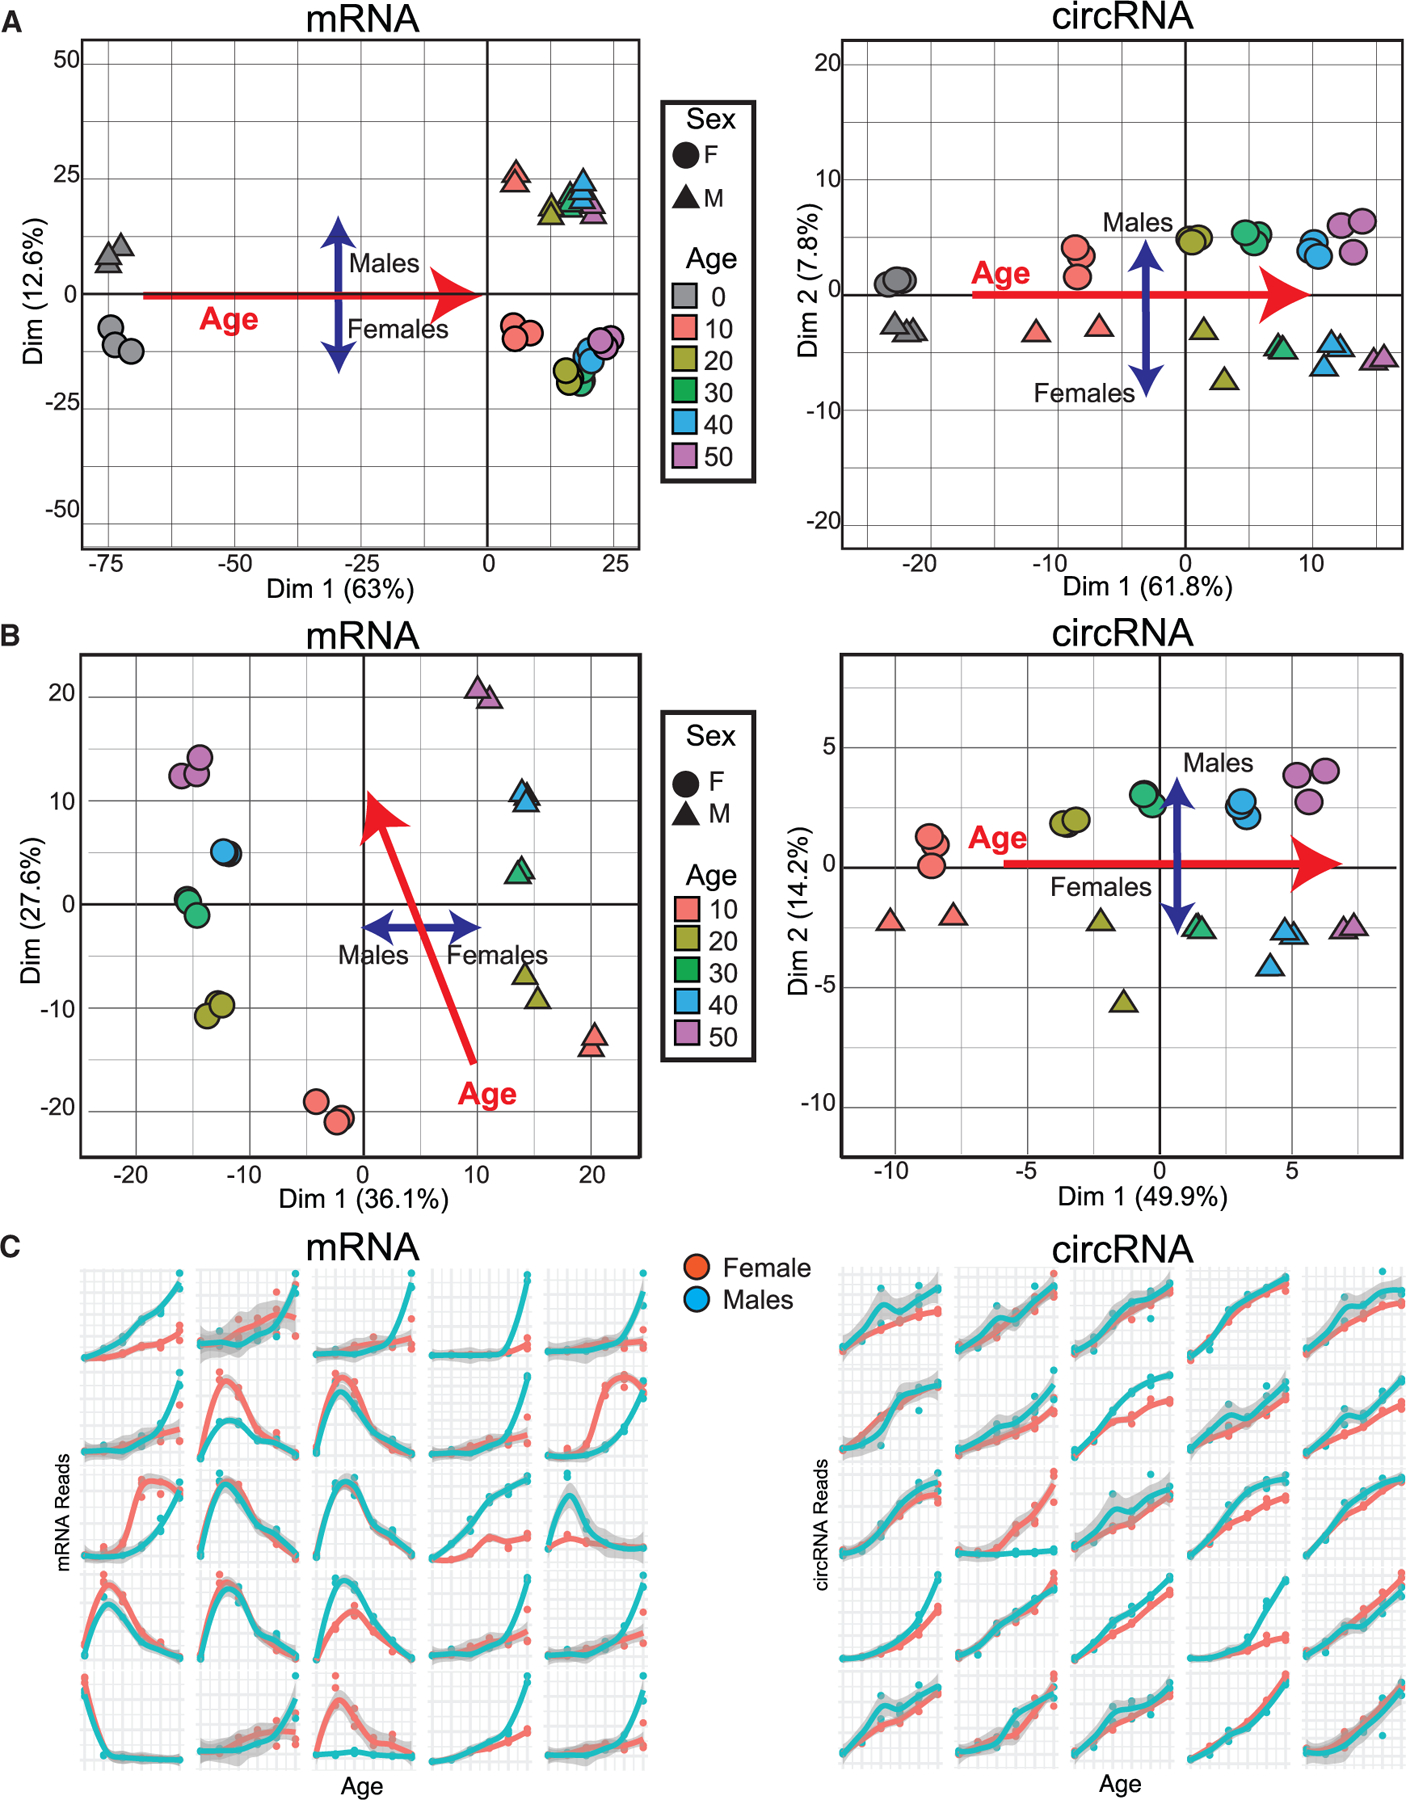
circRNAs as predictors of age (A) Left: Principal-component analysis (PCA) of the aging RNA-seq dataset of mRNA data at all available time points. Right: PCA using only circRNA data. (B) Left: PCA of the aging RNA-seq dataset of mRNA data excluding the first time point. Right: PCA using circRNA data for the same time points. Females are represented by circles, and males by triangles, with colors indicating the age time point. (C) Left: Top 25 contributors to the PCA from (B) for linear RNAs. Right: top 25 contributors to the PCA from (B) for circRNAs. Data represent the average of biological replicas for each age and sex (n = 2–3).

**Figure 3.**
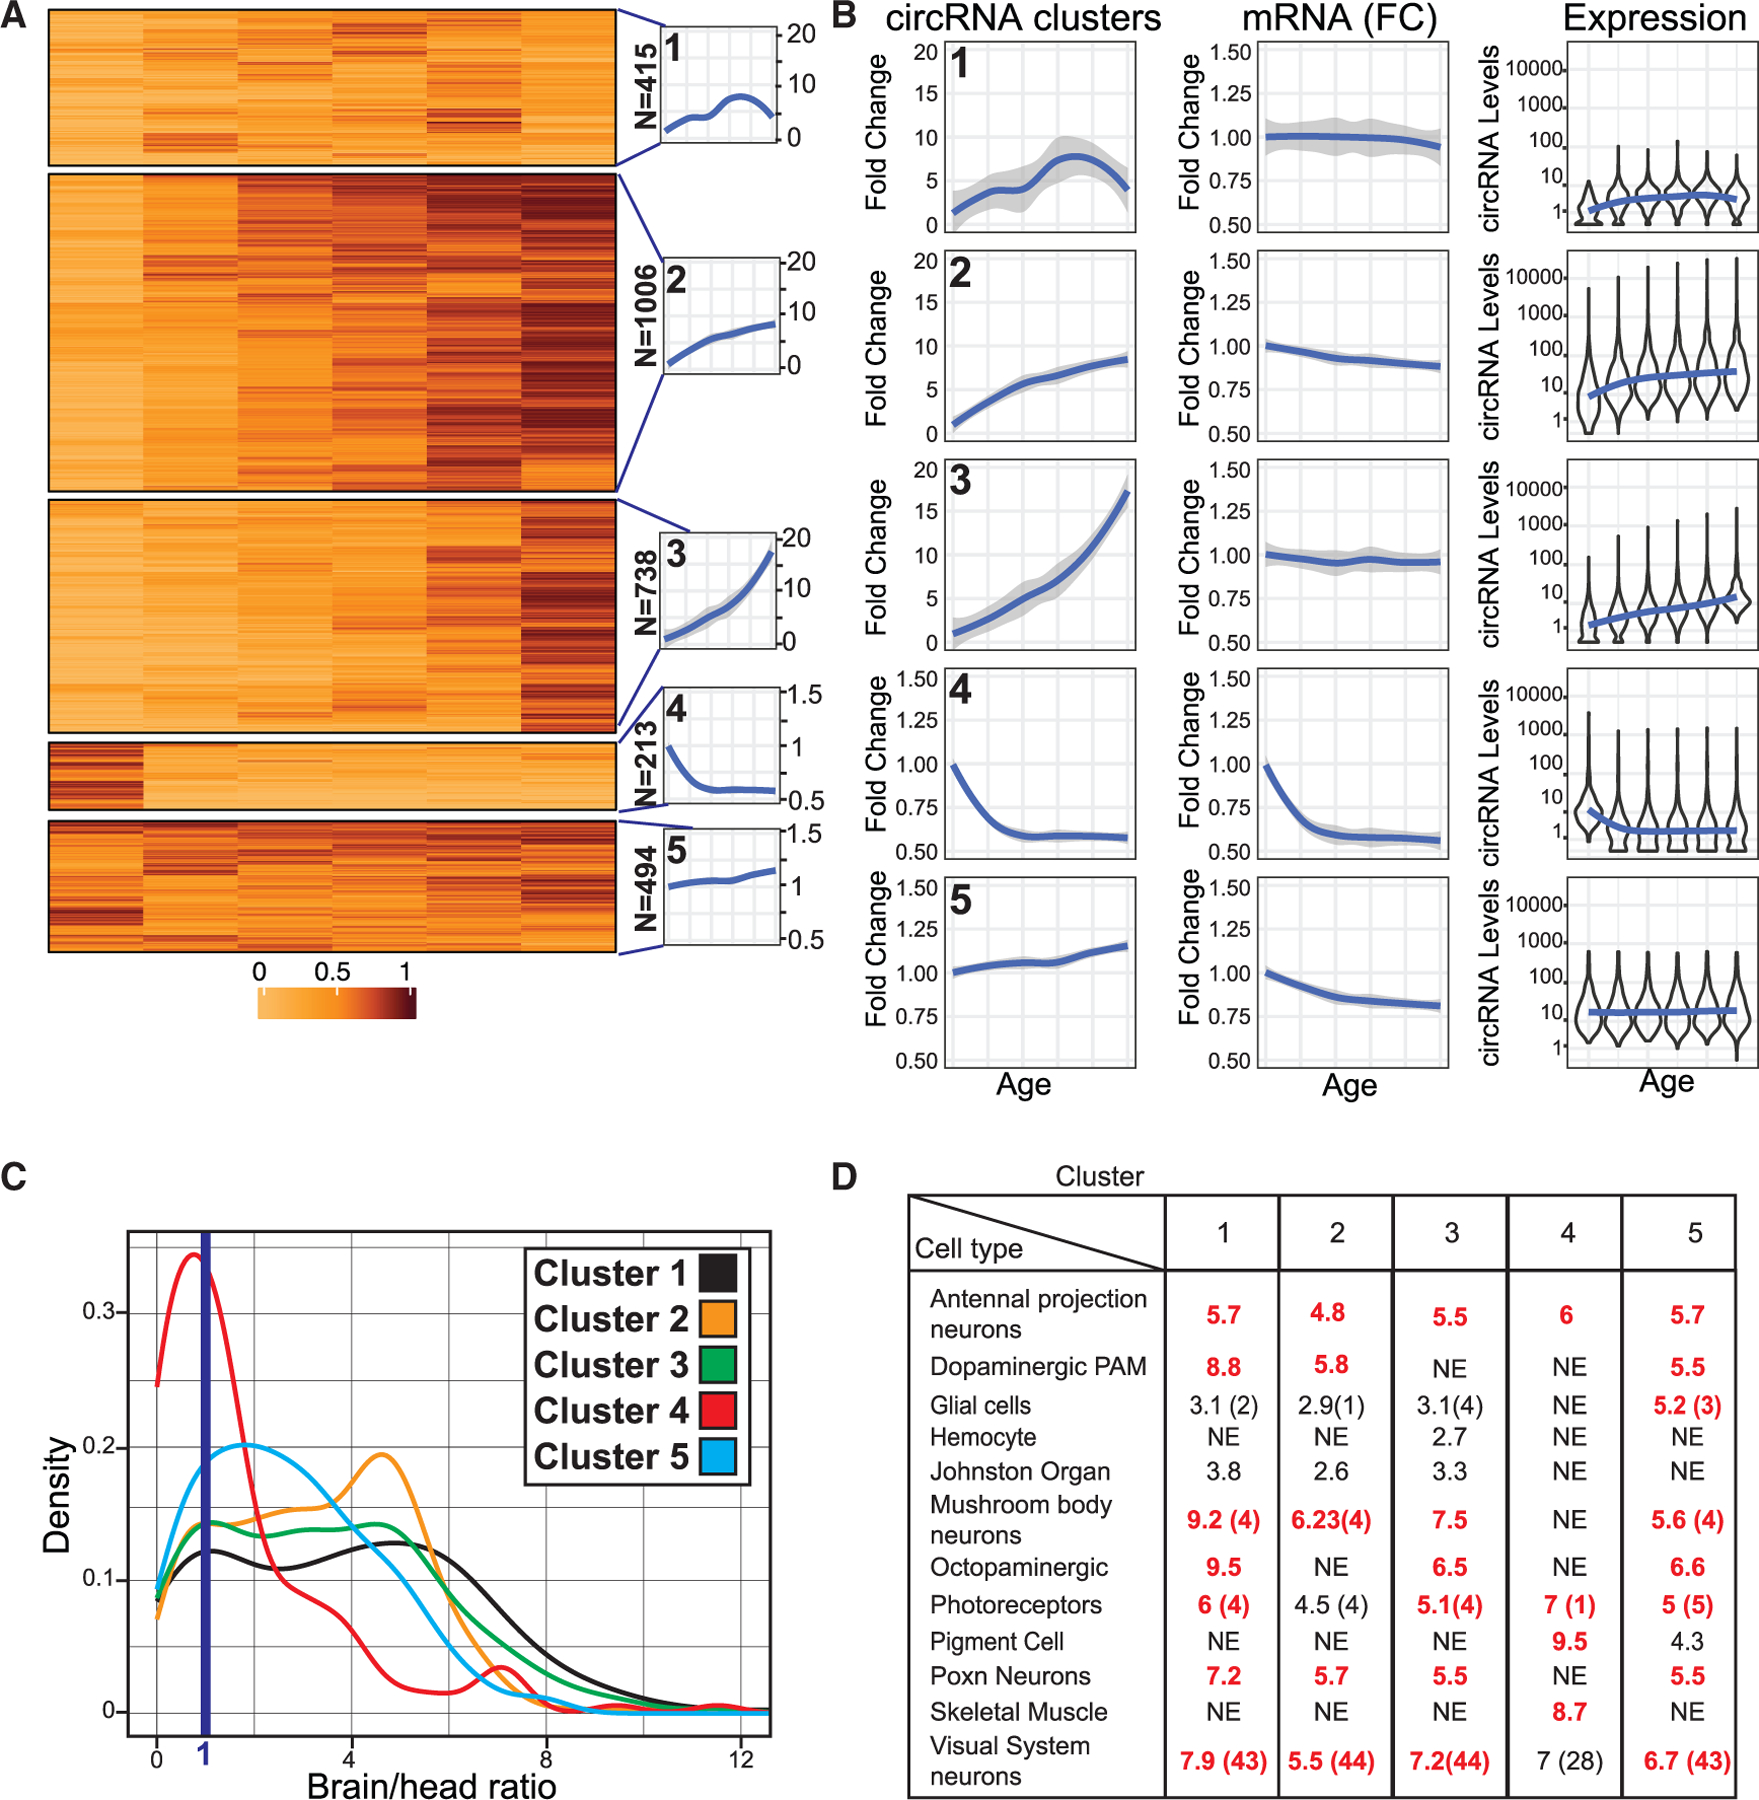
circRNAs expression follows three main patterns as fly ages (A) Heatmap of k-means clustering results of circRNA reads normalized to the first time point value for female flies, showing five identified clusters and their average expression profiles (traces on the right side). N indicates the number of circRNAs in each cluster. (B) Left: Average fold change in circRNA expression within indicated clusters compared with day 0. Center: Averaged fold change in the mRNA counterparts of the circRNAs in each cluster compared with day 0. Right: Violin plots displaying the log_10_ expression of circRNA in each cluster *per* time point, with a blue trending line indicating average values. Data are for female flies. (C) Histogram of brain enrichment values distribution for circRNAs in each cluster in females, with the blued line representing the 1:1 brain-to-head ratio threshold. (D) Summary table of cell-type enrichment analysis for genes hosting circRNAs within each female cluster using the Cell Marker Enrichment tool. Cell types significantly enriched (corrected *p* values <0.05) are listed. NE indicates no significant enrichment. Similar neuron/tissue types are summarized in one cluster, with average enrichment reported and the number of enriched cell types in brackets (see Table S6 for details).

**Figure 4.**
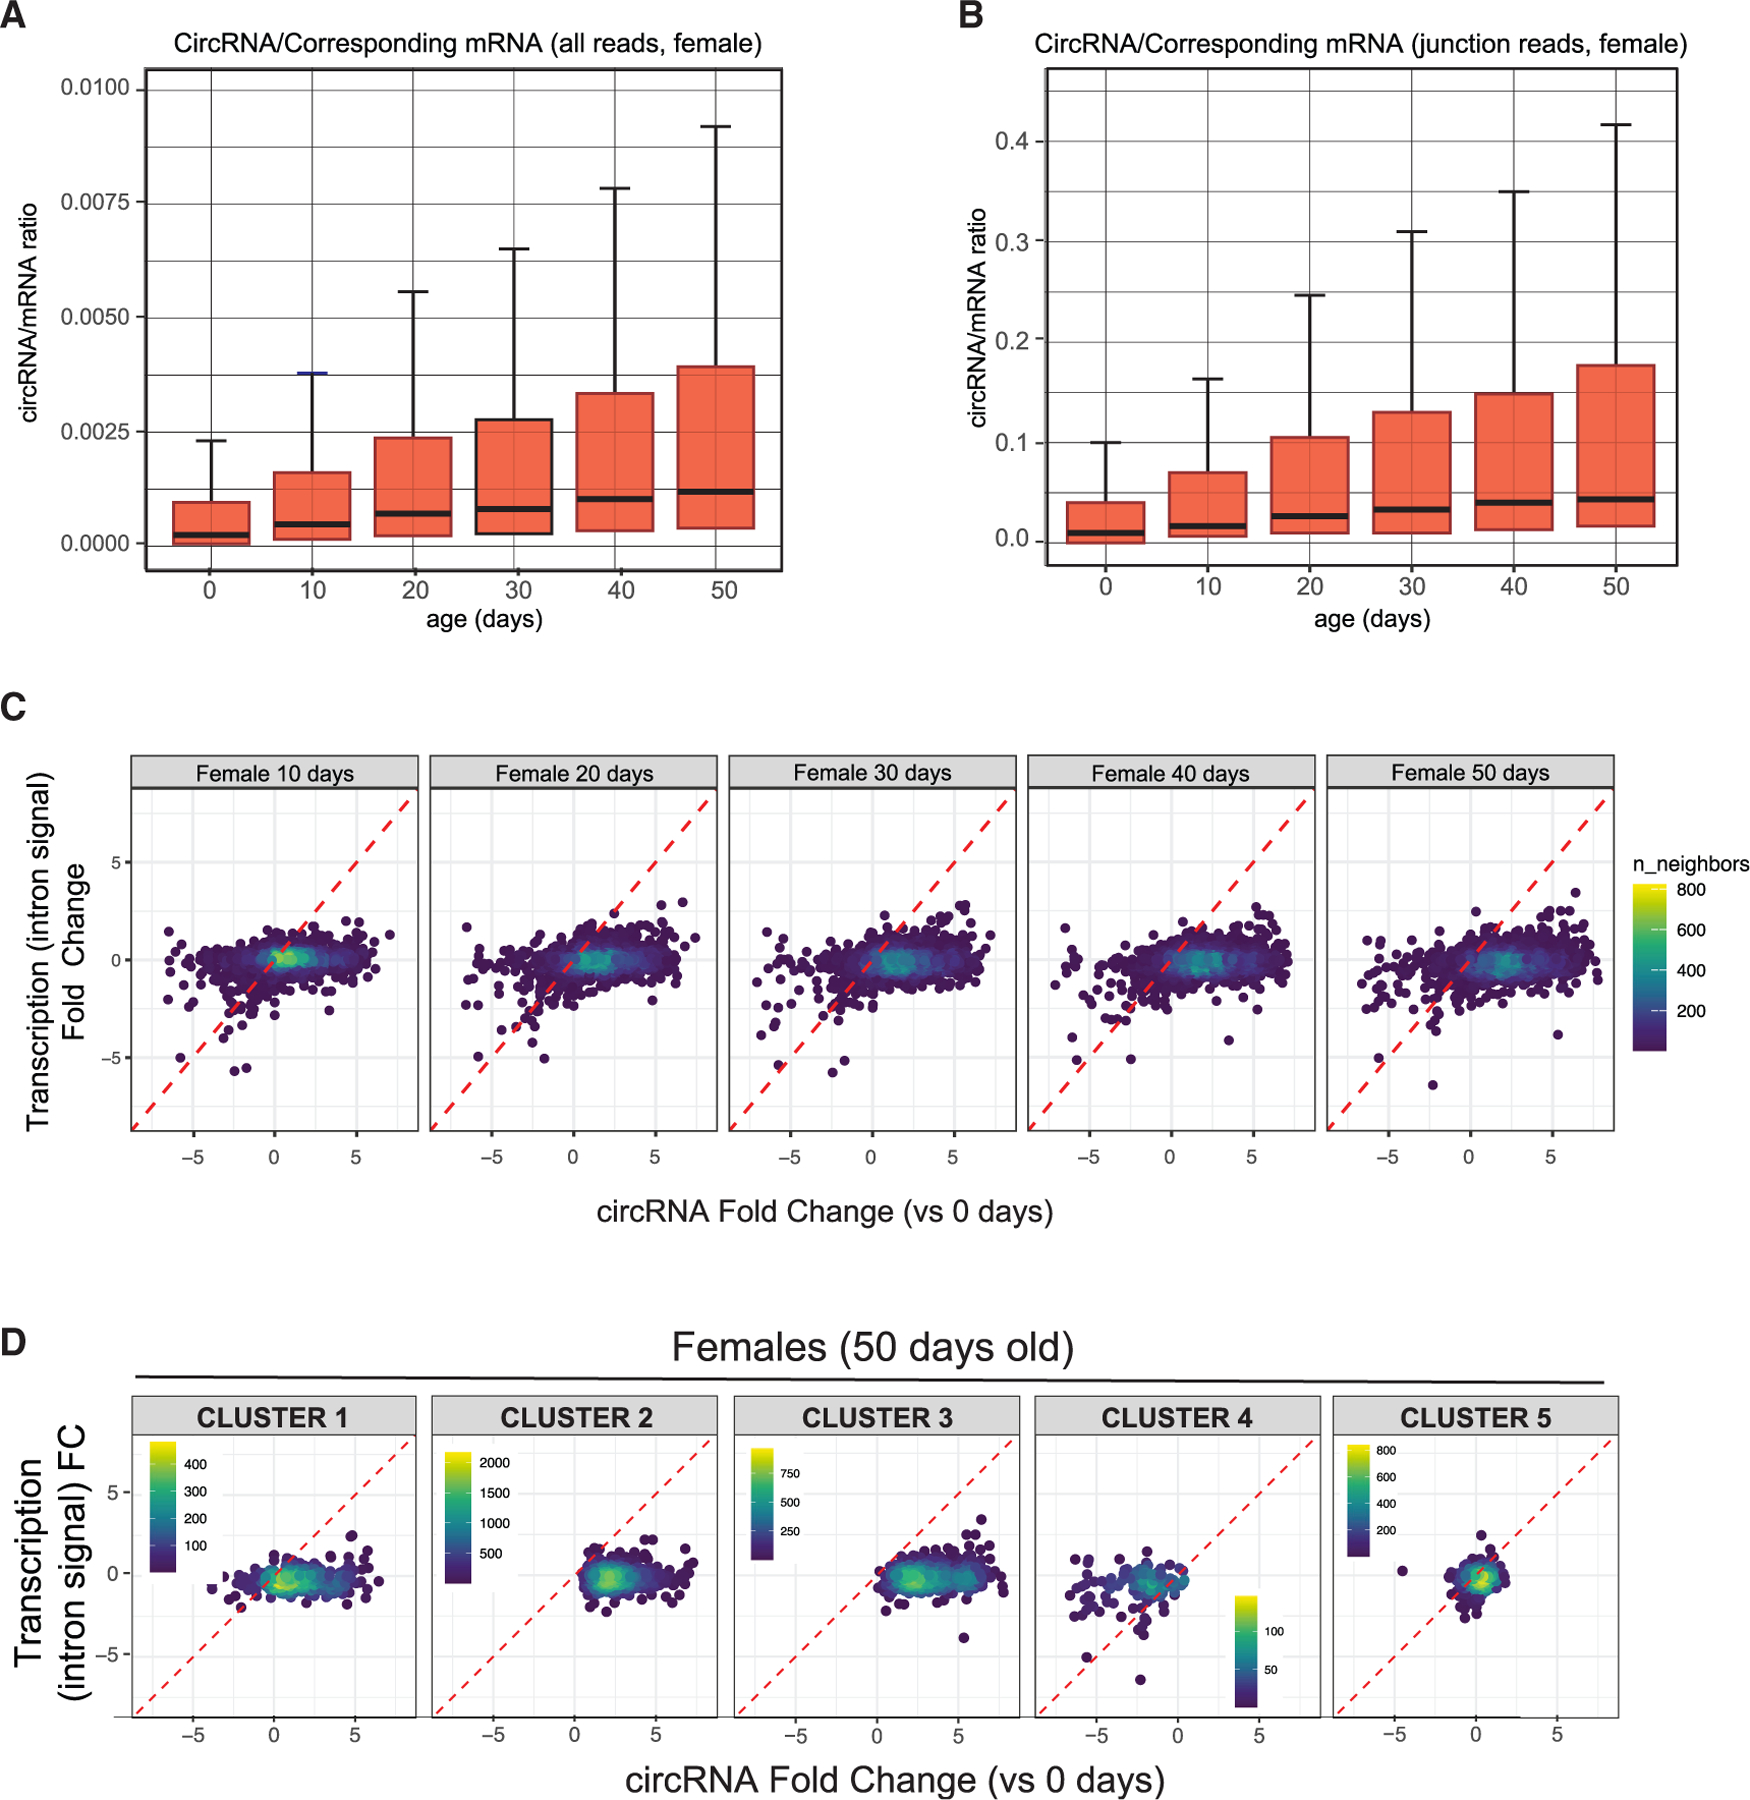
circRNAs accumulation is not due to changes in transcription (A) Boxplot of the circRNA-to-host-mRNA (circRNA/mRNA) ratio at each age in females using all mRNA-seq reads obtained by STAR alignment. (B) Boxplot of circRNA/mRNA ratios for each time point in females using only junction reads obtained in *find circ2*. (C) Scatterplots of fold changes in transcription (measured as total intron signal for the gene) and circRNA levels at days 10–50 compared with the first aging time point in females. (D) Scatterplots of fold changes in transcription (measured as total intron signal for the gene) and circRNA levels at the 50-day time point compared with day 0 for the different clusters in females.

**Figure 5.**
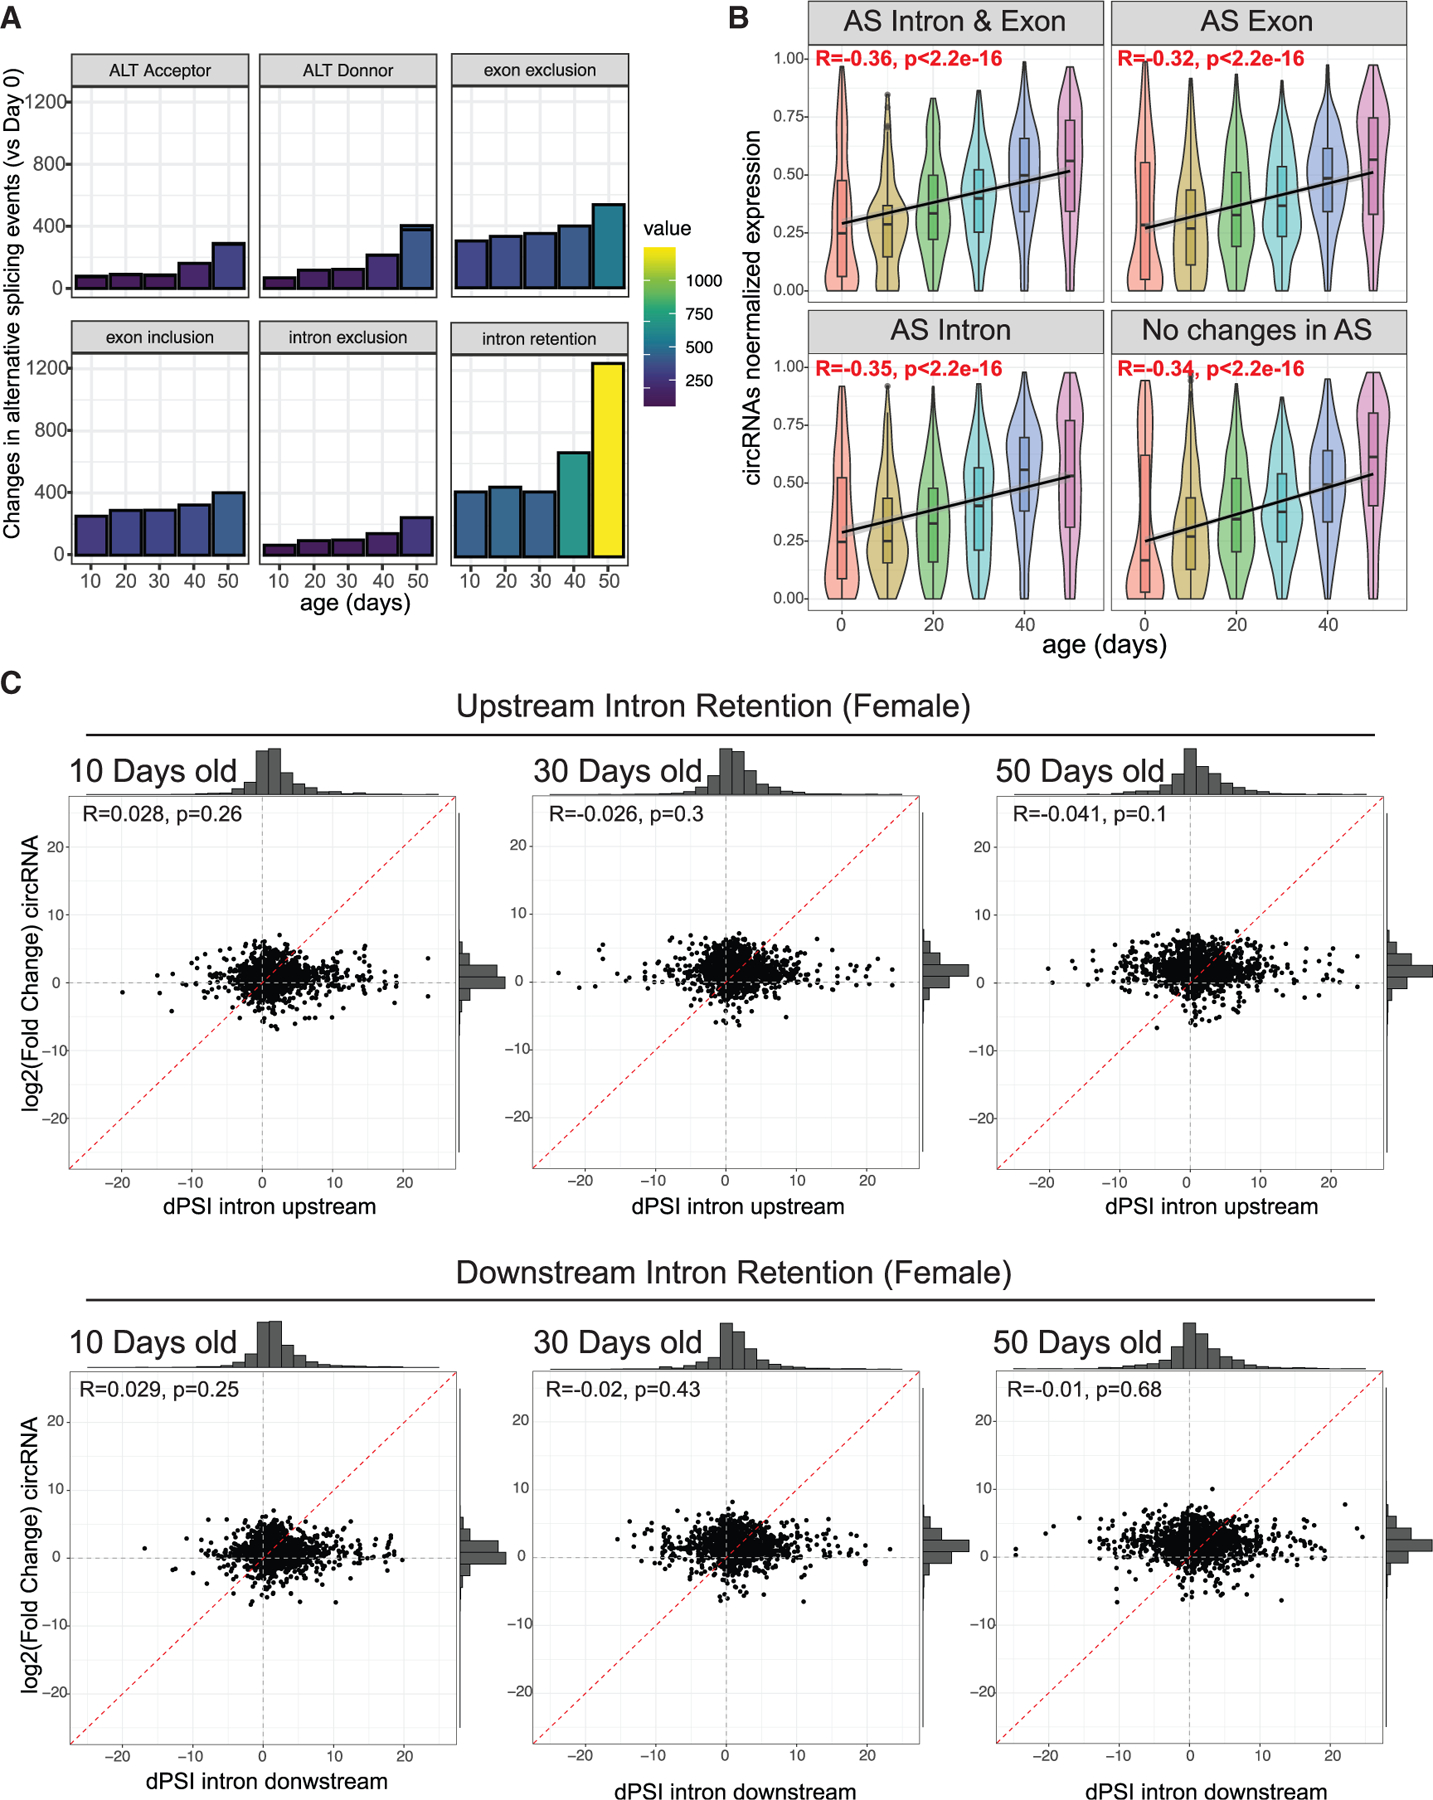
Alternative splicing changes do not primarily drive circRNA accumulation with age (A) Number of alternative splicing events differentially regulated with age in female flies. The parameters of splicing analysis tested were: alternate splice acceptor, alternate splice donor, exon exclusion, exon inclusion, intron exclusion, and intron retention. (B) Global correlation analysis of normalized circRNA expression levels with age, divided into panels based on the presence (or absence) and type of changes in alternative splicing of their host gene. (C) Correlation plots in females between circRNA fold change and vPSI for upstream (top panels) or downstream introns (bottom panels) at ages 10, 30, or 50 vs. age 0.

**Figure 6.**
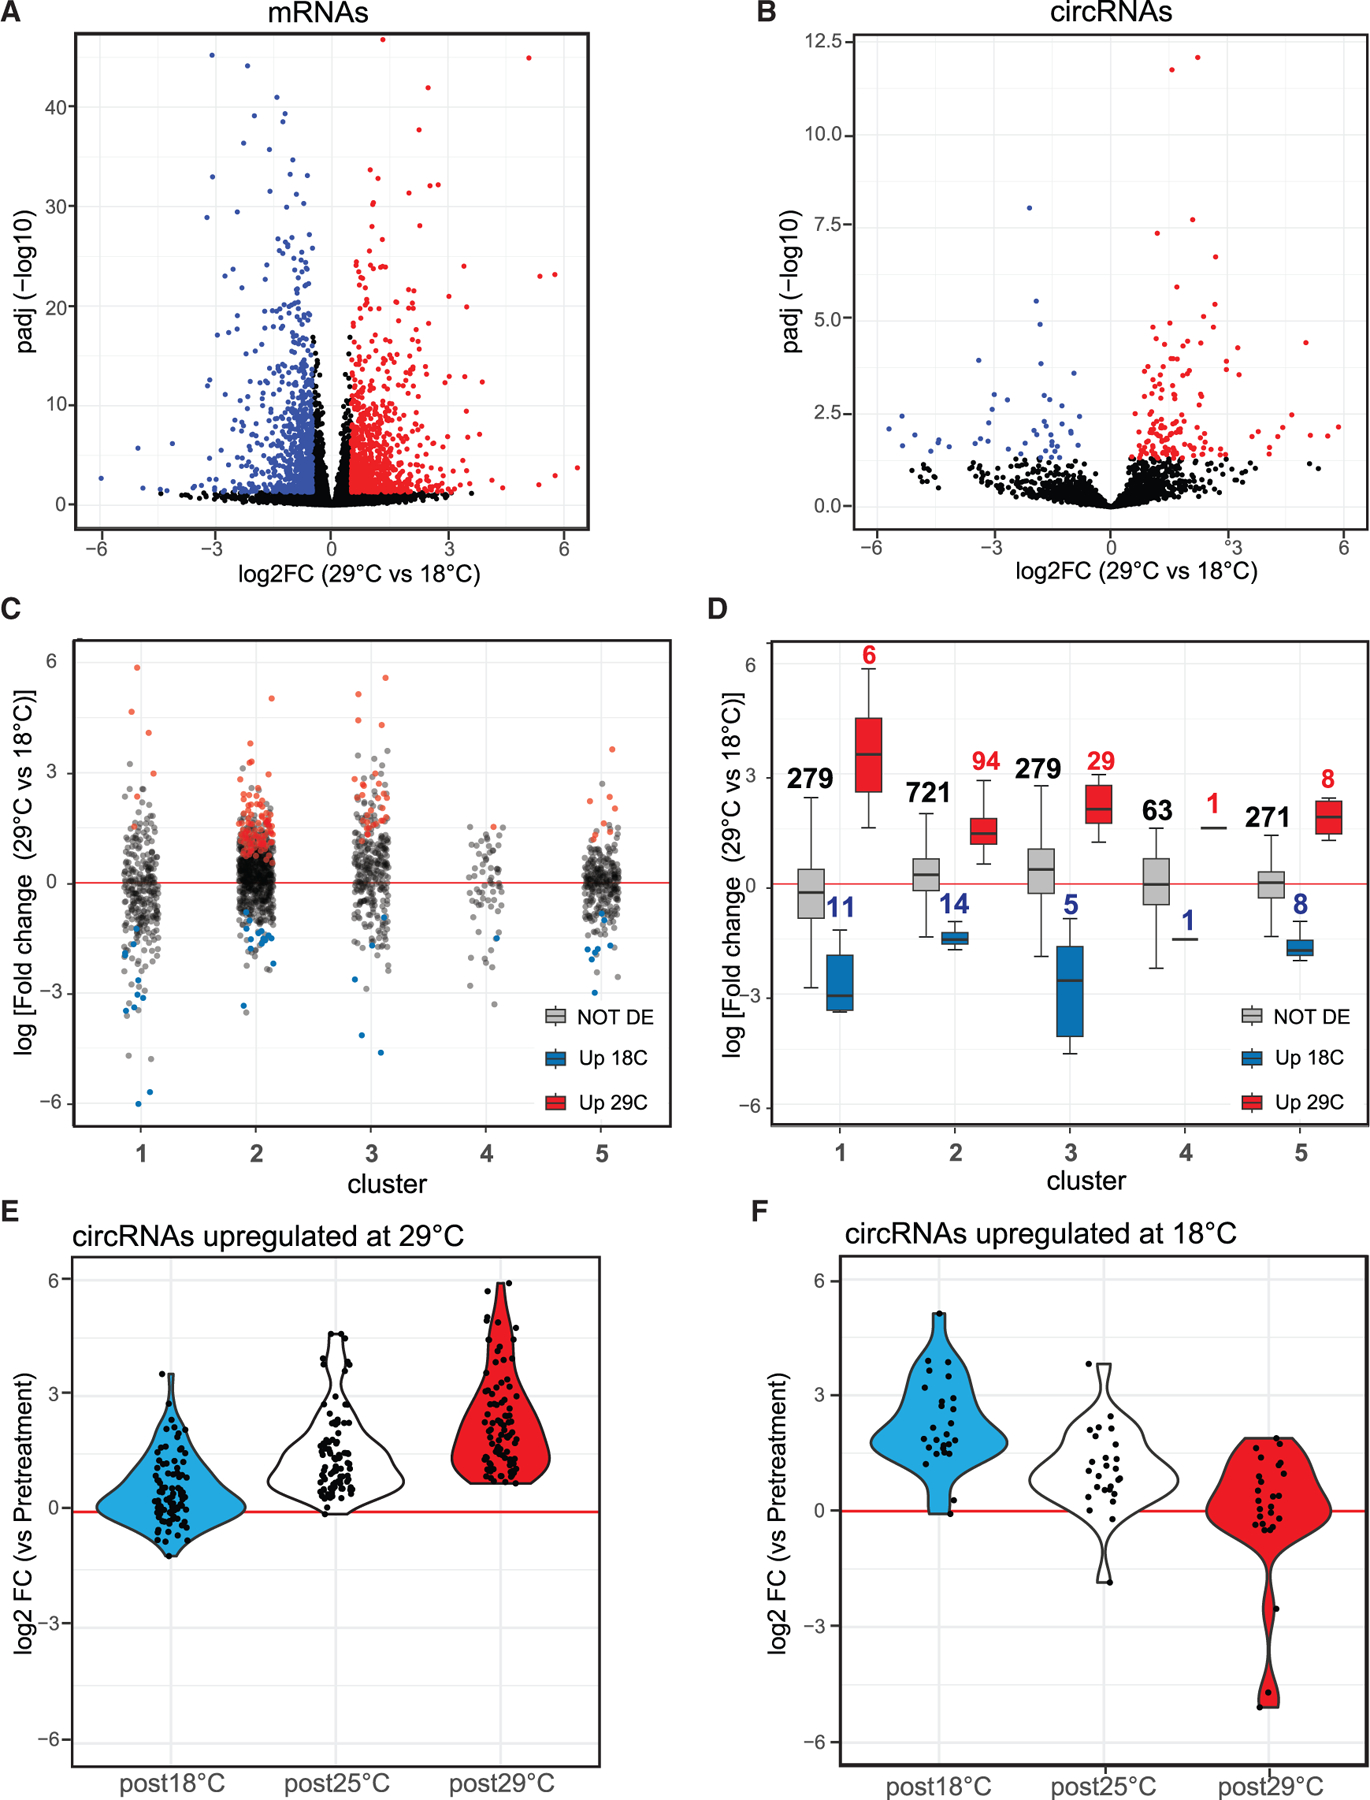
A subset of circRNAs increase in response to temperature treatment (A) Volcano plot displaying differentially expressed mRNAs in fly heads after 10 days of treatment at 29° C vs. 18° C. Red and blue points indicate mRNAs significantly upregulated at 29° C or 18° C, respectively. False discovery rate (FDR) <0.05, log2FoldChange >0.5 or < −0.5. (B) Volcano plot displaying differentially expressed circRNAs under the same conditions as in (A). (C) Dot plot illustrating the log fold change of circRNAs within the five circRNA clusters compared with the pretreatment sample. circRNAs upregulated at 18° C or 29° C are shown in blue or red, respectively. (D) Boxplots presenting the same fold-change data as in (C) but for circRNAs with no change (gray boxes), upregulated at 18° C (blue boxes), and upregulated (red boxes) at 29° C. (E) Violin plot showing the log fold change of circRNAs upregulated at 29° C across all temperatures compared to the pretreatment sample. (F) Violin plot illustrating the log fold change of circRNAs upregulated at 18° C across all temperatures compared to the pretreatment sample.

**Figure 7.**
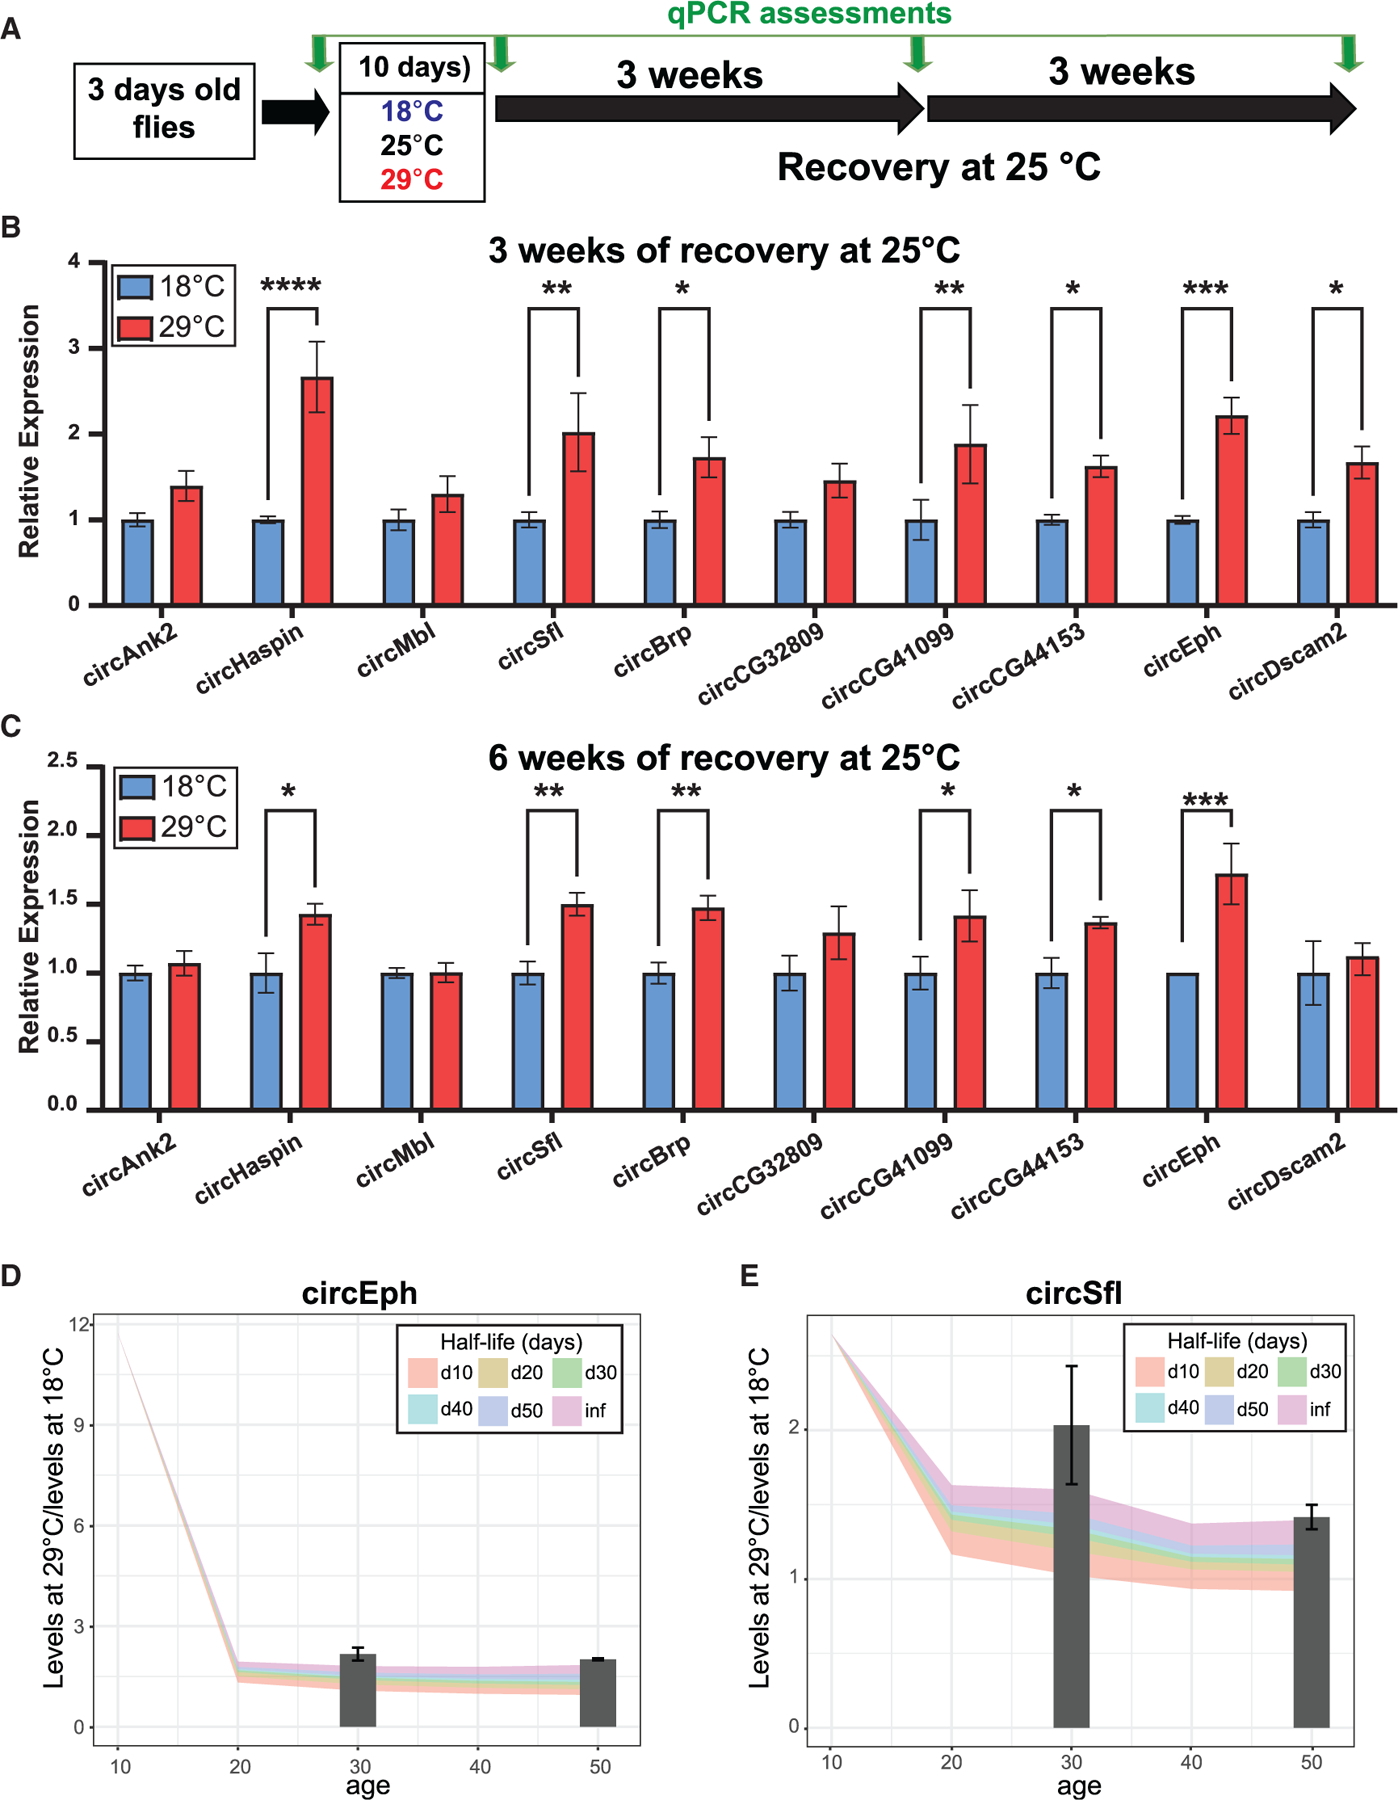
The expression of specific temperature-induced circRNAs is maintained over time (A) The experimental workflow outlines the exposure to different temperatures and their recovery times, with green arrows indicating collection times. (B) Relative expression of the indicated circRNAs in males after 3 weeks of recovery from the temperature treatment (*n* = 5). (C) Relative expression of the indicated circRNAs in males after 6 weeks of recovery from the temperature treatment (*n* = 3). qPCR results were normalized to tubulin and 28S rRNA. Means ± SEM are plotted. Significance was determined using two-way ANOVAs (*p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001). (D and E) The fold change between 18° C and 29° C is modeled on aging data of circEph (D) and circSfl (E). Colored bands indicated projected fold change for each half-life, while bars represent experimental RT-qPCR fold change.

**Table:** KEY RESOURCES TABLE

REAGENT or RESOURCE	SOURCE	IDENTIFIER
Deposited data		
RNAseq data from different ages (fly heads)	This study	GSE261460 (Gene Expression Omnibus, GEO)
RNAseq data from temperature treatment (fly heads)	This study	GSE261524 (Gene Expression Omnibus, GEO)
Experimental models: Organisms/strains		
*D. melanogaster*: *w*^1118^	Bloomington Drosophila stock center	BDSC: 5905 FlyBase:FBal0018186
*D. melanogaster*: Canton S	Bloomington Drosophila stock center	BDSC: 6366
Oligonucleotides		
Oligos for qPCR	This paper	See STAR Material and methods section
Software and algorithms		
STAR	Dobin et al., 2013^63^	https://github.com/alexdobin/STAR
DEseq2	Love et al., 2014^64^	https://bioconductor.org/packages/release/bioc/html/DESeq2.html
Find_circ	Memczak et al., 2013^6^	https://github.com/marvin-jens/find_circ
ciRcus	N/A	https://github.com/BIMSBbioinfo/ciRcus
Code generated in this study	This study	ZENODO. https://doi.org/10.5281/zenodo.14976887

## Highlights

- CircRNAs accumulate linearly with age in the fly brain
- Their exceptional stability outperforms mRNAs as age markers
- Specific circRNAs reveal prior 29°C exposure
- circRNAs serve as reliable indicators of stress and experience

# Supplementary material for: Circular RNAs exhibit exceptional stability in the aging brain and serve as reliable age and experience indicators
**Source:** Cell Rep. Author manuscript; Available in PMC 2025 May 26.
**Supplement:** 1

Supplemental information

**Circular RNAs exhibit exceptional stability
in the aging brain and serve as reliable
age and experience indicators**

Ken Kirio, Ines Lucia Patop, Ane Martin Anduaga, Jenna Harris, Nagarjuna Pamudurti, The Nandar Su, Claire Martel, and Sebastian Kadener

Document S1: Figures S1-S7, Tables S1 and S3

Figure S1. circRNAs increase as the fly ages

Figure S2. circRNA expression follows three main patterns as fly ages.

Figure S3 circRNA expression follows three main patterns as fly ages.

Figure S4. Alternative splicing changes do not primarily drive circRNA accumulation with age.

Figure S5. A subset of circRNAs increase their levels in response to temperature treatment.

Figure S6. circRNAs can be used as life experience markers.

Table S1. Statistic of alignments for aging RNAseq samples.

Table S3. Main age determinants for circRNAs. PC1 from the PCA plotted in Figure 2B.

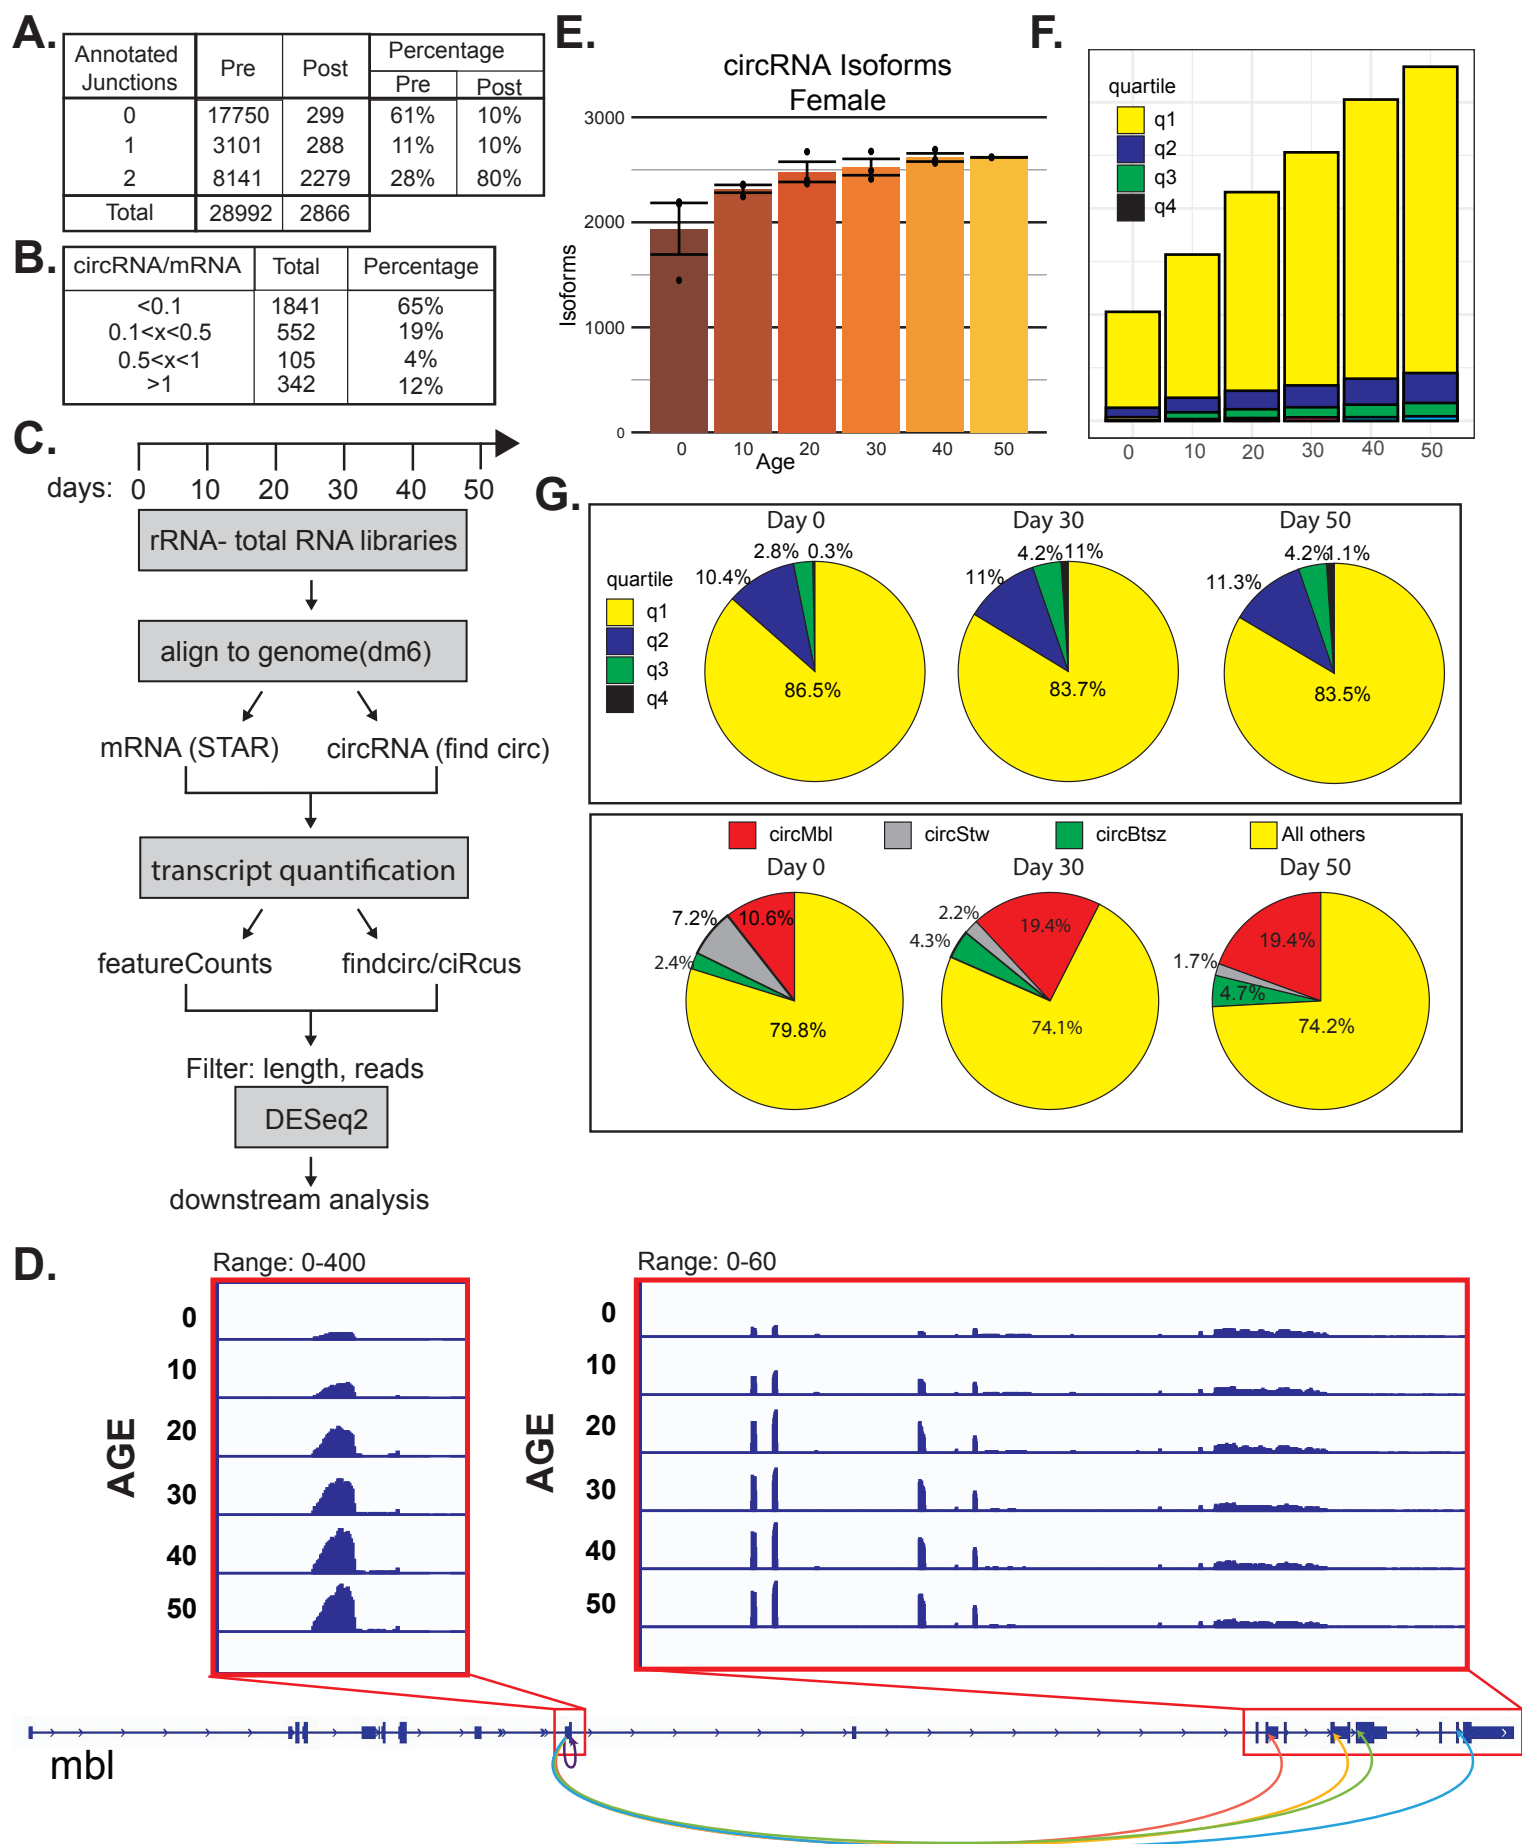

Figure S1. circRNAs increase as the fly ages. **A.** Top: Table showing the number and percentage of circRNAs and their types by the number of annotated junctions before and after filtering. Bottom: Number of circRNAs passing different expression thresholds, calculated using the circRNA/mRNA ratio from the *findcirc2* pipeline and the highest ratio among all timepoints and conditions. **B.** Schematic representation of the bioinformatic analysis workflow. **C.** IGV snapshot in the *mbf* gene indicating the position of the five most abundant circMbl isoforms. **D.** Number of different circRNA isoforms in females as the fly ages. Data are presented as means $\pm$ SEM. **E.** Cumulative graphs showing the number of backsplicing reads for each expression quartile as fly ages. **F.** Top: Pie charts showing the proportion of backsplicing reads originating from each expression quartile at the indicated ages. Bottom: Pie charts showing the proportion of backsplicing reads originating from the three most expressed circRNAs at the indicated ages. **Related to Figure 1.**

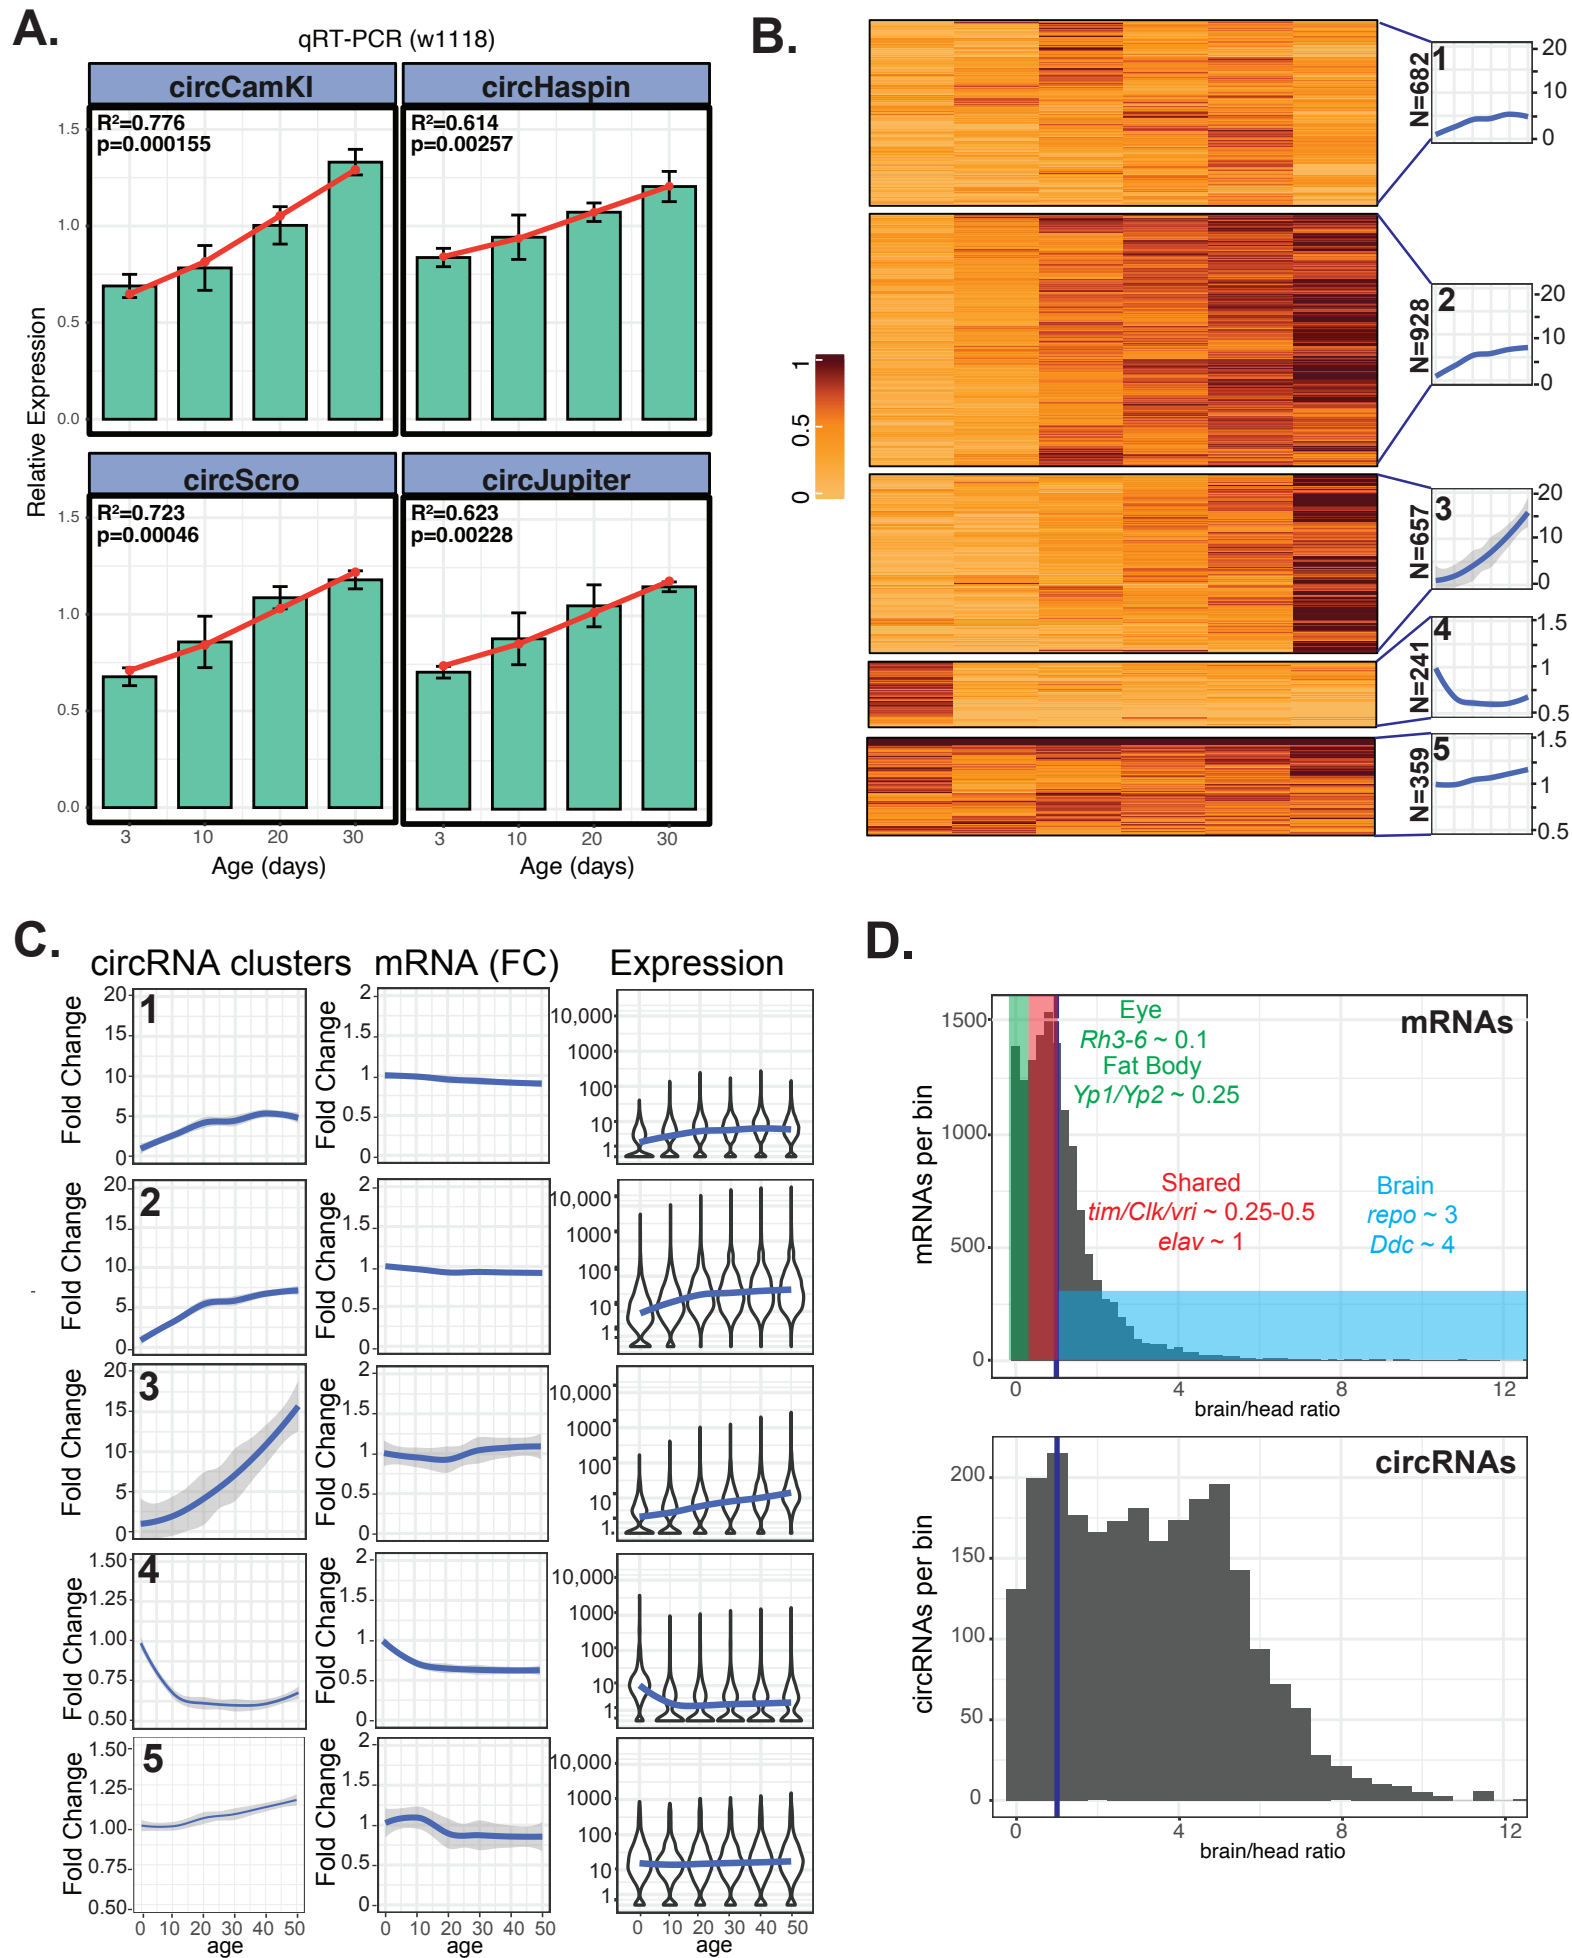

Figure S2.

Figure S2. circRNA expression follows three main patterns as fly ages. **A.** qRT PCR of w1118 flies at the indicated timepoints. Graph indicates average and error refers to standard error of the mean (N=3 for each timepoint). For each profile a linear regression was calculated, plotted and the R^2 and pvalues reported. **B.** Heatmap of k-means clustering results of circRNA reads normalized to the first timepoint value for male flies, showing five identified clusters and their average expression profiles (traces on the right side). N indicates the number of circRNAs in each cluster. **C.** Left: Average fold change in circRNA expression within indicated clusters compared to day 0. Center: Averaged fold change in the mRNA counterparts of the circRNAs in each cluster compared to day 0. Right: Violin plots displaying the log10 expression of circRNA in each cluster *per* timepoint, with a blue trending line indicating average values. Data are for male flies. **C.** Histogram of brain enrichment values distribution for mRNAs (top) and circRNAs (bottom), with the blue line representing the 1:1 brain-to-head ratio threshold. **D.** Histogram of brain enrichment values distribution for circRNAs in each cluster in males, with the blue line representing the 1:1 brain-to-head ratio threshold. **Related to Figure 3.**

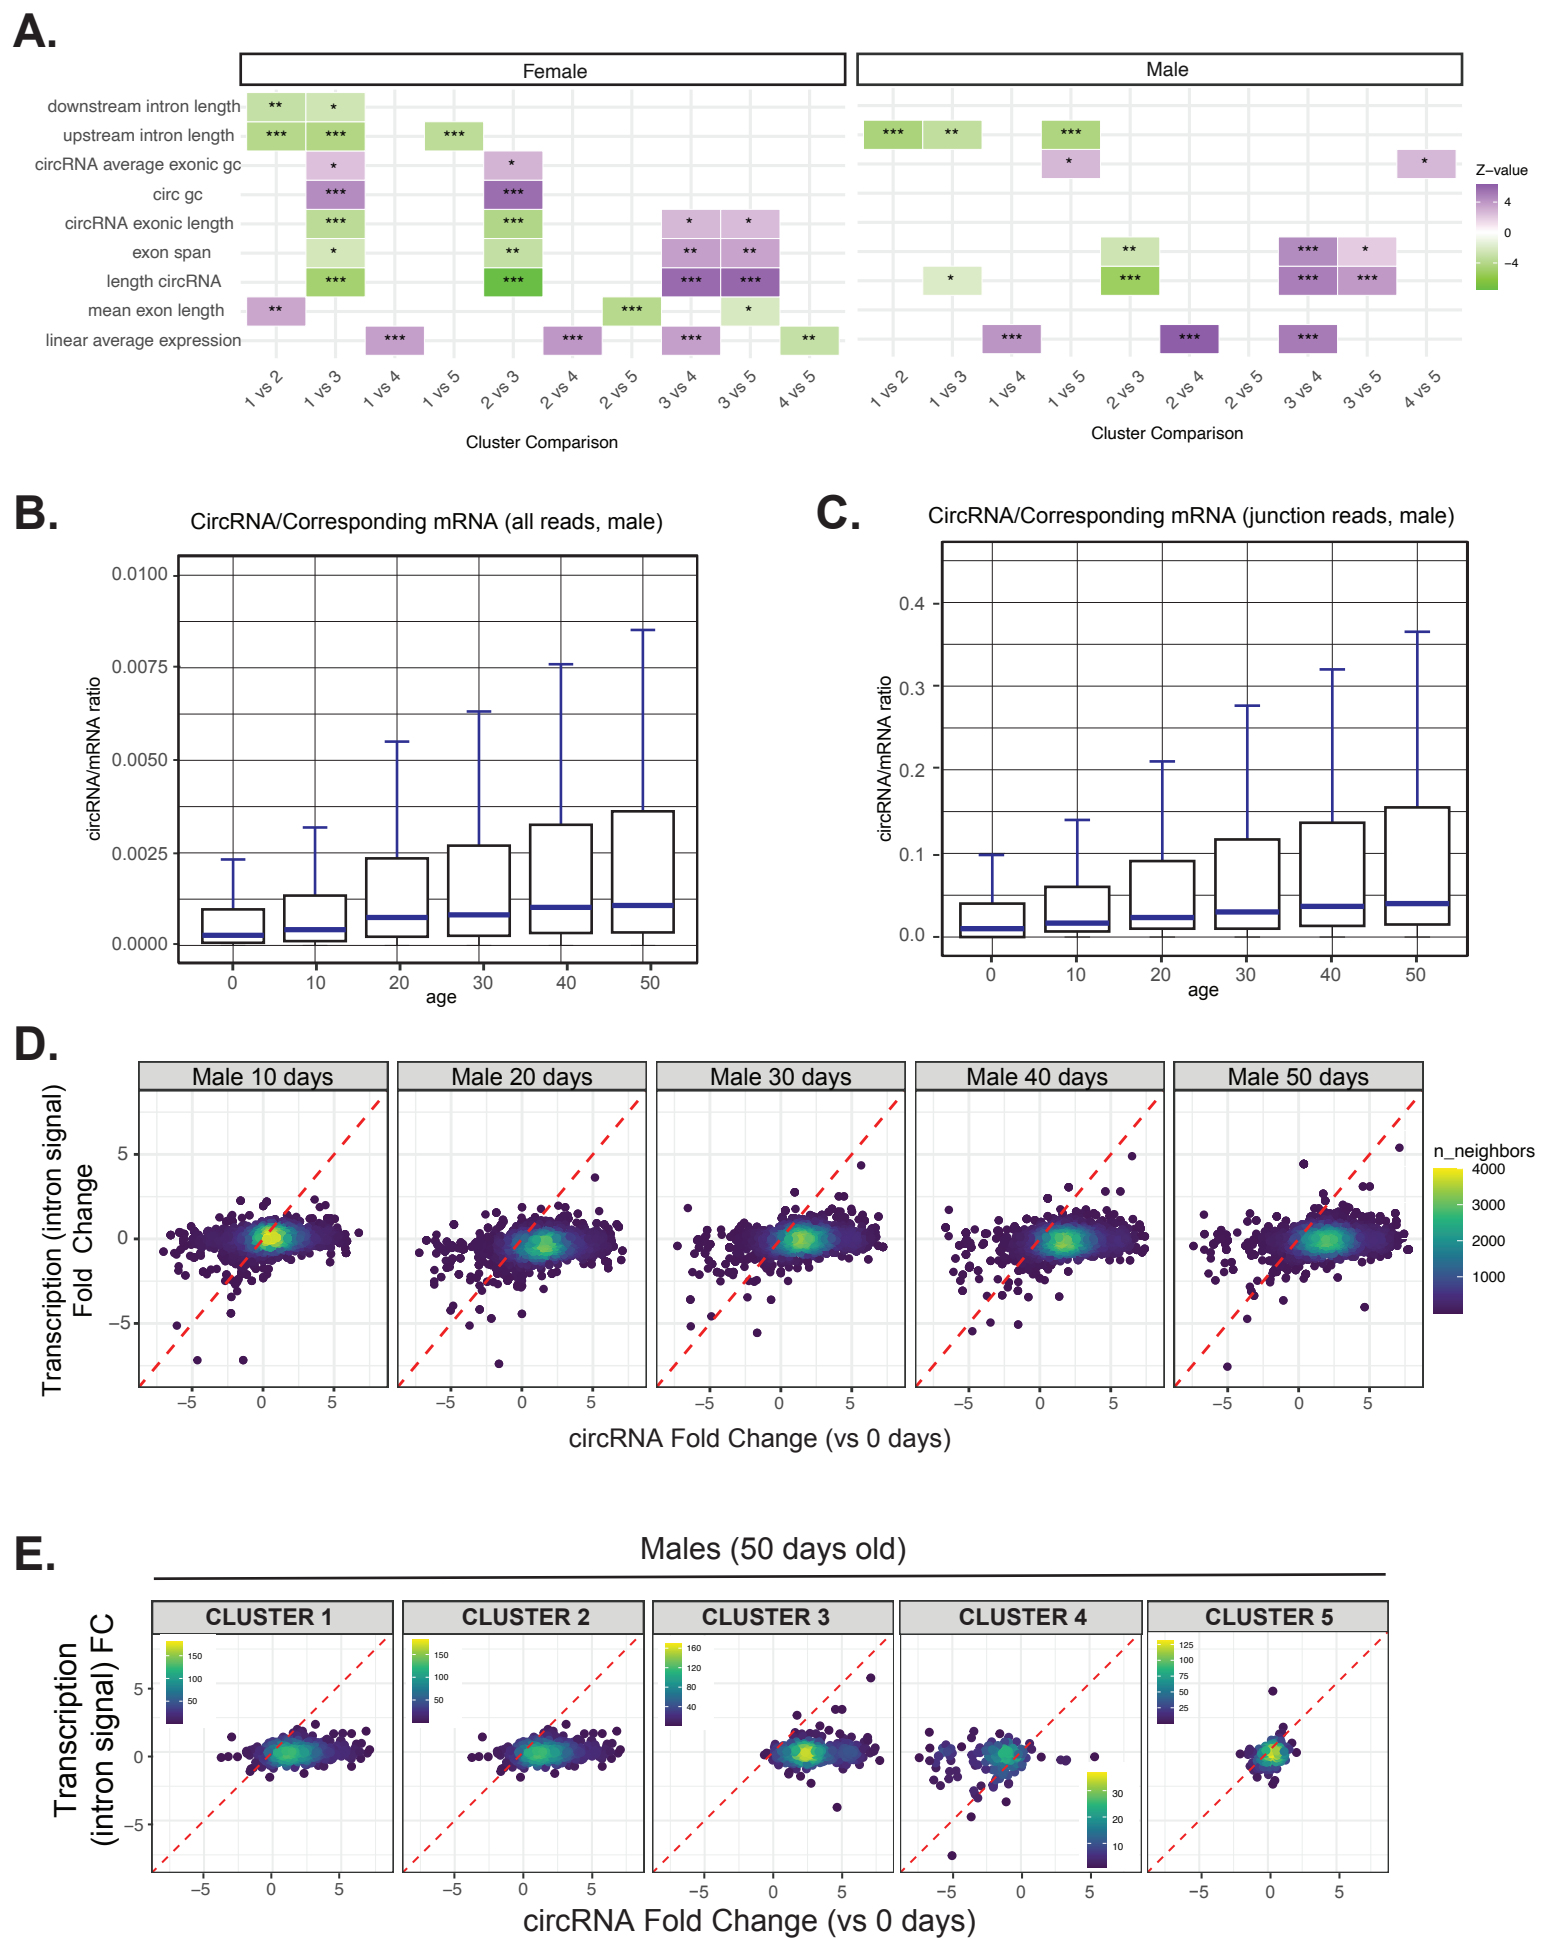

Figure S3.

Figure S3 circRNA expression follows three main patterns as fly ages. **A.** Heatmap displaying the Z-scores derived from pairwise statistical comparisons of key genomic features across circRNA clusters in male and female flies. Statistically significant differences are marked with asterisks (***, **, * denote adjusted p-values < 0.001 , < 0.01 , and < 0.05 , respectively). **B.** Boxplot of the circRNA/mRNA ratios for each timepoint in males using all mRNA seq reads obtained by STAR alignment. **C.** Boxplot of circRNA/mRNA ratios for each timepoint in males using only junction reads obtained in *find_circ2*.. **D.** Scatter plots for each timepoint in males showing the fold changes in transcription (measured as total intron signal for the gene) vs circRNA levels compared to the first aging timepoint. **E.** Scatter plots of the 50-day timepoint in males for each circRNA cluster, showing fold changes in transcription vs circRNA levels compared to the first timepoint. **Related to Figure 4.**

A.

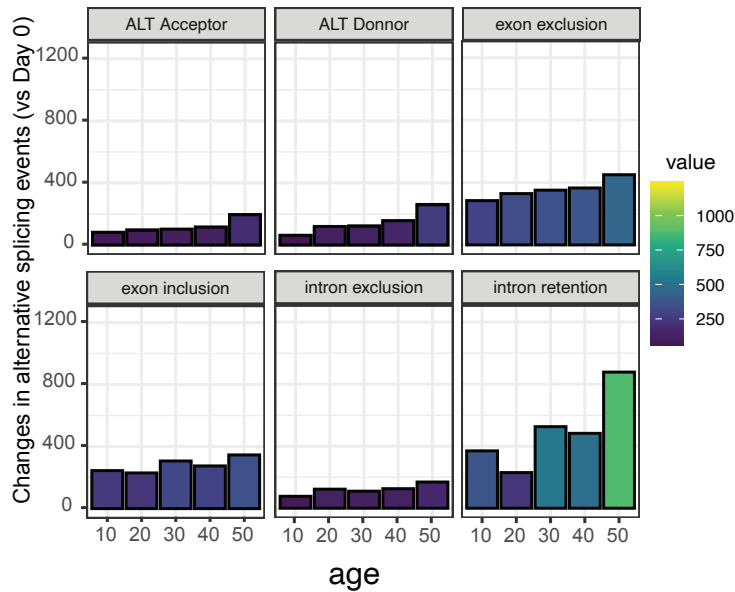

B.

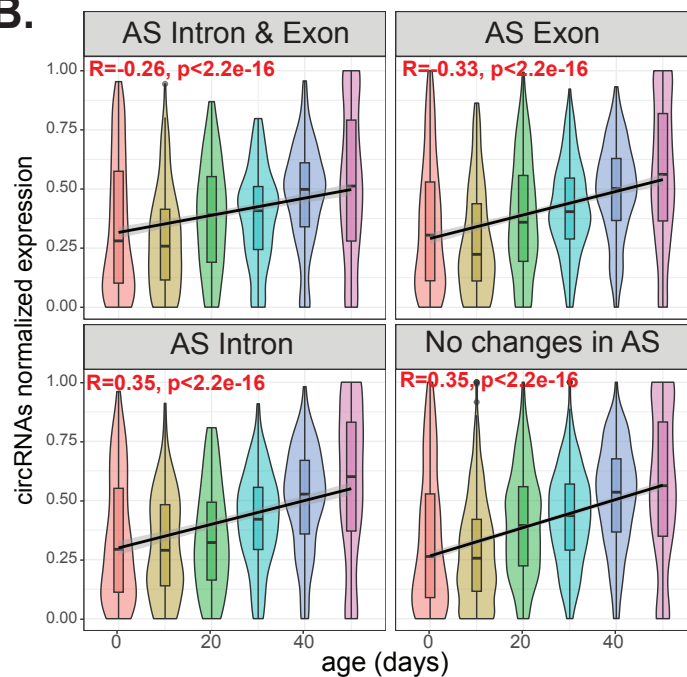

C.

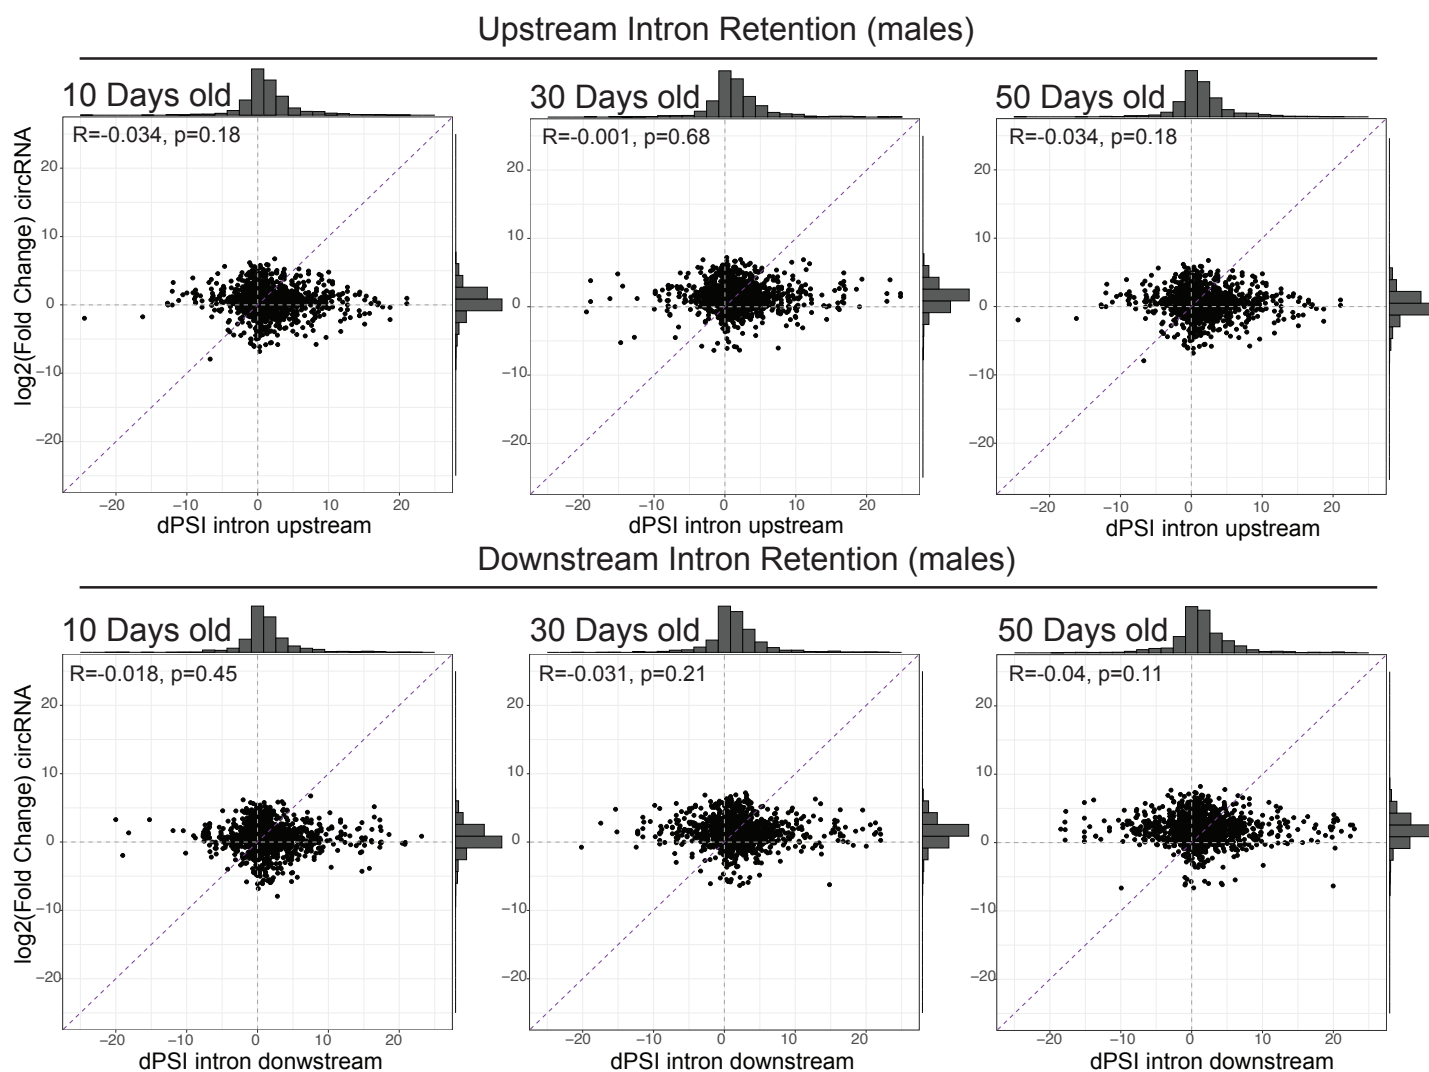

Figure S4.

Figure S4. Alternative splicing changes do not primarily drive circRNA accumulation with age. **A.** Number of alternative splicing events differentially regulated with age in male flies. The parameters of splicing analysis tested were: alternate splice acceptor, alternate splice donor, exon exclusion, exon inclusion, intron exclusion, and intron retention. **B.** Boxplot and Violin plot of normalized circRNA expression levels, divided into panels based on the presence (or absence) and type of changes in alternative splicing of their host gene. **C.** Correlation plot in males between circRNA fold change and δ PSI for upstream (top panels) or downstream introns (bottom panels) at ages 10, 30, or 50 vs. age 0. **Related to Figure 5.**

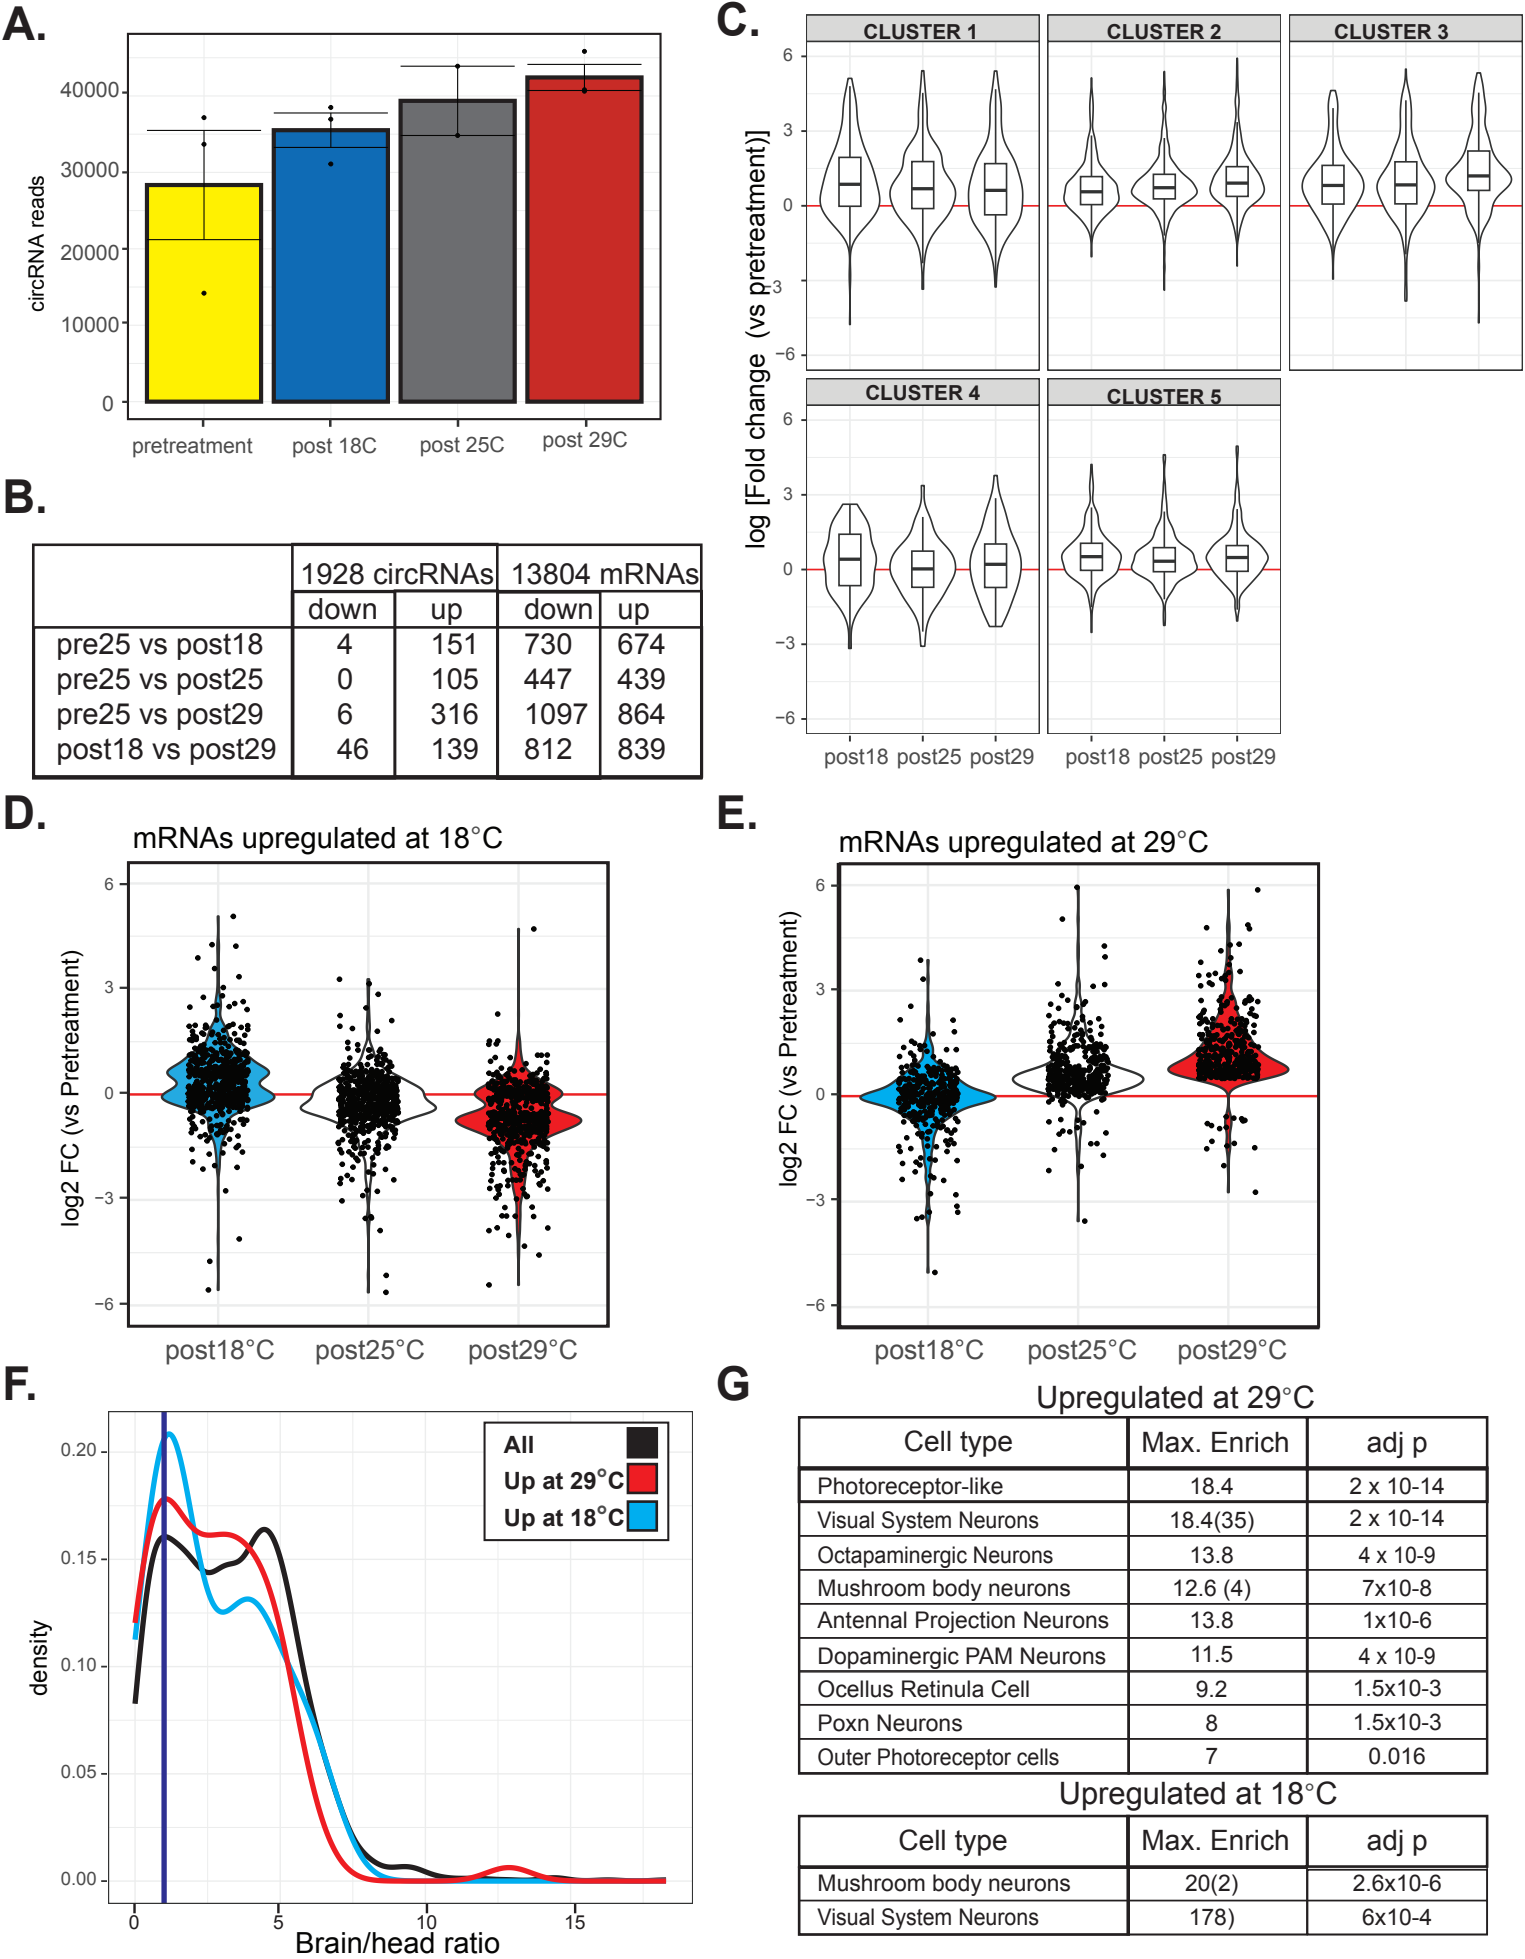

Figure S5.

Figure S5. A subset of circRNAs increase their levels in response to temperature treatment. **A.** Total number of backsplicing reads on each condition is plotted as means $\pm$ SEM. **B.** The table indicates the number of circRNAs or mRNAs differentially expressed between the indicated conditions, with $FDR < 0.05$, $\log_2\text{FoldChange} > 0.5$ or < -0.5 . **C.** The log fold changes of circRNAs in each of the five clusters are presented for each condition. **D.** Violin plot showing the log fold change of mRNAs upregulated at 18°C across all temperatures compared to the pretreatment sample. **E.** Violin plot illustrating the log fold change of mRNAs upregulated at 29°C across all temperatures compared to the pretreatment sample. **F.** Histogram illustrating the distribution of brain enrichment values for all differentially expressed circRNAs upon temperature treatment (in black) or those upregulated at 18 or 29 °C (in blue and red, respectively). The blue line marks the 1:1 brain-to-head ratio threshold. **G.** Summary table presenting the cell-type enrichment analysis for genes upregulated at 29 °C (top table) or 18 °C (bottom table) using the Cell Marker Enrichment tool. Cell types significantly enriched (corrected p-values < 0.05) are listed. The maximum enrichment and adjusted p-value for each cell type are reported. Similar neuron/tissue types are summarized in one cluster, with average enrichment reported and the number of enriched cell types in brackets. **Related to Figure 6.**

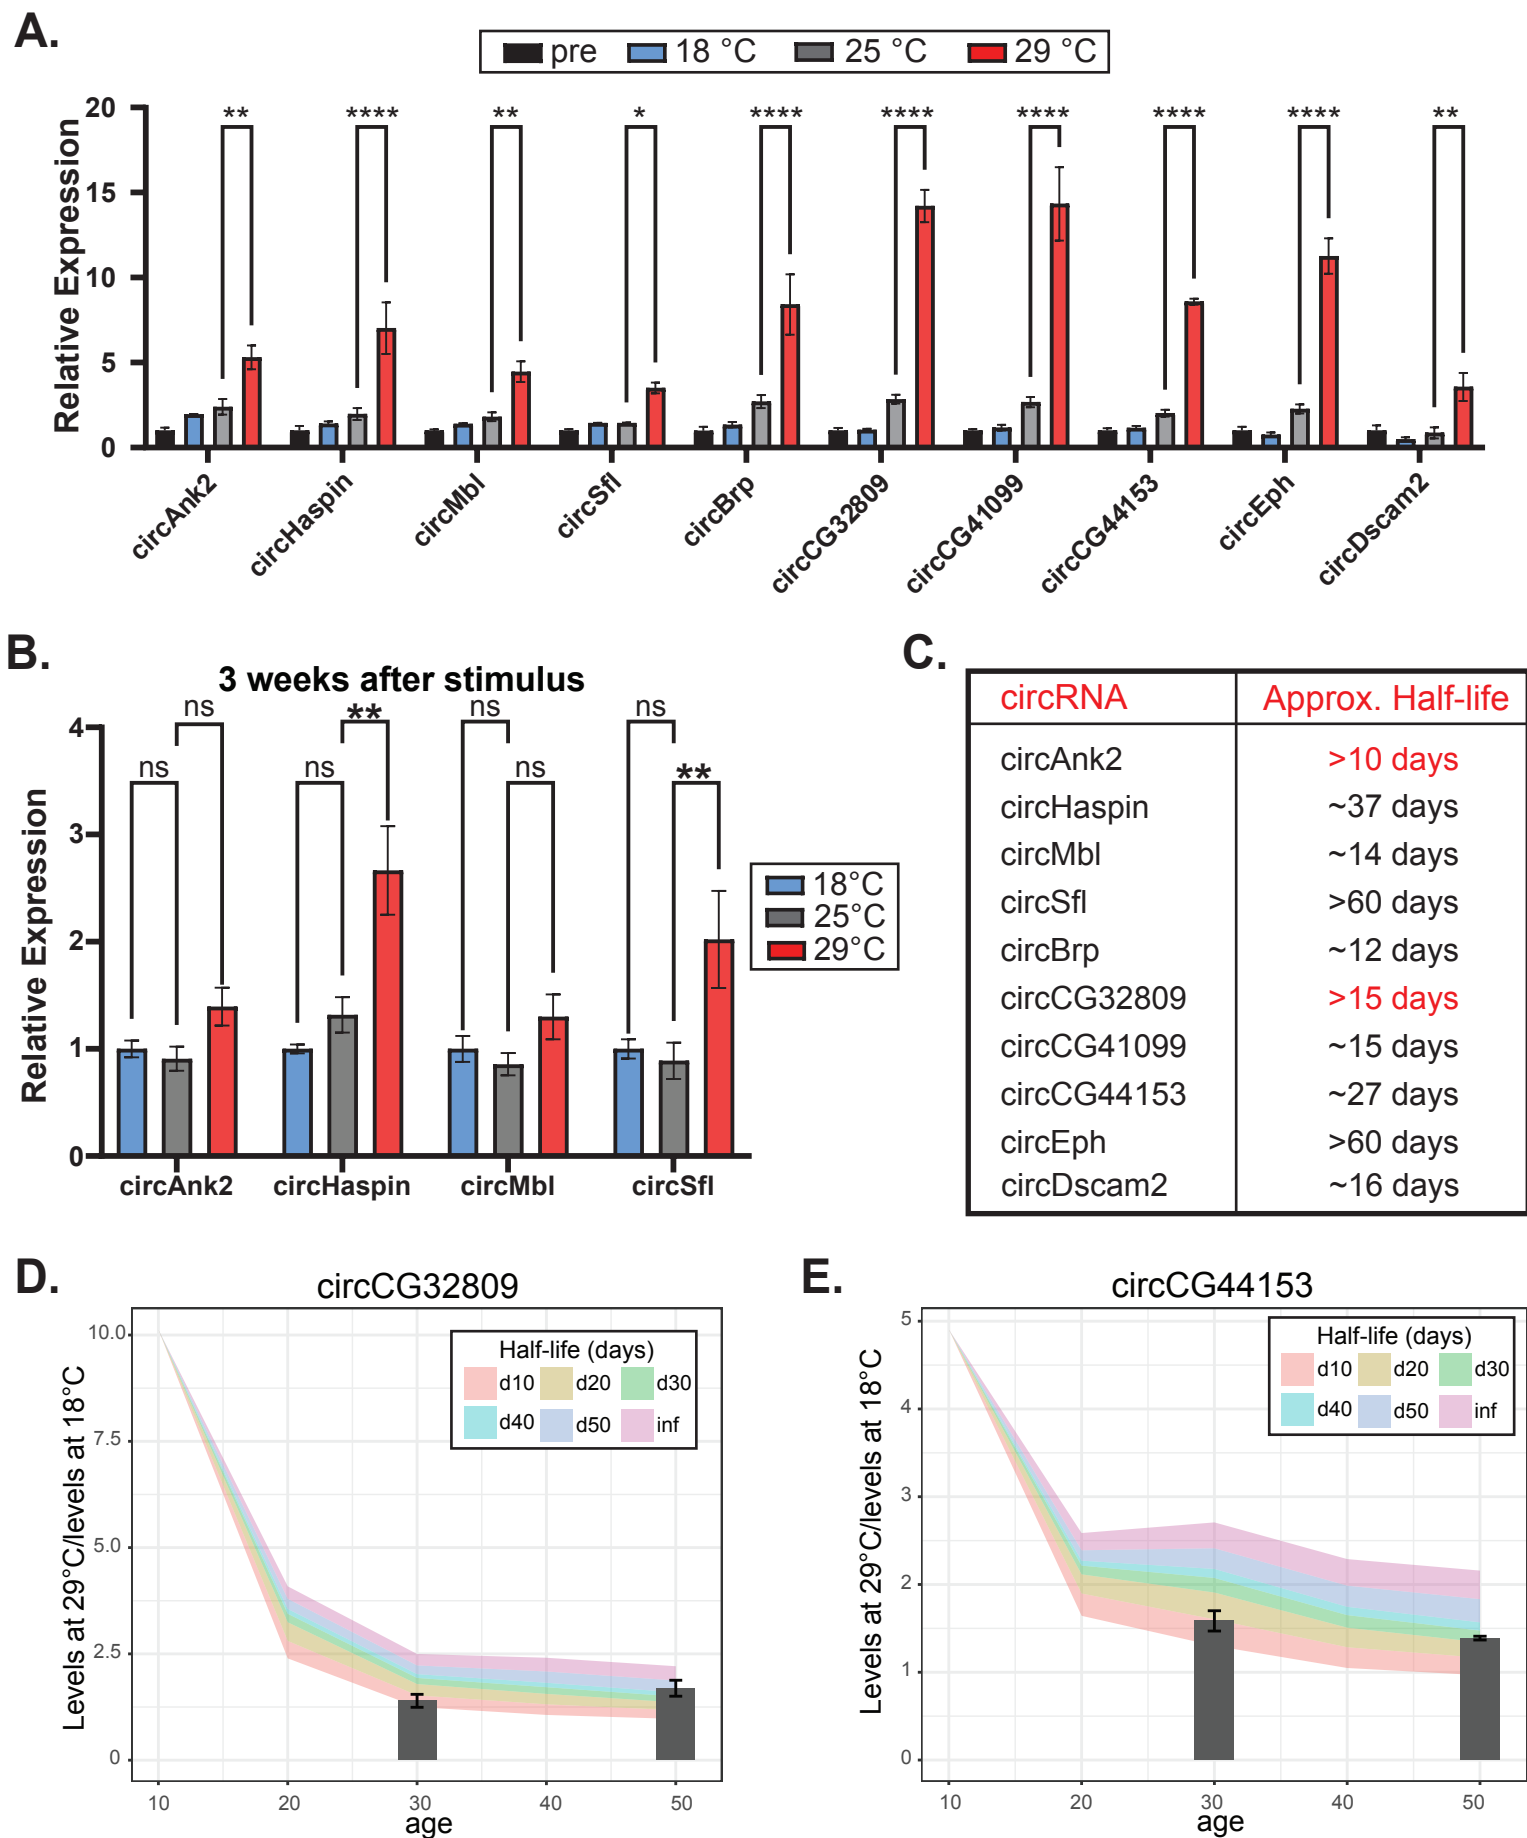

Figure S6.

Figure S6. circRNAs can be used as life experience markers. **A.** Relative expression of the indicated circRNAs in males after temperature treatment (N=3). **B.** Relative expression of the indicated circRNAs in males after three weeks of recovery from the temperature treatment (N=3-5). **C.** The table lists the estimated half-lives of the indicated circRNAs, obtained by averaging the estimated half-lives calculated using RT-qPCR data at 3 and 6 weeks. For circAnk2 and circCG32809 (in red) the two values were highly divergent. **D-E.** Fold change between 18°C and 29°C is modeled on aging data for circCG32809 (D) and circCG44153(E). Colored bands indicate projected fold change for each half-life, while bars represent experimental RT-qPCR fold change. **Related to Figure 6.**

Table S1. Statistic of alignment for aging RNAseq samples

**Sample Name**	**Total Reads<br>(millions)**	**Aligned Linear<br>Reads**	**circRNA<br>Reads**	**% circ/linear<br>reads**	**Million aligned<br>reads/timepoint**
CS_F_0_1	96	79545496	35893	0.04514297	
CS_F_0_2	34.7	28862533	14337	0.04969808	
CS_F_0_3	102.4	84915875	36534	0.04304228	193.3
CS_F_10_1	71.1	58047909	41485	0.07151794	
CS_F_10_2	71.7	58506244	41893	0.07165563	
CS_F_10_3	62	51209569	36584	0.07149085	167.8
CS_F_20_1	116.4	95026968	73366	0.0772651	
CS_F_20_2	68	55412796	46613	0.08419038	
CS_F_20_3	63.2	51516423	45113	0.08764689	202
CS_F_30_1	70.6	57722809	53205	0.09225831	
CS_F_30_2	104.1	85299190	76691	0.08998915	
CS_F_30_3	58.4	47798648	47955	0.10042786	190.8
CS_F_40_1	62.6	51284349	62442	0.12190487	
CS_F_40_2	64.9	53236729	65094	0.12242242	
CS_F_40_3	89.6	73433691	83434	0.11374739	177.9
CS_F_50_1	67.1	55380161	69184	0.12508186	
CS_F_50_2	60.4	49757909	69184	0.13923481	
CS_F_50_3	64.6	53218726	70617	0.13286832	158.4
CS_M_0_1	92.5	76531270	35640	0.0465909	
CS_M_0_2	79.7	66040656	32790	0.0496759	
CS_M_0_3	78.4	64694875	30765	0.04757662	207.3
CS_M_10_1	51.4	42078885	26962	0.06411597	
CS_M_10_3	70.9	57649720	43033	0.0747014	99.7
CS_M_20_1	66.8	58379862	58130	0.09967125	
CS_M_20_2	78.4	64284466	60922	0.09485929	122.7
CS_M_30_1	70.2	57291987	65842	0.1150558	
CS_M_30_2	75.4	61234663	70810	0.11577099	
CS_M_30_3	65.9	53792244	65477	0.12187035	172.3
CS_M_40_1	54.6	46084124	65736	0.14284725	
CS_M_40_2	67.6	55062904	75277	0.13689807	
CS_M_40_3	68.9	56254568	77543	0.1380333	157.4
CS_M_50_1	65.8	53846306	78907	0.14675622	
CS_M_50_2	86.1	70396354	100948	0.1436054	124.2

AVERAGE mR 164.4833333

Table S3. Main age determinants for circRNAs. PC1 from the PCA plotted in Figure 2B

circRNA	Dim.1
1 circ:chr3L:9771654:9781218:FBgn0036043	1.423654772
2 circ:chr3R:19887071:19887951:FBgn0002940	1.153109816
3 circ:chrX:11397824:11398822:FBgn0001624	1.132436068
4 circ:chr3L:10584815:10585539:FBgn0052062	0.685712498
5 circ:chr3R:17966472:17967828:FBgn0263995	0.677513941
6 circ:chr3L:7662470:7663324:Ank2	0.630560409
7 circ:chr2R:17275409:17276063:FBgn0265487	0.603698333
8 circ:chr3L:22546930:22547938:intergenic	0.535356705
9 circ:chr3R:20992240:20994423:FBgn0013995	0.534791295
10 circ:chr3L:5703924:5706573:Sif	0.529914068
11 circ:chr3L:7661980:7662890:Ank2	0.525294695
12 circ:chr2R:13185783:13187908:ambiguous	0.477718378 3 genes overlapp: Kdm4B/CG17724/seq
13 circ:chr2L:10126000:10127877:FBgn0265002	0.456854591
14 circ:chr4:938331:939117:FBgn0019985	0.4526706
15 circ:chr3L:10568128:10568605:FBgn0052062	0.447596358
16 circ:chr2L:18539522:18543715:FBgn0085370	0.443119016
17 circ:chrX:7645779:7646979:FBgn0004198	0.438184415
18 circ:chr2R:13180989:13183234:ambiguous	0.435562392 3 genes overlap: Kdm4B/CG17724/seq
19 circ:chr3R:14344224:14345184:FBgn0024321	0.431125682
20 circ:chr3L:23126199:23128370:FBgn0053217	0.426704122
21 circ:chr2R:22555217:22556794:FBgn0003175	0.415830576
22 circ:chr2R:15452856:15456815:FBgn0263980	0.414234361
23 circ:chr3R:9445043:9446497:FBgn0261552	0.412404002
24 circ:chr2R:7602431:7606244:FBgn0033196	0.411781607
25 circ:chr4:1164881:1166852:FBgn0039925	0.394273107

How the deposited data were processed for this re-analysis (not part of the article)

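Heads of CantonS females and males of 6 ages (days 0, 10, 20, 30, 40 and 50) were measured by sequencing of total RNA depleted of ribosomal RNA, in 33 libraries that make 12 groups of sex and age with 2 or 3 samples each. The signal values of the deposited table were made by the authors as follows, per the methods and the labels. Linear reads were aligned to dm6 with STAR and counted per gene with featureCounts, and circRNAs were searched as back-splice junctions with find_circ2 in the reads that did not align. The versions of these tools and the strand setting of the counting are not given in the paper's text. CircRNA and linear reads were then divided together by one DESeq2 size factor per library. The authors left out 2 male samples, day 10 replicate 2 and day 20 replicate 3, as outliers of a principal component plot, and these were not analysed here. The samples of the paper's other experiments (brains, w1118 flies, temperature treatments) were not analysed here either.

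Every positive value of 32 columns was a whole multiple of one step within 0.01 reads, so whole reads were recovered in these. Male replicate 1 of day 20 was left out of tests on counts and of drawing reads down, because its step is too close to 1. The size factors recomputed from the recovered reads lay within 0.998 to 1.0017 of those of the table, on 13707 features. Recovered linear reads per library were 28848182 to 94953552 (median 57226092) and circRNA reads 22475 to 249768 (median 134570), of which 19747 to 235216 belonged to the filtered set. Linear reads do not limit the named genes. For circRNAs depth matters: many of the 2774 had no read in a library of day 0. Data were simulated with the mean levels and depths of these libraries and a fixed spread that was not estimated from them. Changes were given only to features with a mean of at least 10 normalized reads, so recovery below that level was not measured. Among circRNAs, limma recovered 47% of changes of 2-fold in females and 60% in males, and 94% and 97% of changes of 4-fold. It made 12 and 3 false calls among 2774 features. For linear genes these shares were 91% and 86% for 2-fold and 100% and 99% for 4-fold, with 17 and 8 false calls among 12685. Camera found the changed lists (100%) with 0 false lists, but the genes were simulated as independent, so correlation within lists was not covered. K-means returned the simulated clusters (100%), which were made from set profiles and not from these data.

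CircRNA positions are 1-based and refer to dm6; the annotation used for exons and introns was BDGP6.54 and the genome sequence Release 6, which has the coordinates of dm6. For 13 hosts without a name in the annotation, the symbol came from the paper's supplementary tables for the same position. The filter on circRNAs follows the methods: a span of at least 50 nucleotides and a mean of at least 1 normalized read in all 12 groups or at least 10 in some sample. The methods word it as an average of 1 read at every time point, and groups of age and sex were taken for it. Because female replicates 1 and 2 of day 50 carried the same back-splice reads, their mean was used as 1 sample for circRNAs and both were kept for linear genes.

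Totals were regressed on age per sex, with a two-sided permutation test of the slope (100000 permutations). Single circRNAs, linear genes (mean of at least 10 normalized reads) and ratios of circRNA to host were tested with limma 3.58.1 (empirical Bayes with trend and robust options) on log2(value + 1) in a model of 12 group means, with Benjamini-Hochberg adjustment per comparison, and called at an adjusted p under 0.05 and a log2 fold change beyond 0.5. The difference between the sexes in the change from day 0 to day 50 was tested as a contrast of the same model. Principal components were computed on centred, unscaled log2 values, and R² of age group and of sex on each component was tested with 10000 permutations. Clusters came from k-means with 5 centres and 100 starts per sex on log2 fold changes of group means. Features of the clusters were compared by Kruskal-Wallis tests and, for pairs, by 100000 permutations of cluster labels with Benjamini-Hochberg adjustment over 160 comparisons. These tests treat circRNAs of the same host as independent. Only the span was set as a test from the start, and the other features were added. Shares of reads were compared by exact permutation tests. Lists of genes were tested by camera with a preset correlation of 0.01 and with an estimated one, and by fry, and 452 of 473 list symbols matched a gene of the table. Genes of the mitochondrial genome were not analysed here. Tests on counts, as alternatives, used edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0 with the authors' size factors. Other software was R 4.3.3, statmod 1.5.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

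The comparisons, tests, gene lists, rule for named genes and most of the alternative settings were set before the data were examined, although the values of 1452 circRNAs in the readable part of Table S2 and the names of Table S3 had been seen by then. The rule named the 10 circRNAs with the highest mean, the 5 largest rises and falls per sex at day 50 among called circRNAs with a mean of at least 10 and no overlap between day 0 and day 50 in either sex, the 25 of Table S3, and those the paper identifies by position or primers. Among linear genes it named the 8 largest rises and falls per sex at a mean of at least 100, 2 to 4 members of each list, and the genes that the paper names or that host these circRNAs. CircRNAs of muscleblind other than the most abundant one, the circRNA of Ptp99A and the members named in the falling cluster were chosen after their values were seen. The result of 1 circRNA that the rule names is not reported here. The lists were antimicrobial peptides, immune recognition and signalling, heat shock and chaperones, phototransduction, eye pigment, neuronal and synaptic genes, glial genes, muscle, fat body and yolk, hemocytes, cuticle and sclerotization, clock, oxidative phosphorylation, ribosomal proteins, proteasome, splicing, detoxification, insulin signalling, olfactory genes, reproductive tract and germ line, and a check of the sex labels. Alternatives changed the pseudocount, scaling, filters, test, reference age, duplicate, replicate block, number and form of clusters, and left out each replicate in turn; alternatives for the GC-biased male libraries, for circRNAs outside the filter and for the definition of the shares were added after the data had been seen.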

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

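The tests of explanations and of other groupings of the samples in this part were all chosen after the results were seen, whereas the test of a difference between the sexes was planned.

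The change from day 0 to day 50 differed between the sexes by limma in 324 linear genes with a higher log2 fold change in males than in females and 437 with a lower one. Of the genes of immune peptides, some rose more in males, with male minus female differences of 4.49 for Dro (drosocin), 2.95 for AttA and 2.71 for AttC (attacins), 2.84 for DptB (diptericin) and 0.52 for Rel, their NF-kB factor, while DptA, another diptericin (adjusted p = 0.101 from limma), CecA1, CecA2, CecB and CecC, cecropins, were not called. No gene list was tested for a difference between the sexes. The log2 fold change was also higher in males for Amy-p, a gut amylase (1.5), Gnmt, a glycine methyltransferase (1.36), and InR, the insulin receptor (0.67). The same held for Hsp70Aa, a heat shock protein (2.12), and the long RNA lncRNA:CR42646 (1.16). Males fell less in Obp99b, an odorant-binding protein (2.07), and in the cuticle proteins Ccp84Ab (3.48) and Cpr100A (0.77). Single genes that rose more in females were those of stress and fat body, with differences of -7.29 for Diedel, -4.57 for TotM, -4.08 for TotC and -4.04 for fit, of yolk proteins, with -4.55 for Yp2 and -2.01 for Yp3, PPO2, a phenoloxidase of blood cells (-1.29), and of ribosomal proteins, with -0.54 for RpL23A and -0.68 for RpL35. Males fell further in ninaD, a carotenoid transporter (-1.28), in se, an enzyme of eye pigment (-1.28), and in Ilp5, an insulin-like peptide (-2.69). The linear RNA roX1 of dosage compensation differed by -4.04, as it rose from a low level in females. Male groups of day 50 have 2 samples, so single male values weigh much here. Females and males came from separate experiments, so sex and experiment cannot be told apart in these differences.

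The ratio to host of the circRNA of Ptp99A, a receptor phosphatase of neurons, at 3R from 29382956 to 29383391, differed between the sexes by -3.51 (standard error 0.63, adjusted p = 0.022 from limma). Its reads went from 0 to 14.5 in females and from 5.05 to 8.96 in males, and its ratio changed by 4.11 and 0.60 on the log2 scale, so few reads carry this difference.

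CircRNAs outside the filter, which the paper did not follow, also rose with age. The 4808 of them gained 65.4 normalized reads per day in females (standard error 7.17, R² 0.847, permutation p = 1e-05, the smallest possible), from 6792 to 10037 or 1.48-fold. In males they gained 70.0 per day (standard error 12.5, R² 0.706, permutation p = 0.0001), from 7397 to 10416 or 1.41-fold. Both folds were far less than those inside the filter. The filter keeps a circRNA that reaches a set level in some sample, so a rise with age can itself bring a circRNA inside. How far this alone makes the rise outside smaller was not tested, so the 2 sets cannot be compared by their folds.

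A peak at day 20 in males was seen when profiles were divided by their highest value. The cluster held 279 circRNAs. GC bias of male replicate 1 of day 20 may carry part of it: members chosen with that library alone stood at -0.234 (standard error 0.054) in the other library relative to day 30, when a peak shared by both would be above 0, and their median GC was 50.1% against 46.0% for the rest. It is not needed for such a cluster, since without it and male replicate 1 of day 40 a cluster with a day 20 centre of 0.822 held 279 circRNAs, 179 of them in the first one. Members chosen with replicate 2 alone stood at 0.0535 (standard error 0.071) in replicate 1, so counting noise of single libraries cannot be told apart from a peak there, since the value lies within its error of 0. In females the 279 circRNAs of the first cluster lay at -0.0984 (standard error 0.048) at day 20 relative to day 30, so their mean showed no peak there. The errors in this paragraph count circRNAs of the same libraries as independent. The median log2 fold change of all circRNAs against day 0 in females also rose, from 1.14 at day 20 to 1.35 at day 30. A weaker peak in both sexes therefore cannot be told apart. An age effect of males alone stays open, untested.

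The circRNAs that fall after day 0 were chosen by that fall, which alone could give an apparent drop. Chosen with 1 sample of day 0 and measured against the others, the weakest of 6 falls was still -1.74 (standard error 0.149). This argues against values high by chance at day 0 as the cause. The same samples of later ages served to choose and to measure, so values low by chance at those ages were not tested. A fall of the host's linear RNA as the whole cause cannot be told apart. The weakest of 6 medians of the ratio to host was -0.100 (standard error 0.199), within its error of 0, with the shallow female replicate 2. The other medians of females were -0.327 and -0.342 (standard errors 0.205 and 0.191). Those of males were -0.541, -0.526 and -0.334 (standard errors 0.204, 0.167 and 0.158). These errors count circRNAs of the same host as independent, so they may be too small to decide. A change in cells of the head between day 0 and day 10 stays open, untested.

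roX1, an RNA of the dosage compensation complex of males, rose in females from 189 to 5106 normalized reads, from 0.16% to 2.70% of the level in males. RNA of males in the female samples would raise roX2, its partner RNA, to the same percentage. Both were alike at days 10 and 20 (0.95% and 0.78%, 1.67% and 1.60%), but roX2 was at 1.03% (SD 0.248) at day 50, so male RNA is argued against for the later rise. Reads of ec, a gene that overlaps roX1, are argued against as well, since ec fell by 3.06 on the log2 scale (standard error 0.068; log2 fold change -3.06). A rise with age in female cells is a hypothesis that stays open.

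In females, day 10 against day 0 gave 948 circRNAs, with at most 7 in another split of the same 6 samples, and 4295 linear genes, with at most 2. Day 50 gave 5832 linear genes, with at most 0 in another split, and 14 gene lists, with at most 13. In each case 1 of 10 splits reached the real count, and 10 splits are too few for a share under 0.05.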

How the results depend on the processing

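The alternatives on the 2 male libraries that follow GC content, on circRNAs outside the filter, on equal numbers of circRNA reads, on the length of circRNAs in clusters of profiles divided by their highest value, on the highest 25% of detected circRNAs and other choices of the top 3 circRNAs, and on the rise of the reads of each 25% without 1 library were chosen only after the results were seen. The rise of total circRNA reads kept its direction and its p under 0.05 in every alternative run, with slopes of 2324.9 to 2423.1 per day in females and 2572.4 to 2705.8 in males when a library was left out. The slope of total linear reads in females passed the threshold with TMM (-103603 per day, p = 0.00847 by permutation), and without replicate 1, 2 or 3 of day 10 (range over all libraries -85218 to -60438); scaling by linear reads is void for this total. The replicate block changed no call (slope of 2365.9 for female circRNA reads with the block), and the numbers do not pair the samples: correlations of replicate residuals between ages were -0.067 to 0.0024 for the same number in females and -0.264 to -0.0862 in males, against -0.0257 to 0.0565 and -0.210 to 0.264 for other numbers. Against day 10 in place of day 0, 886 circRNAs were higher and 17 lower in females and 1021 and 9 in males, and 1521 and 1479 linear genes in females and 1161 and 1320 in males; the cause was not tested. A mean of at least 10 reads, which tests fewer circRNAs, gave 973 and 29 in females and 943 and 31 in males, and for ratios to host 1010 and 9 and 974 and 12. All circRNAs of the table gave 183 lower in males, from more circRNAs tested. With no minimum fold change, which admits smaller changes, 4174 linear genes were higher and 4918 lower in females, 3916 and 4444 in males, and 1583 differed between the sexes. Scaling by total linear reads gave 3893 higher and 1869 lower in males, as their linear total falls. CircRNAs that differed between the sexes numbered 8 with a pseudocount of 5, 2 with the duplicate counted as 2 samples, 4 by edgeR, 1 by DESeq2 and 0 to 3 when a library was left out (2 without female day 0 replicate 1, 1 without female day 0 replicate 2, 3 without male day 0 replicate 3); ratios that differed numbered 3 with a pseudocount of 5, 3 with a mean of at least 10 reads and 0 to 4 without 1 library, changing without 9 of the 10 libraries. Ratios lower at day 50 numbered 70 in females and 76 in males with a pseudocount of 5, and 23 to 34 and 25 to 39 without 1 library (23 without female day 50 replicate 3, 25 without male day 50 replicate 1). The change in the share of the highest 25% became 3.42 in females and 3.83 in males with ranks over all samples and 5.71 and 5.40 among detected circRNAs, rankings that both favour a rise. That of the top 3 became 4.14 and 4.55 with the top 3 of each sample and 3.25 and 3.68 for circRNAs of mbl, stw and btsz. The rise of the 25% of circRNAs after the top 50% in females was 3.92-fold to 7.90-fold without 1 library, and 3.92-fold without day 0 replicate 2. Scaled to unit variance, age explained 0.435 of the first linear component without day 0, and with 500 features sex explained 0.670 of the first one over all ages. The falling cluster of females held 10.7% of circRNAs with 6 centres and 7.18% with a mean of at least 10 reads, where the test of span gave 0.979 in females and 0.323 in males, with fewer circRNAs tested. The hosts of the falling cluster had a median of -0.92 in females and -0.79 in males with a pseudocount of 5, of -0.96 and -0.82 with clusters from sample 2 (females) or 3 (males) of day 0, of -1.28 to -1.10 and -1.07 to -0.93 without 1 library, where the rank correlation was 0.180 to 0.201 in females. With an estimated correlation 0 lists were higher and 1 lower in females and 0 and 0 in males. The male eye pigment list was called without any 1 of the 5 male libraries of days 0 and 50 and by scaling to linear reads (adjusted p = 0.0161). Of the named circRNAs, all 106 calls were unchanged by DESeq2, pseudocounts, scaling and the replicate block, and edgeR also called CG33217 in males; leaving out 1 library ended 2 of 530 calls, those of Eph and of the circRNA without a single host at X. Of the 292 calls of named linear genes, scaling to linear reads gained 12 and ended 11, among them cpo, Rbfox1 and sls in females and brp, ct and Calx in males, and edgeR ended that of cnc in females and DESeq2 gained Yp1 and Yp3 in males. Leaving out 1 library ended 16 calls and gained 3 of named linear genes; among them, Yp2 in females was not called without any 1 of 6 libraries and sls without any 1 of 4, cnc and InR in females and Yp2 in males were lost without 1 library each and TotC in males without 2, and Rh3 in females was gained without any 1 of 3. The hemocyte list lost its call in females without the 2 libraries that follow GC content (adjusted p = 0.0703) and by scaling to linear reads (0.0876), and gained it in males without day 50 replicate 2 (0.044). Depth limits circRNAs with few reads at day 0: circRNAs detected rose by 5.88 and 3.76 per day at equal circRNA reads, against 14.7 and 13.8, and by 10.9 in females without day 0 replicate 2.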

Differences from the paper's values

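None of the settings that bring a value within the paper's was taken as the paper's method; all alternatives named here were planned before the data were examined, unless stated.

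CircStw held about 2.2% of circRNA reads at day 30 in the paper's Fig. S1G, read by eye, and 1.16% here in females, and about 1.7% at day 50 in Fig. S1G, read by eye, against 0.92% here. The figure does not name the sex, and males gave 0.94% at day 50. No alternative was set for this value.

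The first component of circRNAs without day 0 held about 50% of the variance in Fig. 2B, read by eye, and 28.0% here. With the 500 circRNAs of the highest mean (62.0%) or a pseudocount of 5 (36.0%) the values do not differ by the same measure, but they do with scaling to unit variance (31.5%) and with the duplicate counted as 2 samples (28.2%).

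The falling cluster held about 210 circRNAs in females in Fig. 3A, read by eye, and 120 here, and about 240 in males in Fig. S2B, read by eye, against 141 here. Profiles divided by their highest value (158 in females and 175 in males) and 4 centres (176 and 172) came within 1.5 times of the paper's values in both sexes. With 6 centres the female value (298) did and the male value (99) did not, and with a mean of at least 10 normalized reads neither did (88 and 56). The mean fold of these circRNAs at day 50 was about 0.58 in females in Fig. 3B, read by eye, and 0.244 here. With 6 centres (0.591) and with a mean of at least 10 reads (0.692) it comes within the paper's, and with profiles divided by their highest value (0.324) and 4 centres (0.366) it does not.

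Fig. 1E gives a fold change in expression levels per quartile without saying how reads were combined, and reads were summed here, so the measures may differ. In females total circRNA reads rose 3.49-fold here, with 87.7% and 86.6% of them in the highest 25% at days 0 and 50. Summed reads of that 25% could therefore not have risen 11-fold. From day 0 to day 50 in females, the fold of the highest 25% was about 11 in Fig. 1E, read by eye, and 3.45 here. That of the second 25% was about 5.0 in Fig. 1E, read by eye, and 2.98 here. That of the next 25% was about 3.7 in Fig. 1E, read by eye, and 5.88 here. With ranks by the mean over all samples these values were 3.64, 2.96 and 2.66, of which the last alone comes within 1.5 times of the paper's. Without replicate 2 of day 0, which had 0 reads in the lowest of these groups, they were 3.38, 2.92 and 3.92, of which the last alone comes within 1.5 times as well, an alternative chosen after the values were seen.

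The paper's Table S1 lists 69662 circRNA reads per library at day 50 in females on average and 89928 in males, against 154928 and 219085 recovered here. The ratio of both over the libraries was 1.57 to 2.47 (median 2.17), while linear reads matched Table S1 within 0.9985 to 0.9996. No alternative was set for these values.

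The paper states that the share of its highly expressed circRNAs stayed constant with age, and by the legends it cites charts by expression quartile. Its chart of the top circRNAs, read by eye, gave circMbl about 11% at day 0 and 19% at day 50. Females here had 11.7% and 19.8%, so the rise of circMbl is in the paper as well. The share of the highest 25% changed little here, from 87.7% to 86.6% in females and from 87.2% to 87.3% in males, while the share of circMbl, circBtsz and circScro rose from 16.2% to 26.4% in females and from 16.8% to 26.8% in males. These 3 were ranked by their mean over all ages; the share rose by 4.14 and 4.55 percentage points with the top 3 of each sample and by 3.25 and 3.68 for circRNAs of mbl, stw and btsz, both chosen after the values were seen. The share of the highest 25% rose by 3.42 and 3.83 with ranks over all samples and by 5.71 and 5.40 among detected circRNAs, the latter chosen after the values were seen. Both rankings themselves favour a rise. The paper states that circRNAs of its cluster 3, a rising one, are longer than others; its members could not be matched to the clusters here. In clusters of log2 fold changes the steepest rise had a median span of 1629 nucleotides in females, below those of the middle (1976.5) and slowest rise (1904.5). With profiles divided by their highest value, tried for the length after the values were seen, the late rise was the longest, with 2536.5 in females and 3010.5 in males.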

Other observations

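The summaries in this part are of circRNAs and genes whose values were chosen for report after the results were seen, and no test was added to those of the comparisons described before.

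Of the circRNAs that the paper measured by RT-qPCR and whose primers could be placed on the genome, those listed here rose in these heads. The log2 fold change at day 50 was 3.08 in females and 2.76 in males for CaMKI, a calmodulin-dependent kinase, 2.10 and 1.7 for Haspin, a mitotic kinase, 3.16 and 3.03 for CG44153, 4.56 and 4.48 for CG32809, 3.59 and 3.12 for CG41099, 3.26 and 3.51 for Jupiter, a microtubule protein, 2.04 and 1.95 for Dscam2, an adhesion protein of neurons, 4.99 and 4.81 for brp at 2R from 9505004 to 9509170 and 2.72 and 2.29 for sfl, an enzyme of heparan sulfate. The primers for brp also fit a circRNA from 9505127 to 9509170 of similar level (3.38 and 4.96), and those for Haspin and CG41099 each fit another with fewer reads. The circRNA of Eph, the ephrin receptor, changed by 2.33 and 4.04, but had only 7.67 reads in females and 15.6 in males at day 50.

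Genes of the Y chromosome were summed when their mean in males at day 50 was at least 10 normalized reads, which left 19 genes. In males their sum rose from 159 normalized reads at day 0 over 320, 518, 916 and 1126 to 1231 at day 50. In females it stayed between 32.4 and 68.8. Choosing genes by their level at day 50 itself favours a rise, and the other Y genes were left out. Of genes of the germ line, bam, a factor of germ cell differentiation, rose from 0.53 to 29.6 reads in females (log2 fold change 4.42, and 4.40 in males). Pdf, the peptide of clock neurons, rose by 1.19 and 1.37, and the clock genes tim and vri by 0.58 and 0.67 and by 0.56 and 0.82. Adar, the RNA editing enzyme, fell by 1.06 in females and 0.90 in males.

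Male replicate 1 of day 10 had a lower circRNA total than its partner (56925 against 74763 normalized reads) and the reads of the yolk gene Yp1 stood out in it, at 6054. Other male libraries had 50.5 to 213, apart from replicate 2 of day 20 with 1208.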
